# Minimizing the *Ex Vivo* Confounds of Cell-Isolation Techniques on Transcriptomic and Translatomic Profiles of Purified Microglia

**DOI:** 10.1523/ENEURO.0348-21.2022

**Published:** 2022-03-28

**Authors:** Sarah R. Ocañas, Kevin D. Pham, Harris E. Blankenship, Adeline H. Machalinski, Ana J. Chucair-Elliott, Willard M. Freeman

**Keywords:** brain, cell sorting, *ex vivo* activation, methods, microglia, transcriptome

## Abstract

Modern molecular and biochemical neuroscience studies require analysis of specific cellular populations derived from brain tissue samples to disambiguate cell type-specific events. This is particularly true in the analysis of minority glial populations in the brain, such as microglia, which may be obscured in whole tissue analyses. Microglia have central functions in development, aging, and neurodegeneration and are a current focus of neuroscience research. A long-standing concern for glial biologists using *in vivo* models is whether cell isolation from CNS tissue could introduce *ex vivo* artifacts in microglia, which respond quickly to changes in the environment. Mouse microglia were purified by magnetic-activated cell sorting (MACS), as well as cytometer-based and cartridge-based fluorescence-activated cell sorting (FACS) approaches to compare and contrast performance. The Cx3cr1-NuTRAP mouse model was used to provide an endogenous fluorescent microglial marker and a microglial-specific translatome profile as a baseline comparison lacking cell isolation artifacts. All sorting methods performed similarly for microglial purity with main differences being in cell yield and time of isolation. *Ex vivo* activation signatures occurred principally during the initial tissue dissociation and cell preparation and not the cell sorting. The cell preparation-induced activational phenotype could be minimized by inclusion of transcriptional and translational inhibitors or non-enzymatic dissociation conducted entirely at low temperatures. These data demonstrate that a variety of microglial isolation approaches can be used, depending on experimental needs, and that inhibitor cocktails are effective at reducing cell preparation artifacts.

## Significance Statement

Purification of brain microglia from laboratory animal models allows for cell-type specific molecular and biochemical analyses. A long-standing concern of microglial purification is the introduction of artifacts through the isolation process. Comparison of magnetic-activated cell sorting (MACS) and both cytometer-based and cartridge-based fluorescence-activated cell sorting (FACS) show equivalent and sufficient cellular yield/purity and similar levels of *ex vivo* activation which was determined to arise during tissue dissociation. *Ex vivo* microglial activation in cell suspensions generated by a combination of enzymatic and mechanical dissociation procedures was prevented by supplementation with transcription/translation inhibitors during cell preparation. Alternatively, non-enzymatic dissociation conducted at low temperatures prevented such *ex vivo* activational signatures. Cell preparation and sort methods can be further optimized depending on experimental needs.

## Introduction

Microglia, the brain’s resident macrophages, have come to the forefront of neuroimmunology research (Prinz et al., 2019). They serve as surveyors of the CNS and exhibit behavior derived from their embryonic precursors, myeloid cells (Cuadros and Navascués, 1998; Rock et al., 2004), with roles in neurodevelopment, sex differences, as well as in health and neurodegenerative diseases (Salter and Stevens, 2017; Butovsky and Weiner, 2018; Han et al., 2021). Microglial activity is governed by local microenvironments and through communication with neighboring cells. Under stress, microglial cells transition to an activated phenotype, classically defined by morphologic transformation from ramified to amoeboid, release of proinflammatory cytokines, and a shift in global gene expression (Rock et al., 2004; Sierra et al., 2013; Avignone et al., 2015). With the advent of single-cell transcriptomic sequencing, the field has undergone a taxonomy reclassification (Dubbelaar et al., 2018; Provenzano et al., 2021). Current evidence suggests microglia exist within a phenotypic gradient, and the transition away from a quiescent state is no longer viewed as binary “on” or “off.” Thus, the use of microglial gene expression profiles to infer functional status has bolstered the use of transcriptomic profiling as a powerful technique for microglial classification. To delineate the full heterogeneity of microglial population with aging and disease using single-cell techniques, it is necessary to minimize activational effects of cell preparation and isolation.

Traditionally, molecular analyses from specific CNS cell types required the liberation of cells from their native environment and use of fluorescence-activated cell sorting (FACS) or magnetic-activated cell sorting (MACS) labeling techniques before RNA extraction (Cahoy et al., 2008). Cell dissociation primarily consists of enzymatic and/or mechanical dissociation with quality checks for cell viability, debris removal, and absence of cell aggregation (Reichard and Asosingh, 2019). Creation of a single-cell suspension from brain tissue and isolation of microglia is harsh and may alter the phenotypic state of microglia *ex vivo* (Wu et al., 2017; Haimon et al., 2018). *Ex vivo* microglial activation has the potential of introducing confounds that may mask endogenously induced activation, such as in a pathologic state. To avoid cell-isolation confounds, microglial-specific cre-lines (Cx3cr1-cre/ERT2) have been combined with various floxed ribosomal tagging models: (1) ribosome tagging (RiboTag; Haimon et al., 2018); (2) translating ribosome affinity purification (TRAP; Ayata et al., 2018); and (3) nuclear tagging and TRAP (NuTRAP; Chucair-Elliott et al., 2020), allowing the immunoprecipitation (IP) of tagged polysomes to isolate microglial-specific translatomes without the need for cell isolation. Although transgenic ribosome IP approaches overcome many of the potential confounds of *ex vivo* activation, experimental endpoints such as proteomics and single-cell heterogeneity still require cell isolation of intact microglial cells. Additionally, animal availability, complex breeding strategies, and cost will continue to be deterrents for many investigators to using transgenic microglial labeling. While single-cell sequencing allows for broad and potentially unbiased analysis of various cell types, it too is predicated on the creation of a single-cell suspension. Thus, an understanding of the effects of cell preparation and isolation methods on *ex vivo* activation while maintaining highly pure microglial enrichment is needed. The advent of RiboTag approaches allows generation of a reference microglial signature to which sorted microglial profiles can be compared. The goals of this study were to compare purity and yield of isolated microglia and assess the relative level of *ex vivo* activation by comparing Cx3cr1-TRAP-isolated RNA to various sorting techniques used for microglia: MACS (Nikodemova and Watters, 2012; Holt and Olsen, 2016), cytometer-based FACS (Hickman et al., 2013), and newly available low-pressure cartridge-based FACS (Roberts et al., 2021) using the TRAP-enrichment profile as a baseline purified microglial translatome for *ex vivo* activation.

We compared artifacts induced through three cell sorting techniques via transcriptomic profiling of bulk tissue, sorted cells, and immunoprecipitated translatomes and found similar performance with *ex vivo* activational signatures principally occurring during the enzymatic digestion and mechanical dissociation during initial cell preparation. Inclusion of transcriptional and translational inhibitors during the cell preparation step prevented most of these artifacts. Additionally, non-enzymatic tissue dissociation conducted entirely at 4°C was successful at preventing the *ex vivo* activational signature. These studies provide critical insight into the sensitivity of microglia and guidance on experimental design to minimize *ex vivo* confounds of microglial isolation.

## Materials and Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at the Oklahoma Medical Research Foundation (OMRF). Parent mice were purchased from The Jackson Laboratory and bred and housed under SPF conditions in a HEPA barrier environment on a 14/10 h light/dark cycle (lights on at 6 A.M.). Cx3cr1-cre/ERT2^+/+^ males (stock #020940; Yona et al., 2013) were mated with NuTRAP^flox/flox^ females (stock #029899; Roh et al., 2017) to generate the desired progeny, Cx3cr1-cre/ERT2^+/wt^; NuTRAP^flox/wt^ (Cx3cr1-NuTRAP). In the Cx3cr1-NuTRAP mice, following cre recombination in *Cx3cr1*^+^ cells, deletion of the floxed stop cassette causes activation of the NuTRAP allele, labeling microglial ribosomes with eGFP and nuclei with biotin and mCherry. For flow cytometry experiments, cre-negative controls (Cx3cr1-cre/ERT2^wt/wt^ NuTRAP^flox/wt^) were used to establish eGFP gating. DNA was extracted from mouse ear punch samples for genotyping. Mice were approximately three to eight months old at the time of performing experiments. Within each experimental group, both male and female mice were used. The sex of each experimental sample is denoted in Extended Data Figures 2-1, 4-1, 6-1, 7-1. Mice were euthanized by cervical dislocation followed by rapid decapitation. Genotyping primers were obtained from Integrated DNA Technologies and used for PCR detection of (1) generic cre (Jax protocol 22392; primers: oIMR1084, oIMR1085, oIMR7338, oIMR7339); (2) Cx3cr1-cre/ERT2 (Jax protocol 27232; primers: 20669, 21058, 21059); (3) mCherry (Jax protocol 24693; primers: 9703, 9704, oIMR8744, oIMR8745); and (4) NuTRAP floxed allele (Jax protocol 21509; primers: 21306, 24493, 32625, 32626) according to protocols published by The Jackson Laboratory, as previously described (Chucair-Elliott et al., 2020).

### Tamoxifen (Tam) induction of cre recombinase

At approximately three months, mice received a daily intraperitoneal injection of Tam solubilized in 100% sunflower seed oil by sonication (100 mg/kg body weight, 20 mg/ml stock solution, #T5648; MilliporeSigma) for five consecutive days, as previously (Chucair-Elliott et al., 2019). Based on an average weight of 20 g per mouse, each daily injection of Tam consisted of 100 μl of 20 mg/ml stock solution. Adjustments were made for mice that significantly deviated from the average weight. Tissues were harvested from five- to eight-month mice, allowing at least two months following the last Tam injection and turnover of CX3CR1^+^ circulating cells.

### Flow cytometry from blood

Blood was collected from the facial vein of Cx3cr1-NuTRAP (3 and 60 d after Tam induction) and cre-negative (WT) controls (*n* = 3–10/group) using a 5 mm sterile Goldenrod animal lancet (MEDIpoint) and mixed with 10 μl 0.5 m EDTA, pH 8.0 to avoid coagulation (Chucair-Elliott et al., 2020). Ten volumes of room temperature 1× Red Blood Cell Lysis solution (#130-094-183, Miltenyi Biotec) were added to one volume of collected blood, vortexed for 5 s, and then incubated in the dark at room temperature for 10 min. Cells were pelleted at 300 × *g* for 10 min at room temperature and then the supernatant was decanted. The cells were resuspended in 1 ml 0.5% BSA (#130-091-376, Miltenyi Biotec) in 1× D-PBS containing calcium, magnesium, glucose, and pyruvate (#14287-072, Thermo Fisher Scientific) and then washed by centrifugation at 300 × *g* for 10 min at room temperature. The cell pellet was resuspended in 200 μl 0.5% BSA in 1× D-PBS and split into 50 μl aliquots for antibody staining. Cell aliquots were then stained with the following: (1) 1 μl of CD11b-APC (M1/70.15.11.5, #130-113-793, Miltenyi Biotec); (2) 1 μl of CD45-VioBlue (REA737, #130-110-802, Miltenyi Biotec); (3) 1 μl of CD11b-APC and 1 μl of CD45-VioBlue; or (4) left unstained as a control. Stained cells were gently mixed and then incubated for 10 min in the dark at 4°C. Cells were then washed with 1 ml of 0.5% BSA in 1× D-PBS and then pelleted at 300 × *g* for 10 min at room temperature. The cell pellet was resuspended in 250 μl of 0.5% BSA in 1× D-PBS before flow cytometric analysis on the MACSQuant Analyzer 10 (#130-096-343, Miltenyi Biotec).

### Preparation of single-cell suspension from mouse brain using a combination of enzymatic and mechanical dissociation

Halves of Cx3cr1-NuTRAP mouse brains were rinsed in ice-cold D-PBS containing calcium, magnesium, glucose, and pyruvate (#14287-072, Thermo Fisher Scientific), sliced into four sagittal sections on a chilled, metal block and placed into ice-cold gentleMACS C-tubes (#130-093-237, Miltenyi Biotec), containing 1950 μl of papain-based, Enzyme Mix 1. For each reaction, Enzyme Mix 1 was created by combining 50 μl of Enzyme P with 1900 μl of buffer Z, while Enzyme Mix 2 was created by combining 10 μl of Enzyme A with 20 μl of buffer Y per reaction, with all reagents included in the Adult Brain Dissociation kit (#130-107-677, Miltenyi Biotec). Each sample then had 30 μl of Enzyme Mix 2 added before being mechanically dissociated for 30 min at 37°C on the gentleMACS Octo Dissociator with Heaters (#130-096-427, Miltenyi Biotec) using the 37C_ABDK_01 program. Following enzymatic and mechanical dissociation, the C-tubes were quickly spun in a chilled (4°C) Allegra-30R centrifuge (#B08708, Beckman Coulter) with an SX4400 swinging bucket rotor to collect the samples in the bottom of the tubes. Next, samples were resuspended and passed through a prewet 70 μm MACS SmartStrainer (#130-110-916, Miltenyi Biotec) and collected in a 50-ml conical tube (#21008-178, VWR International). The C-tubes were washed with 10 ml of ice-cold D-PBS and the washed volume was passed through the 70 μm MACS SmartStrainer. The cells were then pelleted by centrifugation at 300 × *g* for 10 min at 4°C. Following centrifugation, the supernatant was aspirated and debris was removed using the Debris Removal solution (#130-109-398, Miltenyi Biotec) provided in the Adult Brain Dissociation kit (#130-107-677, Miltenyi Biotec). Briefly, cells were resuspended in 3.1 ml of ice-cold D-PBS and passed to a 15-ml conical tube (#21008-214, VWR International) and 900 μl of cold Debris Removal solution was mixed into the cell suspensions. Next, 4 ml of D-PBS was gently overlaid on top of the cell suspension, ensuring the layers did not mix. Centrifugation at 3000 × *g* for 10 min at 4°C separated the suspension into three phases, of which the top two phases were aspirated. The cell pellet was gently resuspended in 15 ml of ice-cold D-PBS before centrifugation at 1000 × *g* for 10 min at 4°C. After aspirating the supernatant completely, the cells were resuspended in 1 ml 0.5% BSA (#130-091-376, Miltenyi Biotec) in D-PBS and filtered through a 35-μm filter (#352235, Fisher Scientific). A 100 μl aliquot of cells was retained as “Cell-Input” for flow cytometric and RNA sequencing (RNA-Seq) analyses.

### Preparation of single-cell suspension from mouse brain using mechanical dissociation

As a comparator to the enzymatic and mechanical dissociation, which requires a 30-min incubation at elevated temperatures (37°C), single-cell suspensions were also created using mechanical dissociation alone with all steps conducted at 4°C or on ice. The protocol for this cell preparation was modified from a previously published study (Hammond et al., 2019). Briefly, halves of Cx3cr1-NuTRAP mouse brains were rinsed in ice-cold 1× HBSS with no calcium, no magnesium, and no phenol red (diluted 1:10 from #14185-052, ThermoFisher), sliced into four sagittal sections and placed into a 7-ml Kimble Dounce homogenizer (#D9063, MilliporeSigma) containing 5-ml prechilled 1× HBSS. The brain tissue was homogenized using 15 strokes of the loose and tight pestles while simultaneously rotating the pestle and then passed through a prewet 70-μm cell strainer (#130-095-823, Miltenyi Biotec) placed onto a prechilled 15-ml conical tube. The glass homogenizer was washed twice with 5 ml of 1× HBSS and the washed volume was transferred to the 15-ml conical tube containing the brain homogenate. Next, cells were pelleted at 300 × *g* for 5 min at 4°C. Following centrifugation, the supernatant was aspirated and the cells were resuspended in 10 ml 40% ice-cold Percoll (#17-0891-02, MilliporeSigma) in 1× HBSS (4 ml Percoll, 1 ml 10× HBSS, 5 ml RNase-free water). The cell mixture was spun at 500 × *g* for 30 min at 4°C using full acceleration and braking. The myelin and Percoll were carefully aspirated, leaving the microglia-containing cell pellet undisturbed. The cell pellet was then washed in 10 ml of ice-cold HBSS and spun again at 300 × *g* for 5 min at 4°C. After aspirating the supernatant completely, the cells were resuspended in 1 ml 0.5% BSA (#130-091-376, Miltenyi Biotec) in D-PBS and filtered through a 35-μm filter (#352235, Fisher Scientific). An aliquot of 200-μl cells was retained as “Dounce-Input” for flow cytometry. The remaining cells were pelleted at 300 × *g* for 10 min at 4°C to process for TRAP and RNA-Seq library preparation.

### Cell counting from brain tissue

Filtered cells were diluted 1:10 in 0.5% BSA (#130-091-376, Miltenyi Biotec) in D-PBS before cell counting on a MACSQuant Analyzer 10 (#130-096-343, Miltenyi Biotec). A total of 50 μl of diluted cells were analyzed to determine absolute cell count. Cells were gated on FSC-A/SSC-A to determine cell count and FSC-A/FSC-H to determine singlet count. Absolute cell counts were used to determine antibody staining ratios.

### CD11b magnetic labeling and separation from brain tissue

Cells from a single hemisphere of a Cx3cr1-NuTRAP mouse brain were pelleted at 300 × *g* for 10 min at 4°C and resuspended in 90 μl of 0.5% BSA in D-PBS with 10 μl of CD11b (Microglia) MicroBeads (#130-093-636, Miltenyi Biotec) per 10^7^ total cells. After gently pipetting to mix, cells were incubated for 15 min at 2–8°C protected from light. Cells were washed with 1 ml of 0.5% BSA in D-PBS and pelleted at 300 × *g* for 10 min at 4°C. The cell pellet was resuspended in 500 μl of 0.5% BSA in D-PBS. After priming the autoMACS Pro Separator (#130-092-545, Miltenyi Biotec), sample and collection tubes were placed in a cold MACS Chill 5 Rack (#130-092-951, Miltenyi Biotec) with both positive and negative fractions being collected. The double-positive selection (Posseld) program (i.e., positive fraction cells are then run over a second magnetic column for higher purity) was used to elute highly pure CD11b^+^ cells in 500 μl of autoMACS Running buffer (#130-091-221, Miltenyi Biotec). Following separation, the positive fraction was reserved for further applications and analysis.

### Antibody labeling for FACS from brain tissue

Cell suspensions from a single hemisphere of a Cx3cr1-NuTRAP mouse brain were pelleted at 300 × *g* for 10 min at 4°C and resuspended in 96 μl of 0.5% BSA in D-PBS, 2 μL of CD11b-APC antibody (M1/70.15.11.5, #130-113-793, Miltenyi Biotec), and 2 μl of CD45-VioBlue antibody (REA737, #130-110-802, Miltenyi Biotec). After mixing well, cells were incubated for 10 min in the refrigerator (2–8°C) protected from light. Cells were washed with 1 ml of 0.5% BSA in D-PBS and pelleted at 300 × *g* for 10 min. Cell suspensions from half brains were processed in parallel for cartridge-based FACS (MACSQuant Tyto) and cytometer-based FACS (FACSAria).

### Cartridge-based FACS (MACSQuant Tyto) from brain tissue

Stained cell pellets from a single hemisphere of a Cx3cr1-NuTRAP mouse brain were resuspended in 10 ml of 0.5% BSA in D-PBS. A MACSQuant Tyto Cartridge (#130-106-088, Miltenyi Biotec) was primed using 1 ml of 0.5% BSA in D-PBS. The cell suspension was then filtered through 20-μm Pre-Separation Filters (#130-101-812, Miltenyi Biotec). An aliquot of 500 μL of filtered cell suspension was saved as the Tyto-Input fraction for analysis. The remaining cell suspension was then loaded into the input chamber of a MACSQuant Tyto cartridge. After loading labeled cells into the input chamber, the cartridge was scanned into the MACSQuant Tyto Cell Sorter system (#130-103-931, Miltenyi Biotec) and sorting parameters were selected. The MACSQuant Tyto cartridge is a sterile, closed, single-use system that relies on accurate activation of the sort valve to pass cells of interest (in this case microglia) into the positive sort chamber. Cell speed (or time-of-flight) was determined by the time it took a cell to pass between two adjacent lasers. In this study, the V1 filter (450/50 nm) of the violet (405 nm) laser was used as a cell trigger, the first PMT channel used to measure cell speed, to detect CD45-VioBlue positive cells at a threshold signal of 20. The B1 filter (525/550) of the blue (488 nm) laser was used as the cell speed channel to detect eGFP+ cells at a signal threshold of 4. A blue (488 nm) laser with B1 (525/50 nm) and B2 (585/40 nm) filter combinations was used to gate on eGFP^+^ cells without auto-fluorescence interference. Subsequent gating based on CD11b-APC fluorescence used a red (638 nm) laser and R1 (655–730 nm) filter. The gating strategy was set to CD11b^+^CD45^+^eGFP^+^ for isolation of microglia (Extended Data Fig. 1-5). After completion of the sort, the cells from the positive fraction chamber were collected in 0.5% BSA in D-PBS. The positive fraction chamber was washed twice using 450 μl of 0.5% BSA in D-PBS per wash and combined with the initial positive fraction collection. After sorting was completed, an aliquot of (10%) of the positive fraction was kept for analysis on the MACSQuant Analyzer 10 Flow Cytometer.

### Cytometer-based FACS (FACSAria) from brain tissue

Following staining, cells from a single hemisphere of a Cx3cr1-NuTRAP mouse brain were pelleted and then resuspended in 2 ml of 0.5% BSA in D-PBS for cytometer-based sorting (FACSAria IIIu cell sorter, BD Biosciences). An aliquot of 200-μl stained cells was saved as FACS-Input for analysis. A violet (405 nm) laser was used to gate CD45-VioBlue-positive cells using a 450/40-nm filter. A blue (488 nm) laser with 530/30 nm and yellow-green (561 nm) laser with 610/20 nm filter combinations was used to gate on eGFP^+^ cells without auto-fluorescence interference. A red (640 nm) laser was used to detect CD11b-APC fluorescence with a 660/20-nm filter. The gating strategy was set to CD11b^+^CD45^+^eGFP^+^ for isolation of microglia (Extended Data Fig. 1-6). Cells were sorted into 500 μl of 0.5% BSA in D-PBS. After sorting was completed, an aliquot (10%) of the positive fraction was analyzed on the MACSQuant Analyzer 10 Flow Cytometer.

### Addition of inhibitors

Transcription and translation inhibitors were included during cell preparation, as previously described (Marsh et al., 2020) with some minor modifications. Actinomycin D (#A1410, MilliporeSigma) was reconstituted in DMSO to a concentration of 5 mg/ml before being aliquoted and stored at −20°C protected from light. Triptolide (#T3652, MilliporeSigma) was reconstituted in DMSO to a concentration of 10 mm before being aliquoted and stored at −20°C protected from light. Anisomycin (#A9789, MilliporeSigma) was reconstituted in DMSO to a concentration of 10 mg/ml before being aliquoted and stored at 4°C protected from light. For the samples to be treated with inhibitors, 2 μl each of actinomycin D, triptolide, and anisomycin stocks were added to the initial Enzyme Mix 1 before dissociation for a final concentration of 5 μg/ml, 10 μm, and 10 μg/ml, respectively. The transcription and translation inhibitors were only included during the enzymatic and mechanical dissociation step for 30 min at 37°C on the gentleMACS Octo Dissociator with Heaters (#130-096-427, Miltenyi Biotec) using the 37C_ABDK_01 program. The transcription and translation inhibitors were not present in the dissection or sorting buffers, as the cell preparation was kept at 4°C for all other steps.

### Flow cytometry analysis from brain tissue

For analysis of cell sorting, aliquots of input and positive fractions from each of the sort methods (autoMACS, autoMACS to MACSQuant Tyto, MACSQuant Tyto, FACSAria) were taken for analysis on the MACSQuant Analyzer 10 Flow Cytometer. autoMACS input and positive fractions were stained with CD11b-APC (M1/70, #130-113-793, Miltenyi Biotec) and CD45-VioBlue (REA737, #130-110-802, Miltenyi Biotec) after completion of the sort, according to manufacturer’s instructions. autoMACS to MACSQuant Tyto, MACSQuant Tyto, and FACSAria input and positive fractions were stained before cell sorting. Following staining, cells were resuspended in 500 μl of 0.5% BSA/D-PBS and run on the MACSQuant Analyzer 10 Flow Cytometer. Postsort purity was assessed by (1) percent eGFP^+^ singlets and (2) percent CD11b^+^CD45^+^ singlets (Extended Data Fig. 1-7) using MACSQuantify v2.13.0 software.

To test the effect of cell preparation method on the relative abundance of cell types, aliquots of cells were stained with the following: (1) microglial [CD11b-APC (M1/70, #130-113-793, Miltenyi Biotec)/CD45-VioBlue (REA737, #130-110-802, Miltenyi Biotec)]; (2) neuronal [CD24-VioBlue (REA743, #130-110-831, Miltenyi Biotec)]; (3) astrocytic [ACSA2-APC (REA969, #130-116-245, Miltenyi Biotec)]; or (4) Oligodendrocytic [O4-APC (REA576, #130-119-982, Miltenyi Biotec)] fluorophore-conjugated antibodies, according to manufacturer’s instructions. Cells were washed and resuspended in 500 μl and run on the MACSQuant Analyzer 10 Flow Cytometer. Relative cell proportions with and without transcription/translation inhibitors were assessed (Extended Data Fig. 6-3) using MACSQuantify v2.13.0 software.

To test the effect of cell preparation method on the viability of single-cell suspensions, aliquots of cells were stained with Viobility 405/520 Fixable Dye (#130-110-206, Miltenyi Biotec), according to manufacturer’s instructions. Briefly, 100 μl of cells in 1× D-PBS were incubated with 1 μl of Viobility 405/520 Fixable Dye for 15 min in the dark at room temperature. After washing with 1 ml of 0.5% BSA/D-PBS, the cells were resuspended in 250 μl of 0.5% BSA/D-PBS and run on the MACSQuant Analyzer 10 Flow Cytometer. The percent viable singlets and eGFP^+^ singlets were assessed (Extended Data Fig. 6-4) using MACSQuantify v2.13.0 software.

10.1523/ENEURO.0348-21.2022.f6-4 Extended Data Figure 6-4 Comparison of cell viability between different cell preparation methods. Following creation of a single-cell suspension, cell viability was assessed by flow cytometry. ***A***, ***B***, Gating strategy to determine viability of all single cells and eGFP^+^ cells. ***C***, There was no difference in overall cell viability between the different cell preparation methods. ***D***, Mechanical dissociation carried out entirely at 4°C (“Dounce”) had slightly lower viability among eGFP^+^ singlets than the enzymatic and mechanical dissociation [“Cell (+/–) Inhib”]. Inclusion of transcription and translation inhibitors did not alter cell viability (one-way ANOVA, Tukey’s *post hoc* test, **p < 0.01). Boxplots represent median, Q1, Q3, minimum, and maximum of each dataset. Download Figure 6-4, EPS file.

### TRAP and RNA extraction

For TRAP from whole tissue, a hemisected half-brain was minced into small pieces and homogenized in 1.5 ml ice-cold complete homogenization buffer: 50 mm Tris, pH 7.4; 12 mm MgCl_2_; 100 mm KCl; 1% NP-40; 1 mg/ml sodium heparin; 1 mm DTT; 100 μg/ml cycloheximide (#C4859-1ML, MilliporeSigma); 200 units/ml RNaseOUT Recombinant Ribonuclease Inhibitor (#10777019; Thermo Fisher Scientific); 0.5 mm Spermidine (#S2626, MilliporeSigma), 1× complete EDTA-free Protease Inhibitor Cocktail (#11836170001; MilliporeSigma) with a glass Dounce tissue grinder set (#D8938; MilliporeSigma), as previously described (Chucair-Elliott et al., 2020). For TRAP from cells, a single hemisphere of a Cx3cr1-NuTRAP mouse brain was used to generate a cell suspension before sorting. After pelleting cells at 1000 × *g* for 10 min at 4°C, cells were resuspended in 400 μl of ice-cold complete homogenization buffer, transferred to a glass Dounce tissue grinder set, and homogenized 15 times with pestle A. Volume was brought up to 1.5 ml with complete homogenization buffer. Homogenates (from tissue or cells) were transferred to 2 ml round-bottom tubes and centrifuged at 12,000 × *g* for 10 min at 4°C. After centrifugation, 100 μl of the supernatant was saved as TRAP “Input.” The remaining supernatant was transferred to a 2-ml round-bottom tube and incubated with 5 μg/μl of anti-GFP antibody (ab290; Abcam) at 4°C with end-over-end rotation for 1 h. Dynabeads Protein G for IP (#10003D; Thermo Fisher Scientific) were washed three times in 1-ml ice-cold low-salt wash buffer (50 mm Tris, pH 7.5; 12 mm MgCl_2_; 100 mm KCl; 1% NP-40; 100 μg/ml cycloheximide; 1 mm DTT). After removal of the last wash, the homogenate/antibody mixture was transferred to the 2-ml round-bottom tube containing the washed Protein-G Dynabeads and incubated at 4°C with end-over-end rotation overnight. Magnetic beads were collected using a DynaMag-2 magnet and the unbound-ribosomes and associated RNA discarded. Beads and GFP-bound polysomes were then washed three times with 0.5 ml of high-salt wash buffer (50 mm Tris, pH 7.5; 12 mm MgCl_2_; 300 mm KCl; 1% NP-40; 100 μg/ml cycloheximide; 2 mm DTT). Following the last wash, 350 μl of buffer RLT (QIAGEN) supplemented with 3.5 μl 2-β mercaptoethanol (#444203, MilliporeSigma) was added directly to the beads and incubated with mixing on a ThermoMixer (Eppendorf) for 10 min at room temperature. The beads were magnetically separated and the supernatant containing the target bead-bound polysomes and associated RNA was transferred to a new tube. A total of 350 μl of 100% ethanol was added to the tube (“TRAP” fraction: enriched in transcriptome associated to eGFP-tagged ribosomes) and then loaded onto a RNeasy MinElute column (QIAGEN). RNA was isolated using RNeasy Mini kit (#74104, QIAGEN), according to manufacturer’s instructions. RNA was quantified with a Nanodrop One^c^ spectrophotometer (#ND-ONEC-W, Thermo Fisher Scientific) and its quality assessed by HSRNA ScreenTape (#5067-5579, Agilent Technologies) with a 4150 Tapestation analyzer (#G2992AA, Agilent Technologies).

### Library construction and RNA-Seq

Directional RNA-Seq libraries were made according to the manufacture’s protocol from 2 to 100 ng RNA. TRAP input and positive fraction RNA from all samples were used to create individual RNA-Seq libraries (no pooling of samples was performed). Briefly, poly-adenylated RNA was captured using NEBNext Poly(A) mRNA Magnetic Isolation Module (#NEBE7490L; New England Biolabs, Ipswich, MA). Following mRNA capture, mRNA was eluted from the oligo-dT beads and fragmented by incubating with the First Strand Synthesis Reaction buffer and Random Primer Mix (2×) from the NEBNext Ultra II Directional Library Prep Kit for Illumina (#NEBE7760L; New England Biolabs) for 15 min at 94°C. First and second strand cDNA synthesis were performed sequentially, as instructed by the manufacturer’s guidelines. After purification of double-stranded cDNA with 1.8× SPRISelect Beads (#B23318, Beckman Coulter), purified cDNA was eluted in 50 μl 0.1× TE buffer and subjected to end prep. The NEBNext Adaptor was diluted 1:100 in Adaptor Dilution buffer (provided) before ligating the adaptor to the cDNA. After purifying the ligation reaction with 0.9× SPRISelect Beads (#B23318, Beckman Coulter), cDNA was eluted in 15 μl of 0.1× TE (provided). Next, cDNA libraries were amplified with 16 cycles of PCR using the NEBNext Ultra II Q5 Master Mix (provided) and unique index primer mixes from NEBNext Multiplex Oligos for Illumina Library (#E6609L, New England Biolabs). Libraries were purified with 0.9× SPRISelect Beads (#B23318, Beckman Coulter) and then sized with HSD1000 ScreenTapes (#5067-5584; Agilent Technologies). Libraries had an average peak size of 316 bp. Libraries were quantified by Qubit 1× dsDNA HS Assay kit (#Q33230, Thermo Fisher Scientific). The libraries for each sample were pooled at 4 nm concentration and sequenced using an Illumina NovaSeq 6000 system (SP PE50bp, S4 PE150). The entirety of the sequencing data are available for download in FASTQ format from NCBI Gene Expression Omnibus (to be included on acceptance).

### RNA-Seq data analysis

Following sequencing, reads were trimmed and aligned before differential expression statistics and correlation analyses in Strand NGS software package (v4.0; Strand Life Sciences). Reads were aligned against the full mm10 genome build (2014.11.26). Alignment and filtering criteria included the following: adapter trimming, fixed 2-bp trim from 5′ and 2 bp from 3′ ends, a maximum number of one novel splice allowed per read, a minimum of 90% identity with the reference sequence, a maximum 5% gap, and trimming of 3′ end with Q < 30. Alignment was performed directionally with Read 1 aligned in reverse and Read 2 in forward orientation. All duplicate reads were then removed. Normalization was performed with the DESeq2 algorithm. Transcripts with an average read count value >5 in at least 100% of the samples in at least one group were considered expressed at a level sufficient for quantitation per tissue and those transcripts below this level were considered not detected/not expressed and excluded, as these low levels of reads are close to background and are highly variable. For statistical analysis of differential expression, a one-way ANOVA or two-way ANOVA with the factors of TRAP fraction and treatment and a Benjamini–Hochberg multiple testing correction (BHMTC) followed by Student–Newman–Keuls *post hoc* test were used (FDR < 0.1). For those transcripts meeting this statistical criterion, a fold change >|2| cutoff was used to eliminate those genes which were statistically significant but unlikely to be biologically significant and orthogonally confirmable because of their very small magnitude of change. Visualizations of hierarchical clustering and principal component analyses (PCAs) were performed in Strand NGS (version 4.0). Cell type specific marker gene lists were generated from the re-analysis published previously (McKenzie et al., 2018) of immunopurified and high throughput single-cell data from mice. Overrepresentation analysis (ORA) was conducted using WEB-based Gene SeT AnaLysis Toolkit (WebGestalt; www.webgestalt.org; Liao et al., 2019). Top overrepresented biological processes were selected from gene ontology functional database with no redundant option selected (hypergeometric test, BHMTC, FDR < 0.05) and background reference gene list of all expressed genes (raw count > 5 in all samples from at least one group). Top overrepresented transcription factor targets were selected from network functional database with all expressed genes as the reference gene list (hypergeometric test, BHMTC, FDR < 0.05). Heatmaps of overrepresented biological processes and gene lists were created using Morpheus (https://software.broadinstitute.org/morpheus). Upset plots were created using UpSetR v1.4.0 package in RStudio v1.4.1106 with R v4.0.5. Previously published microglial *ex vivo* activational lists were compared (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020) and genes included in at least two of the three previous studies were considered “*ex vivo* activational transcripts.” Gene set enrichment analysis (GSEA) was run using GSEA v4.1.0 (Mootha et al., 2003; Subramanian et al., 2005).

### Immunochemistry and imaging

Brain samples were fixed for 4 h in 4% PFA, cryoprotected by sequential incubations in PBS containing 15% and 30% sucrose, and then frozen in Optimal Cutting Temperature medium (#4583, Tissue-Tek). Twelve μm-thick sagittal sections were cryotome-cut (Cryostar NX70, Thermo Fisher Scientific). Tissue sections were rinsed with PBS containing 1% Triton X-100, blocked for 1 h in PBS containing 10% normal donkey serum, and processed for fluorescence immunostaining and downstream analysis. The primary antibodies included rabbit anti-GFP (#ab290, 1:100, Abcam), rat anti-CD11b (#C227, Clone M1/70, 1:100, Leinco Technologies), and rat anti-CD45 (#550539, Clone 30-F111, 1:100, BD Biosciences). Sequential imaging was performed on an Olympus FluoView confocal laser-scanning microscope (FV1200; Olympus) at the Dean McGee Eye Institute imaging core facility at OUHSC. Microscope and FLUOVIEW FV1000 version 1.2.6.0 software (Olympus) settings were identical for samples using the same staining-antibody combination and at same magnification. The experimental format files were oib. The Z-stack generated was achieved at 1.26-μm step size with a total of eight optical slices at 20× magnification (2× zoom).

## Results

The goal of this study was to compare microglial sorting techniques and determine the relative levels of *ex vivo* activation induced during cell preparation and microglial isolation. A schematic of the experimental design is represented in Figure 1*A*. In the Cx3cr1-NuTRAP mice, following cre recombination in *Cx3cr1*^+^ cells, deletion of the floxed stop cassette causes activation of the NuTRAP allele, labeling microglial ribosomes with eGFP and nuclei with biotin and mCherry. For the first part of the present study, we used eGFP as a sorting criterion and in the evaluation of postsort microglial purity, along with CD11b and CD45 co-expression. Colocalization of eGFP with microglial markers CD11b and CD45 in Cx3cr1-NuTRAP brains was verified by immunohistochemistry (Extended Data Fig. 1-2). Enzymatic and mechanical dissociation of Cx3cr1-NuTRAP brains was performed to generate single-cell suspensions. For each sort method, both male and female samples were used.

**Figure 1.**
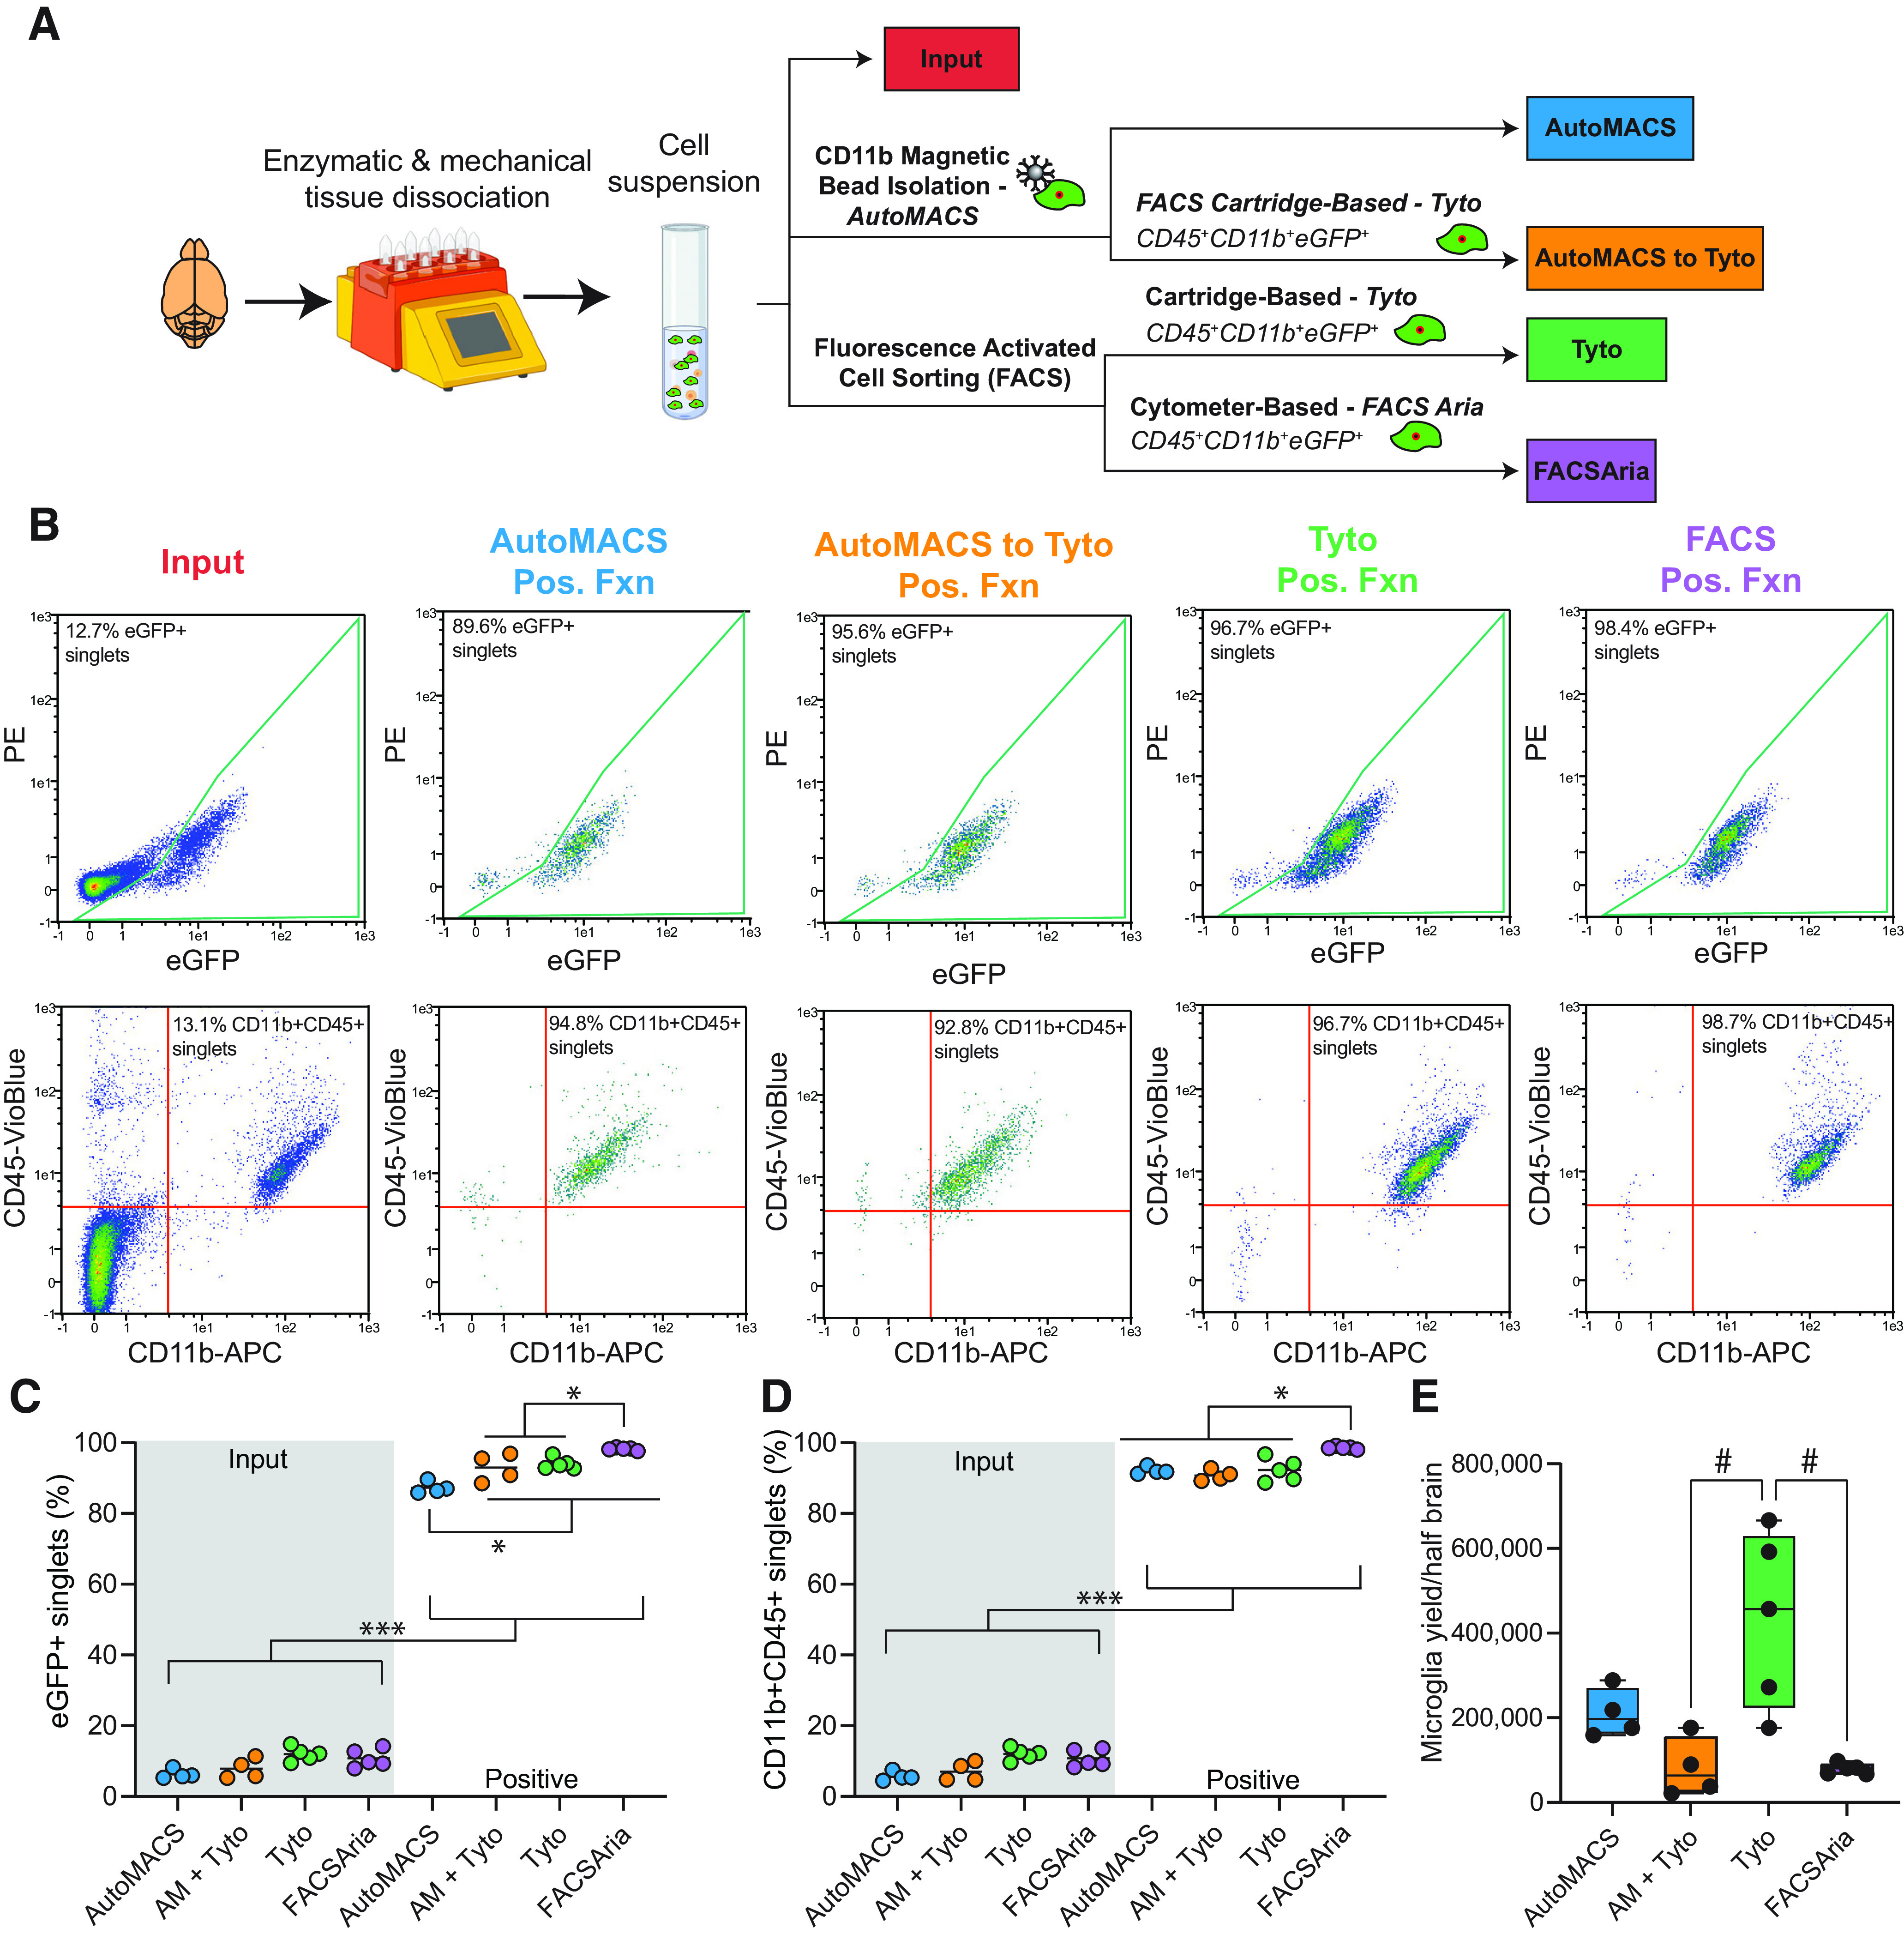
Comparison of purity and yield among microglial cell isolation techniques. ***A***, Schematic of the experimental design. Cx3cr1-NuTRAP brains were enzymatically and mechanically dissociated to create a single-cell suspension. Different microglial sorting techniques were compared with Cell-Input for purity, yield, and transcriptomic signatures. ***B***, Representative flow cytometry plots of immunostained single-cell suspensions from input and after each of the sorting strategies shows a distinct population of eGFP^+^ cells (identified as *Cx3cr1*^+^ microglia) and CD11b^+^CD45^+^ cells (identified as microglia per traditional cell surface markers, as shown by IHC in Extended Data Fig. 1-2). Assessment of the loss of eGFP in circulating CD11b^+^CD45^+^ cells 60 d after Tam induction (Extended Data Fig. 1-3) and the relative levels of CD45^mid^ and CD45^high^ cell populations from the CD11b^+^CD45^+^ each sort method and cell input from brain (Extended Data Fig. 1-4) were also performed to further characterize the sort fractions. Representative plots of the gating strategies used for the Tyto sort (Extended Data Fig. 1-5), FACSAria sort (Extended Data Fig. 1-6), and flow cytometry (Extended Data Fig. 1-7) are given as supplements. ***C***, ***D***, All sort positive fractions were enriched for (***C***) eGFP^+^ singlets and (***D***) CD11b^+^CD45^+^ singlets (as compared with input; two-way ANOVA, main effect of TRAP fraction, *p < 0.05, ***p < 0.001; Extended Data Fig. 1-1). When comparing positive fractions, the autoMACS positive fraction had lower % eGFP^+^ singlets as compared with all other sort methods. FACSAria had higher percentage of eGFP^+^ singlets than all other sort methods. FACSAria had higher percentage of CD11b^+^CD45^+^ singlets as compared with all other sort methods positive fractions (two-way ANOVA, Tukey’s *post hoc* test, *p < 0.05). ***E***, Microglial yield was significantly higher in the MACSQuant Tyto positive fraction as compared with the autoMACS to MACSQuant Tyto and FACSAria positive fractions (one-way ANOVA, Tukey’s *post hoc* test, #*p* < 0.01). Created with BioRender.com.

10.1523/ENEURO.0348-21.2022.f1-1 Extended Data Figure 1-1 Figure 1 source data. Download Figure 1-1, XLS file.

10.1523/ENEURO.0348-21.2022.f1-2 Extended Data Figure 1-2 Validation of microglial identity of recombined cells in the Cx3cr1-NuTRAP brain. Two months after Tam treatment, brains were harvested from Cx3cr1-NuTRAP and cre-negative NuTRAP^+^ (control) mice for immunohistochemistry (IHC). ***A***, Representative confocal fluorescent microscopy images of sagittal brain sections captured in the cortex show eGFP expression (green signal) in cells that co-expressed CD11b (red signal, ***a***, ***a’***, ***b***, ***b’***) and CD45 (red signal, ***c***, ***c’***, ***d***, ***d’***) in Cx3cr1-NuTRAP brains but not in the cre-negative counterparts (*n* = 2/group). ***B***, Representative confocal fluorescent microscopy images captured in the hippocampus show eGFP expression (green signal) in cells that co-expressed CD11b (***a***, ***a’***) and CD45 (***b***, ***b’***) in Cx3cr1-NuTRAP brains DAPI: nuclear counterstain. Scale bar: 50 μm Download Figure 1-2, TIF file.

10.1523/ENEURO.0348-21.2022.f1-3 Extended Data Figure 1-3 Flow cytometry of blood from cre-negative (WT) and Cx3cr1-NuTRAP blood following Tam-mediated cre-recombination. ***A***, ***B***, Gating strategy to assess the level of eGFP-expressing CD11b^+^CD45^+^ singlets (***A***) 3 and (***B***) 60 d following cessation of Tam induction. ***C***, Three days after Tam induction, there is significant expression of the NuTRAP allele in circulating CD11b^+^CD45^+^ cells, which is not evident after 60 d (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001). Download Figure 1-3, EPS file.

10.1523/ENEURO.0348-21.2022.f1-4 Extended Data Figure 1-4 Flow cytometric analysis of CD45^Mid^ and CD45^High^ cell populations from Cx3cr1-NuTRAP brain Cell-Input and sorted microglia. ***A***, Gating strategy to assess the percent CD45^Mid^ and CD45^High^ of CD11b^+^CD45^+^ singlets. CD45^Mid^ and CD45^High^ populations were then hierarchical gated to assess the percent eGFP^+^ singlets from the CD45^Mid^ and CD45^High^ populations. ***B***, Quantitation of the proportion of CD11b^+^CD45^+^ singlets that were CD45^Mid^ and CD45^High^ from Cell-Input and each of the microglial sorting methods (AM, AM + Tyto, Tyto, FACSAria). ***C***, Quantitation of the proportion of eGFP^+^ singlets within the CD45^Mid^ (left) and CD45^High^ (right) populations (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001). Boxplots represent median, Q1, Q3, minimum, and maximum of each dataset. Download Figure 1-4, EPS file.

10.1523/ENEURO.0348-21.2022.f1-5 Extended Data Figure 1-5 Cartidge-based FACS gating strategy for microglial sorting on Miltenyi Biotec MACSQuant Tyto. Download Figure 1-5, EPS file.

10.1523/ENEURO.0348-21.2022.f1-6 Extended Data Figure 1-6 Cytometer-based FACS gating strategy for microglial sorting on FACSAria IIIu. ***A***, Unstained cells from a Cx3cr1-cre/ERT2^Neg^;NuTRAP^+^ (WT) brain were used to establish gating for CD45^+^eGFP^+^CD11b^+^ microglia. ***B***, Gating strategy for Cx3cr1-NuTRAP brain cells stained with CD45-VioBlue and CD11b-APC to sort CD45^+^eGFP^+^CD11b^+^ microglia. Download Figure 1-6, EPS file.

10.1523/ENEURO.0348-21.2022.f1-7 Extended Data Figure 1-7 Gating strategy for assessment of microglial purity by different sort methods. Download Figure 1-7, EPS file.

### Flow cytometric analysis of sort fractions from various microglial sorting techniques

After reserving an aliquot as input, cells were subjected to one of four isolation techniques: (1) CD11b^+^ magnetic-bead based isolation (autoMACS); (2) Cartridge-based FACS on CD11b^+^CD45^+^eGFP^+^ (MACSQuant Tyto); (3) Cytometer-based FACS on CD11b^+^CD45^+^eGFP^+^ (FACSAria); and (4) autoMACS debulking of cells before cartridge-based FACS (autoMACS to MACSQuant Tyto; Fig. 1*A*).

Aliquots of cell input and positive sort fractions from each of the four sort methods were analyzed by flow cytometry. All sort methods showed enriched populations of eGFP^+^ and CD11b^+^CD45^+^ singlets in their positive fractions as compared with Cell-Input (Fig. 1*B*). A leftward shift in CD11-APC was evident in autoMACS samples, likely from competition from the CD11b microbeads used in that isolation. The positive fractions of all sort methods were enriched in eGFP^+^ singlets as compared with the input fraction (Fig. 1C; Extended Data Fig. 1-1; two-way ANOVA, main effect of sort fraction, ***p < 0.001). The autoMACS sort resulted in lower overall percentage of eGFP^+^ singlets compared with all other sort methods and the FACSAria sort resulted in a higher overall percentage of eGFP^+^ singlets, though all approaches demonstrated a high level of enrichment (Fig. 1*C*; Extended Data Fig. 1-1; two-way ANOVA, Tukey’s *post hoc* test, *p < 0.05). The positive fractions of all sort methods were enriched in CD11b^+^CD45^+^ singlets as compared with the input fraction (Fig. 1*D*; Extended Data Fig. 1-1; two-way ANOVA, Main effect of sort fraction, *p* < 0.001). FACSAria sort resulted the highest overall percentage of CD11b^+^CD45^+^ singlets (Fig. 1*D*; Extended Data Fig. 1-1; two-way ANOVA, Tukey’s *post hoc* test, *p < 0.05). Although FACSAria had higher microglial purity than other sort methods, it showed a significantly lower yield than the MACSQuant Tyto sort (Fig. 1*E*; Extended Data Fig. 1-1; one-way ANOVA, Tukey’s *post hoc* test, #*p* < 0.05).

### Comparison of transcriptomic profiles of microglia isolated from various sort methods

Following cell preparation and isolation using methods displayed in Figure 1*A*, RNA was isolated from cells for preparation of stranded RNA-Seq libraries. 

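The RNA-Seq data behind Figure 2 came from 4 Cell-Input, 4 autoMACS-Input, 3 autoMACS to Tyto-Input, 5 Tyto-Input, and 4 FACSAria-Input libraries. Input is the RNA of the sample before the TRAP pull-down, so these libraries hold whole transcriptomes. The authors aligned the reads to mm10 with Strand NGS, removed duplicate reads, and deposited the expected counts per gene. These counts are mostly not whole numbers and were rounded to whole numbers here. Total counts per library ranged from 12940459 to 16332332 (median 14574016) in Cell-Input, from 7129464 to 18514919 (median 11645866) in autoMACS-Input, and from 8447490 to 12713453 (median 10486385) in autoMACS to Tyto-Input. They ranged from 11300738 to 16223660 (median 14024401) in Tyto-Input and from 8738297 to 11367400 (median 10722966) in FACSAria-Input. Genes with more than 5 counts in every sample of at least 1 group were kept, which left 15076 genes. Counts were normalized with edgeR's TMM method, and all 20 libraries entered one quasi-likelihood fit with the group as the only factor. A gene was called differentially expressed at a Benjamini-Hochberg FDR under 0.1 and a fold change above 2. Marker lists were summarized by the median log2 fold change of their genes and tested with limma's fry test, two-sided, adjusted over the lists and comparisons of the fit. The levels of single genes are given as CPM (counts scaled to the TMM-normalized library size).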

RNA yield and quality by sort method, in addition to basic sequencing metrics are given in Extended Data Figure 2-1. Gene body coverage plots by experimental group are shown in Extended Data Figure 2-2. All sort methods showed similar coverage across the gene body. We first examined enrichment/depletion of previously published microglial, astrocytic, oligodendrocytic, neuronal, and endothelial markers in the transcriptomic profiles (Chucair-Elliott et al., 2020; McKenzie et al., 2018; Extended Data Fig. 2-1). 

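The marker lists held 282 microglial, 138 astrocytic, 194 oligodendrocytic, 97 neuronal, and 235 endothelial genes. As the mean log2(CPM + 1) of its genes, the microglial list reached 5.79 ± 0.11 (SD, n = 4) in Cell-Input, 8.24 ± 0.13 (SD, n = 4) in autoMACS-Input, 8.36 ± 0.05 (SD, n = 3) in autoMACS to Tyto-Input, 8.34 ± 0.05 (SD, n = 5) in Tyto-Input, and 8.35 ± 0.09 (SD, n = 4) in FACSAria-Input. The median log2 fold change of the 282 genes against Cell-Input was 2.57 for autoMACS (adjusted p = 3.66e-15, fry test), 2.67 for autoMACS to Tyto, 2.65 for Tyto, and 2.65 for FACSAria. All 282 genes had a positive log2 fold change in autoMACS-Input, where 278 were called higher. Restricting the fit to genes with at least 10 counts in every sample moved these medians the most, to between 2.19 and 2.28. The astrocytic list had a median log2 fold change of -6.93, -7.10, -5.71, and -6.25 in the same order of sorts. For the oligodendrocytic list the medians were -5.75, -6.70, -5.15, and -6.04, and for the neuronal list they were -5.36, -5.67, -5.32, and -5.47. Endothelial markers gave -3.40, -4.33, -4.09, and -3.52. The largest adjusted p of these 20 tests was 6.79e-08. The astrocytic list had a mean log2(CPM + 1) of 1.64 ± 0.17 (SD, n = 3) in autoMACS to Tyto-Input, the lowest of the sorts, and of 2.42 ± 0.36 (SD, n = 5) in Tyto-Input, the highest.

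**Figure D1:**
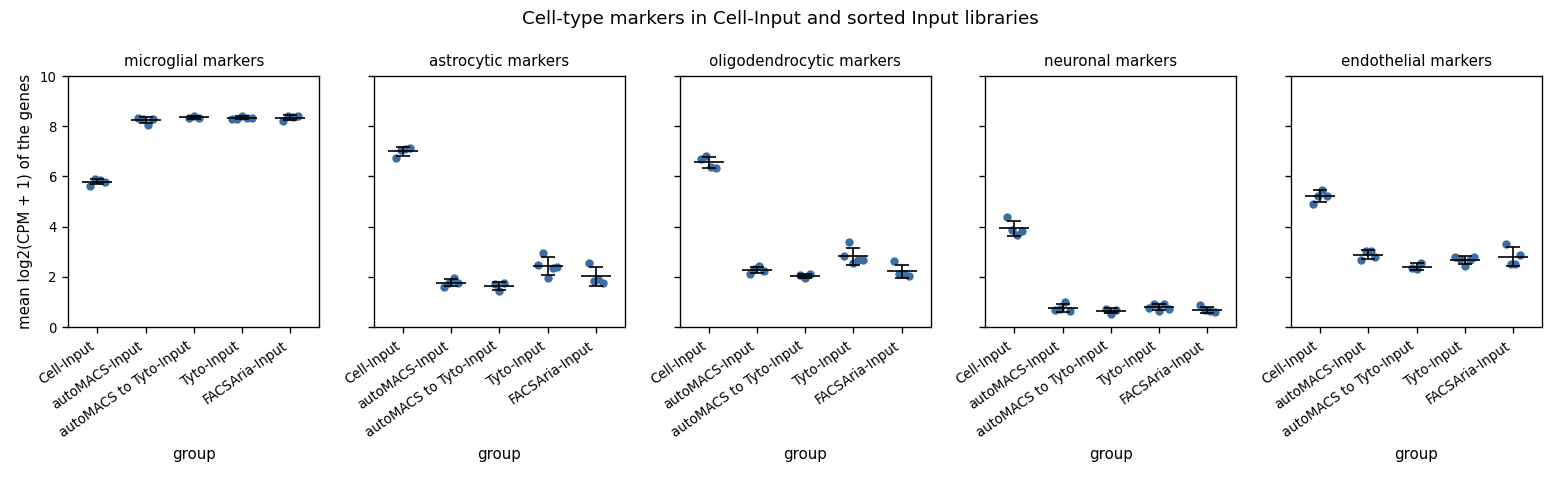
Mean log2(CPM + 1) of the genes of each marker list (vertical axis) in Cell-Input and the 4 sorted Input groups (horizontal axis), 1 panel per list. Points are libraries, and bars are the mean and SD of a group. Microglial markers lie higher in every sorted library than in every Cell-Input library, and the other 4 lists lie lower.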

Each of the four sort methods showed similar levels of enrichment of microglial marker genes (Fig. 2*A*) and depletion of astrocytic, oligodendrocytic, neuronal, and endothelial marker genes (Fig. 2*B–E*) when compared with Cell-Input. In combination with the flow cytometric data presented in Figure 1, this gives confidence that each of the sort methods are effective in isolating highly pure populations of microglia.

**Figure 2.**
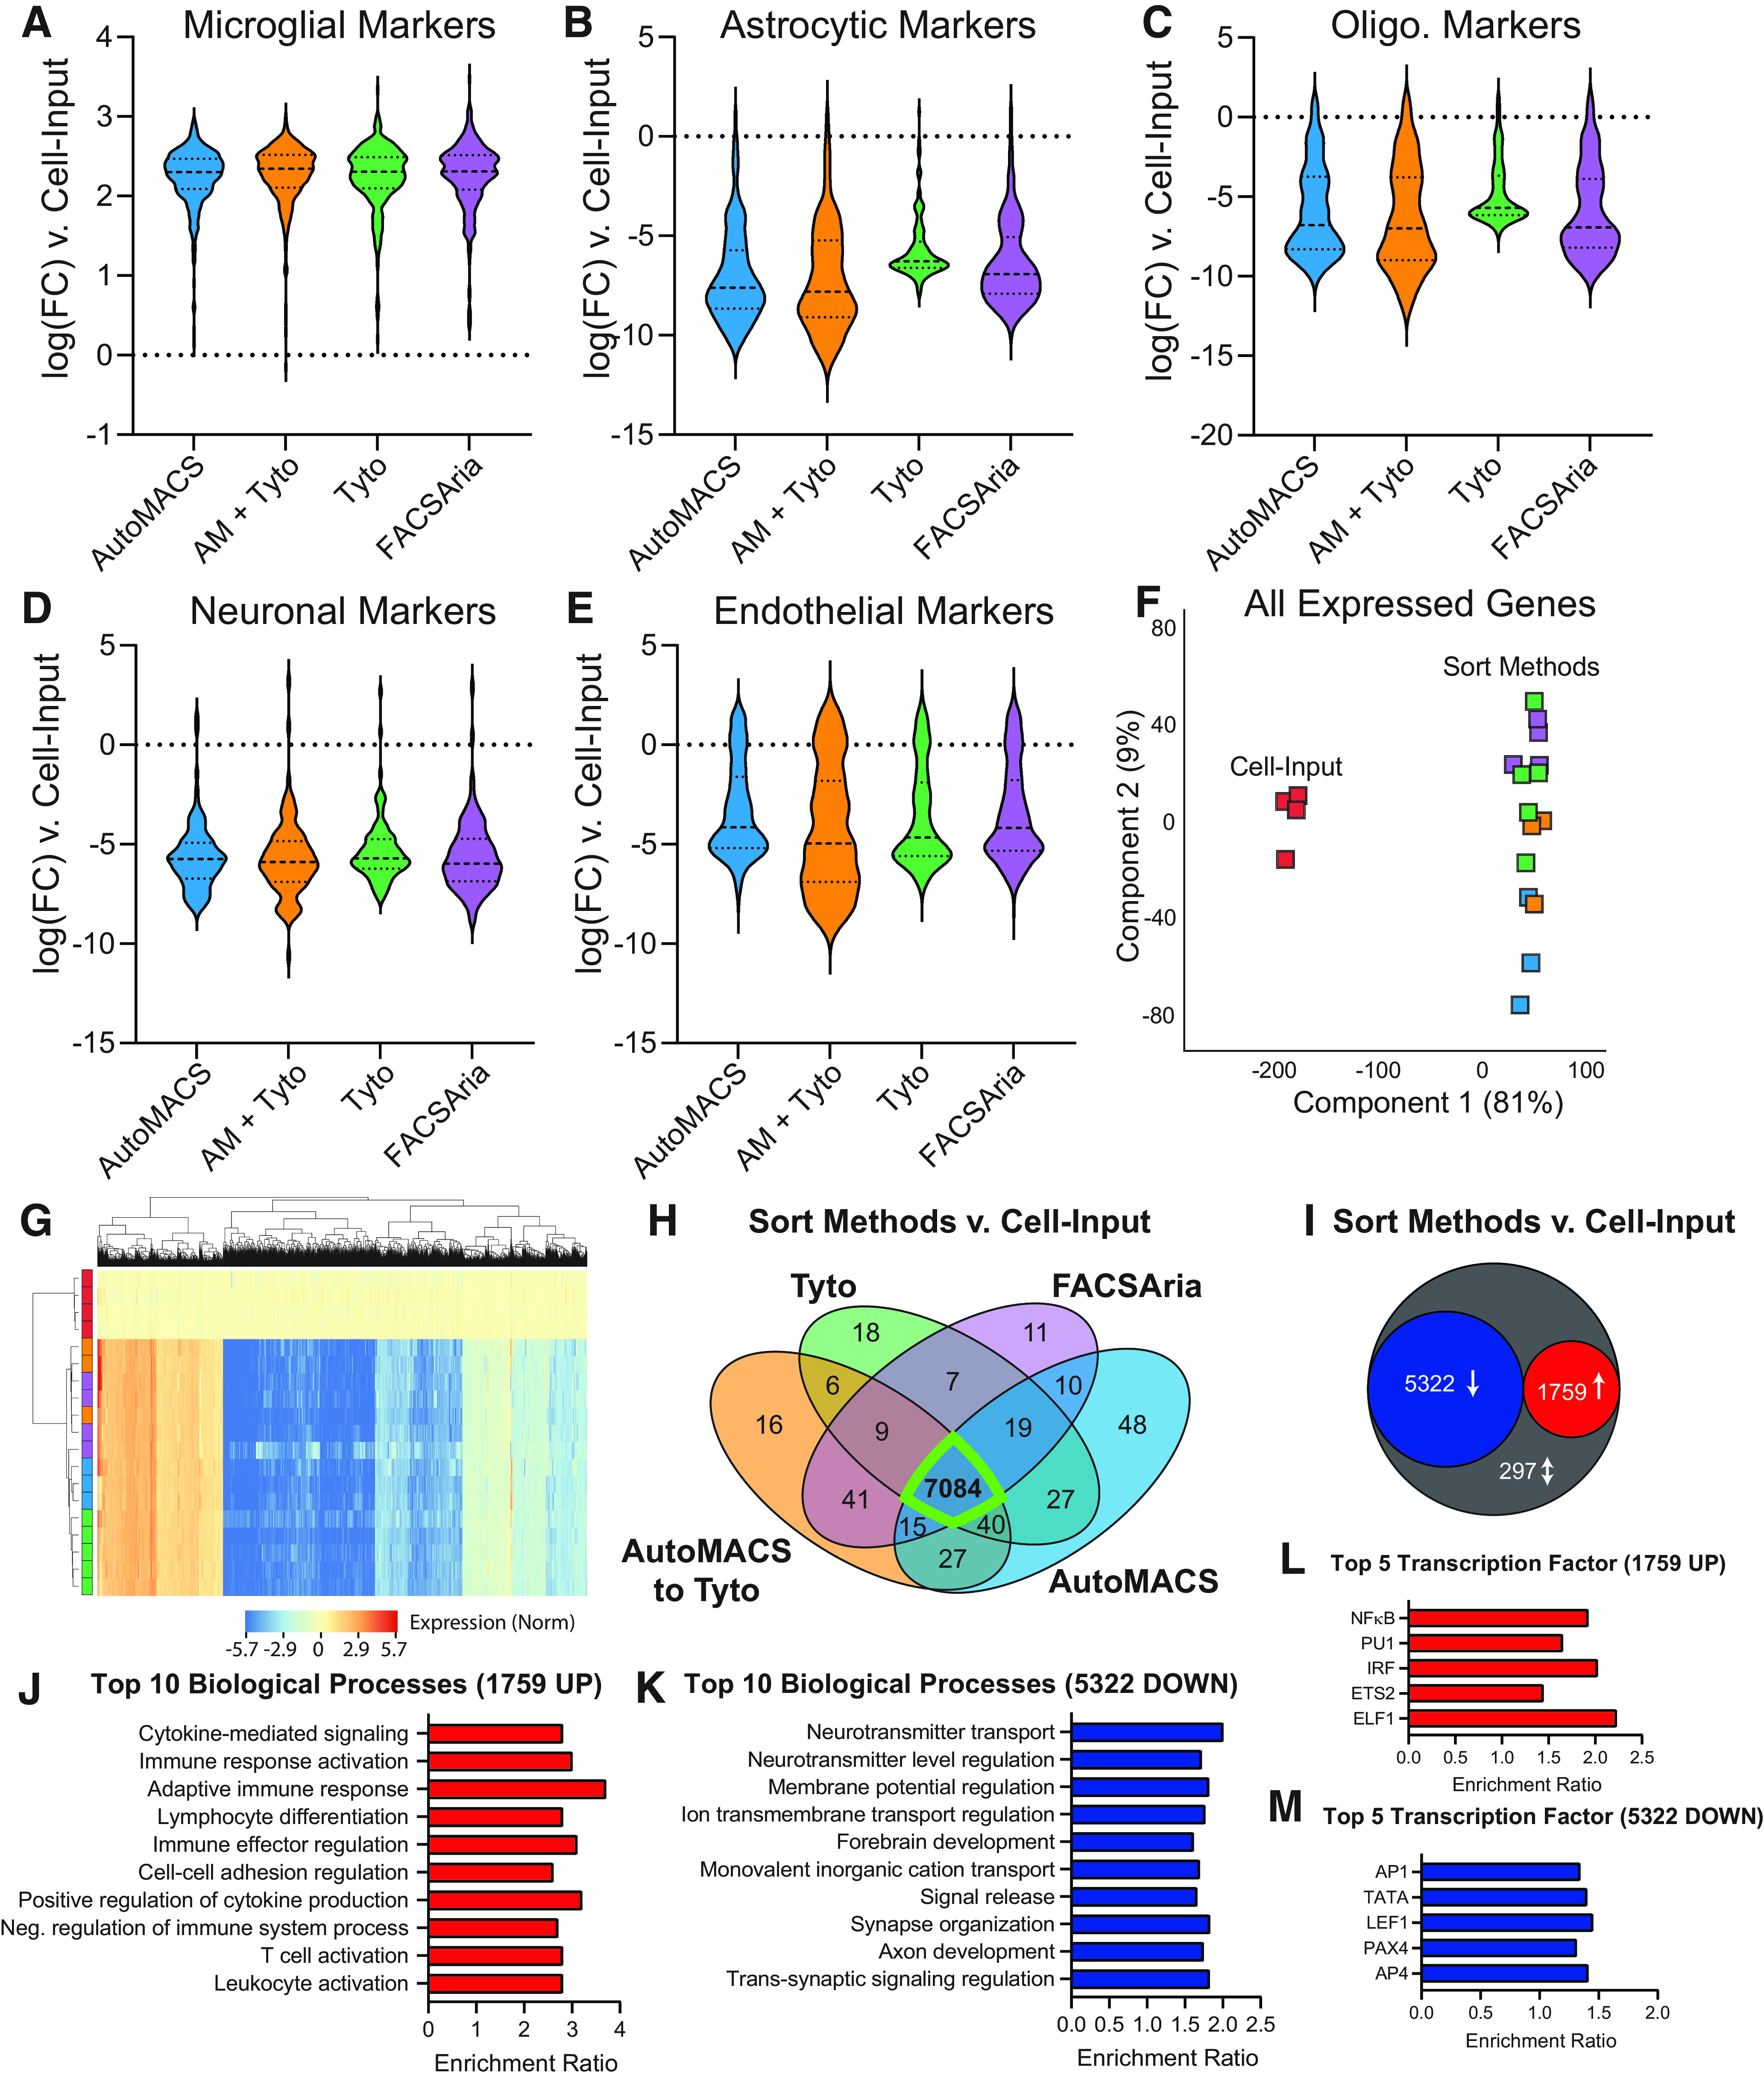
Comparison of transcriptomic profiles of microglia isolated from various cell sorting methods. RNA-Seq libraries were made from each of the groups represented in Figure 1*A* to compare the transcriptomic profiles of microglia isolated via four different cell sorting strategies. Basic sequencing metrics and all source data for Figure 2 are provided in Extended Data Figure 2-1. Gene body coverage plots showed similar coverage across the gene bodies in each group (Extended Data Fig. 2-2). Each of the strategies had similar levels of (***A***) enrichment of microglial transcripts and depletion of (***B***) astrocytic, (***C***) oligodendrocytic, (***D***) neuronal, and (***E***) endothelial transcripts when compared with Cell-Input. ***F***, PCA of all expressed genes shows clear separation of Cell-Input from all other sort methods in the first component with 81% of explained variance. ***G***, Hierarchical clustering of differentially expressed genes (DEGs; one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2) shows separation of Cell-Input and sort methods. Each of the sort methods show very similar patterning of expression across DEGs. ***H***, Comparison of SNK *post hocs* from each of the sort methods versus Cell-Input, showed the majority of enrichments/depletions (i.e., DEGs; 7084/7378 = 96%) were in common between all sort methods. ***I***, There were 5322 DEGs (72%) that were depleted and 1759 DEGs (24%) that were enriched in all sort methods compared with Cell-Input. There were only 297 discordant DEGs (4%) between the different sort methods as compared with Cell-Input. ***J***, Top 10 biological processes overrepresented in the 1759 genes upregulated in all sort methods compared with Cell-Input (Gene Ontology ORA, BHMTC FDR <0.05). ***K***, Top 10 biological processes overrepresented in the 5322 genes downregulated in all sort methods compared with Cell-Input (Gene Ontology ORA, BHMTC FDR <0.05). ***L***, Top five transcription factor targets overrepresented in the 1759 genes upregulated in all sort methods compared with Cell-Input (transcription factor target network ORA, BHMTC FDR < 0.05). ***M***, Top five transcription factor targets overrepresented in the 5322 genes downregulated in all sort methods compared with Cell-Input (transcription factor target network ORA, BHMTC FDR < 0.05).

10.1523/ENEURO.0348-21.2022.f2-1 Extended Data Figure 2-1 Figure 2 sequencing metrics and source data. Download Figure 2-1, XLS file.

10.1523/ENEURO.0348-21.2022.f2-2 Extended Data Figure 2-2 Gene body coverage plots by sort fraction for sequencing libraries described in Figure 2. Download Figure 2-2, EPS file.

Next, we examined the transcriptomic data in an unbiased manner. PCA of all expressed genes (more than five counts in all samples from at least one group) showed clear separation of Cell-Input from all sort methods in the first component with 81% of the explained variance (Fig. 2*F*). 

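PCA was run on log2(CPM + 1) of the 15076 genes in the 20 libraries, with genes centred and not scaled. PC1 held 85.6% of the variance, PC2 4.08%, and PC3 1.65%. On PC1, Cell-Input lay at -188.5 ± 3.38 (SD, n = 4), and the sorts at 46.02 ± 9.19 (SD, n = 4) for autoMACS, 60.0 ± 6.31 (SD, n = 3) for autoMACS to Tyto, 39.7 ± 9.91 (SD, n = 5) for Tyto, and 47.8 ± 17.3 (SD, n = 4) for FACSAria. The lowest sorted library lay at 21.9 and the highest Cell-Input library at -185. PC2 was spread within autoMACS-Input, from -85.3 to 0.25. Scaling each gene to unit variance lowered PC1 the most, to 60.9%.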

Differentially expressed genes were called by one-way ANOVA with BHMTC followed by Student–Newman–Keuls *post hoc* test (FDR < 0.1, |FC|>2; Extended Data Fig. 2-1). 

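Against Cell-Input, 7897 genes were called in autoMACS-Input (3048 higher, 4849 lower), 7788 in autoMACS to Tyto-Input (2910 higher, 4878 lower), 7929 in Tyto-Input (2989 higher, 4940 lower), and 7854 in FACSAria-Input (2946 higher, 4908 lower). The genes called in at least 1 of the 4 comparisons numbered 9055. The alternative that moved these counts the most kept only genes with at least 10 counts in every sample, which gave 3432, 3364, 3415, and 3452 genes.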

Hierarchical clustering of the 7378 differentially expressed genes (DEGs) shows separation of Cell-Input from all sort methods with similar patterning of enrichment and depletion of DEGs across all sort methods scaled to Cell-Input (Fig. 2*G*). The majority of pairwise DEGs (sort method vs Cell-Input) were in common between all sort methods (7084/7378 = 96%; Fig. 2*H*), suggesting a high degree of similarity between each of the sort methods. In addition, 5322 DEGs (72%) that were down and 1759 DEGs (24%) were up in all sort methods compared with Cell-Input. 

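Of the 9055 genes, 6723 (74.2%) were called in all 4 sorts, and 900 were called in only 1 sort. From the overlap shown in Figure 2H, the paper proposes that the sort methods are highly similar to one another.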

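In the re-computed calls, 2232 genes were higher (24.6% of the 9055) and 4490 were lower (49.6%) in all 4 sorts. The split depends on the normalization, because DESeq2's size factors in place of TMM moved the median log2 fold change of all genes by between -0.29 and -0.33. With those factors, 1594 genes were higher and 4939 lower in all 4 sorts.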

There were only 297 discordant DEGs (4%) between the different sort methods as compared with Cell-Input (Fig. 2*I*).

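The remaining 2333 genes (25.8%) were not changed in the same direction in all 4 sorts, and 21 genes were called in opposite directions by at least 2 sorts. The paper compared the sorts by a post hoc test after an analysis of variance, and here each sort was called on its own, so the counts are not alike. A gene can be counted here because it passed the thresholds in some sorts and narrowly missed them in others, so the sorts were also compared directly. The quasi-likelihood F test across the 4 sorted groups called 805 genes, 5.34% of those tested, and 484 with only these groups in the fit. autoMACS to Tyto-Input differed from autoMACS-Input in 152 genes (50 higher, 102 lower). Tyto-Input differed from FACSAria-Input in 35 genes (30 higher, 5 lower). The largest rise in Tyto-Input was that of *Cldn11* (log2 fold change 3.29). Some mice gave both libraries of a pair, so both comparisons were repeated as a paired fit with the animal as a block. In that fit 142 genes differed between autoMACS to Tyto-Input and autoMACS-Input, 56 of them shared with the fit without a block. This count is not stable: with only these groups in the fit and no block it was 0. It also varied widely when a single replicate was left out. For the 3 mice with both libraries, the correlation across genes of the deviations from the group means was 0.09 within a mouse and -0.04 between mice. The paired fit of Tyto-Input and FACSAria-Input called 0 genes, with 791 at an unadjusted p under 0.05. There the correlation across genes was 0.16 within the 3 shared mice and -0.08 between mice. Genes are not independent replicates, so these correlations carry no test. Centring on the group means makes the value between mice follow nearly from the value within a mouse. It is therefore not a separate comparison.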

ORA of gene ontology (ORA GO) of the 1759 genes that were up across all sort methods identified 177 overrepresented biological processes pathways (BHMTC, FDR < 0.05; Extended Data Fig. 2-1). The “enrichment ratio” is the number of observed genes divided by the number of expected genes from the given gene list. Examination of the top 10 overrepresented biological processes reveals several pathways involved in microglial function, including cytokine-mediated signaling, immune response activation, and adaptive immune response, among others (Fig. 2*J*). Running a similar ORA GO on the 5322 genes down across all sort methods (compared with Cell-Input) revealed 252 overrepresented biological processes (BHMTC, FDR < 0.05; Extended Data Fig. 2-1). The top 10 processes include many neuron-focused pathways, such as neurotransmitter transport, neurotransmitter level regulation, and membrane potential regulation (Fig. 2*K*), indicating depletion of these genes in the sorted cells.

Next, we examined the common 1759 upregulated and 5322 downregulated genes across the four sort methods for overrepresentation of transcription factor targets. Network ORA on the 1759 genes enriched in the positive fraction of all sort methods identified 21 overrepresented transcription factor targets, including the top five hits: ELF1, ETS2, IRF, PU.1, and NFKB (Fig. 2*L*; Extended Data Fig. 2-1). Three of the top five transcription factor targets (ELF1, ETS2, PU.1) are part of the ETS family of transcription factors that assist in regulating immunity (Gallant and Gilkeson, 2006), with PU.1 being a “master regulator” of microglial identity and function (Yeh and Ikezu, 2019). The other two transcription factors (IRF and NFKB) are also critical regulators of inflammation and antiviral response (Iwanaszko and Kimmel, 2015), an important function of microglia. The IRF_Q6 transcription factor motif contains IRF1-regulated genes with 3′ untranslated regions (UTRs) containing the motif BNCRSTTTCANTTYY.

Network ORA of the 5322 genes down in all sort methods compared with input identified 468 overrepresented transcription factor targets, including top five hits: AP-1, TATA, LEF1, PAX4, and AP-4. LEF1 is an endothelium-specific transcription factor (Hupe et al., 2017). AP-4 is an adaptor protein complex that is involved in vesicular trafficking of membrane proteins. Lack of AP-4 has been shown to cause accumulation of axonal autophagosomes containing AMPA receptor components in hippocampal neurons and cerebellar Purkinje cells (Matsuda et al., 2008). Overall, the top transcription factor targets of the genes depleted in the sort fractions (compared with Cell-Input) modulate important non-microglial cellular functions and, as such, are depleted in purified microglia.

In combination, the flow cytometric data, distribution of marker gene enrichments/depletion, and analysis of differentially expressed genes (including pathway and transcription factor analysis) suggest that each of the sort methods are producing highly pure populations of microglia with very similar transcriptomic profiles.

### Flow cytometric analysis of blood from Cx3cr1-NuTRAP mice following Tam-mediated cre recombination

In addition to microglia, the Cx3cr1-cre/ERT2 also targets circulating and peripheral CX3CR1^+^ cells for Tam-mediated cre recombination (Yona et al., 2013) and concomitant expression of the NuTRAP allele. Without perfusion, there is a concern that contamination of circulating CX3CR1^+^ cells may be present in eGFP sorted cells and in TRAP-isolated RNA from Cx3cr1-NuTRAP brain tissue. However, the half-life of circulating CX3CR1^+^ cells in mice is <3 d (Yona et al., 2013) and, accordingly, loss of eGFP-labeling in blood samples from Cx3cr1-NuTRAP mice is evident as CX3CR1^+^ cells are rapidly turned over following Tam induction. To demonstrate the loss of eGFP^+^ in circulating CX3CR1^+^ cells, we collected blood from Cx3cr1-NuTRAP mice 3 and 60 d after cessation of Tam administration and compared the levels of CD11b^+^CD45^+^ cells expressing eGFP to that of cre-negative (WT) controls. There was a marked increase in CD11b^+^CD45^+^eGFP^+^ cells 3 d after Tam induction, which decreased to levels indistinguishable from WT controls after 60 d (Extended Data Fig. 1-3). As such, brains were collected from Cx3cr1-NuTRAP mice at least 60 d following Tam treatment. In studies without transgenic labeling, brains can be perfused with ice-cold physiological saline to eliminate contaminating cells from circulation.

### Assessment of relative levels of non-microglial macrophages within different sort fractions from Cx3cr1-NuTRAP brains

Perivascular, choroid plexus, and meningeal macrophages also express *Cx3cr1* (Faraco et al., 2017), and thus are labeled by the NuTRAP allele (including eGFP-labeled polysomes) on Tam-mediated cre recombination. CD45 expression levels are often used as a FACS sort criteria to separate microglia (CD45^Mid^) from non-microglial macrophages (CD45^High^; Haimon et al., 2018; Marschallinger et al., 2020; Pan and Wan, 2020). The relative levels of non-microglial, macrophage contamination was first assessed by flow cytometry. Cells from each group shown in Figure 1*A* were stained with CD11b and CD45 fluorescent antibodies and analyzed on a MACSQuant Analyzer 10. The percent CD45Mid and CD45High of CD11b^+^CD45^+^ singlets were assessed according to the gating strategy displayed in Extended Data Figure 1-4*A*. The Cell-Input fraction had the highest (16%) CD45^high^ population of CD11b^+^CD45^+^ cells, as compared with the autoMACS (8%), autoMACS to Tyto (5%), Tyto (4%), and FACSAria (6%; Extended Data Fig. 1-4*B*). There was not a significant difference in the proportion of CD45^Mid^ or CD45^High^ (out of CD11b^+^CD45^+^) cells by sort method. The vast majority (>95%) of CD45^Mid^ cell populations co-expressed eGFP regardless of sort method. In contrast, only ∼74% of CD45^High^ cells from the Cell-Input and autoMACS sort fraction co-expressed eGFP. The remaining 26% eGFP^-^CD45^High^ cells are likely contaminating cells from blood circulation. Since the FACS-based methods used eGFP as sorting criteria, the CD45^High^ cells co-expressing eGFP in the cartridge-based Tyto (96%) and cytometer-based FACSAria (99%) were higher than the Cell-Input (Extended Data Fig. 1-4*C*).

Many recent studies have examined differences in the transcriptomic signatures of microglia and non-microglial brain resident macrophages. To further refine our microglial marker list constructed based off a meta-analysis of cell sorting studies (McKenzie et al., 2018), we compared previously published microglial marker lists from cell sorting (Chucair-Elliott et al., 2020), ribosomal tagging (Chucair-Elliott et al., 2020), and a meta-analysis distinguishing microglia from peripheral monocytes and macrophages (Haage et al., 2019). There were 113 genes that were identified as microglial markers in at least two of the three gene lists (highlighted purple) and were used for further analysis (Fig. 3*A*; Extended Data Fig. 3-1). A list of macrophage marker genes was constructed by taking the union of three previously published studies from infiltrating macrophages (DePaula-Silva et al., 2019), peripheral macrophages and monocytes (Haage et al., 2019), and CNS-associated macrophages (CAMs; Faraco et al., 2017) to identify 174 macrophage-specific genes (highlighted green; Fig. 3*B*; Extended Data Fig. 3-1). It is of note that there is no overlap between the 113 microglial-specific genes identified in Figure 3*A* and the 174 macrophage marker genes identified in Figure 3*B*.

**Figure 3.**
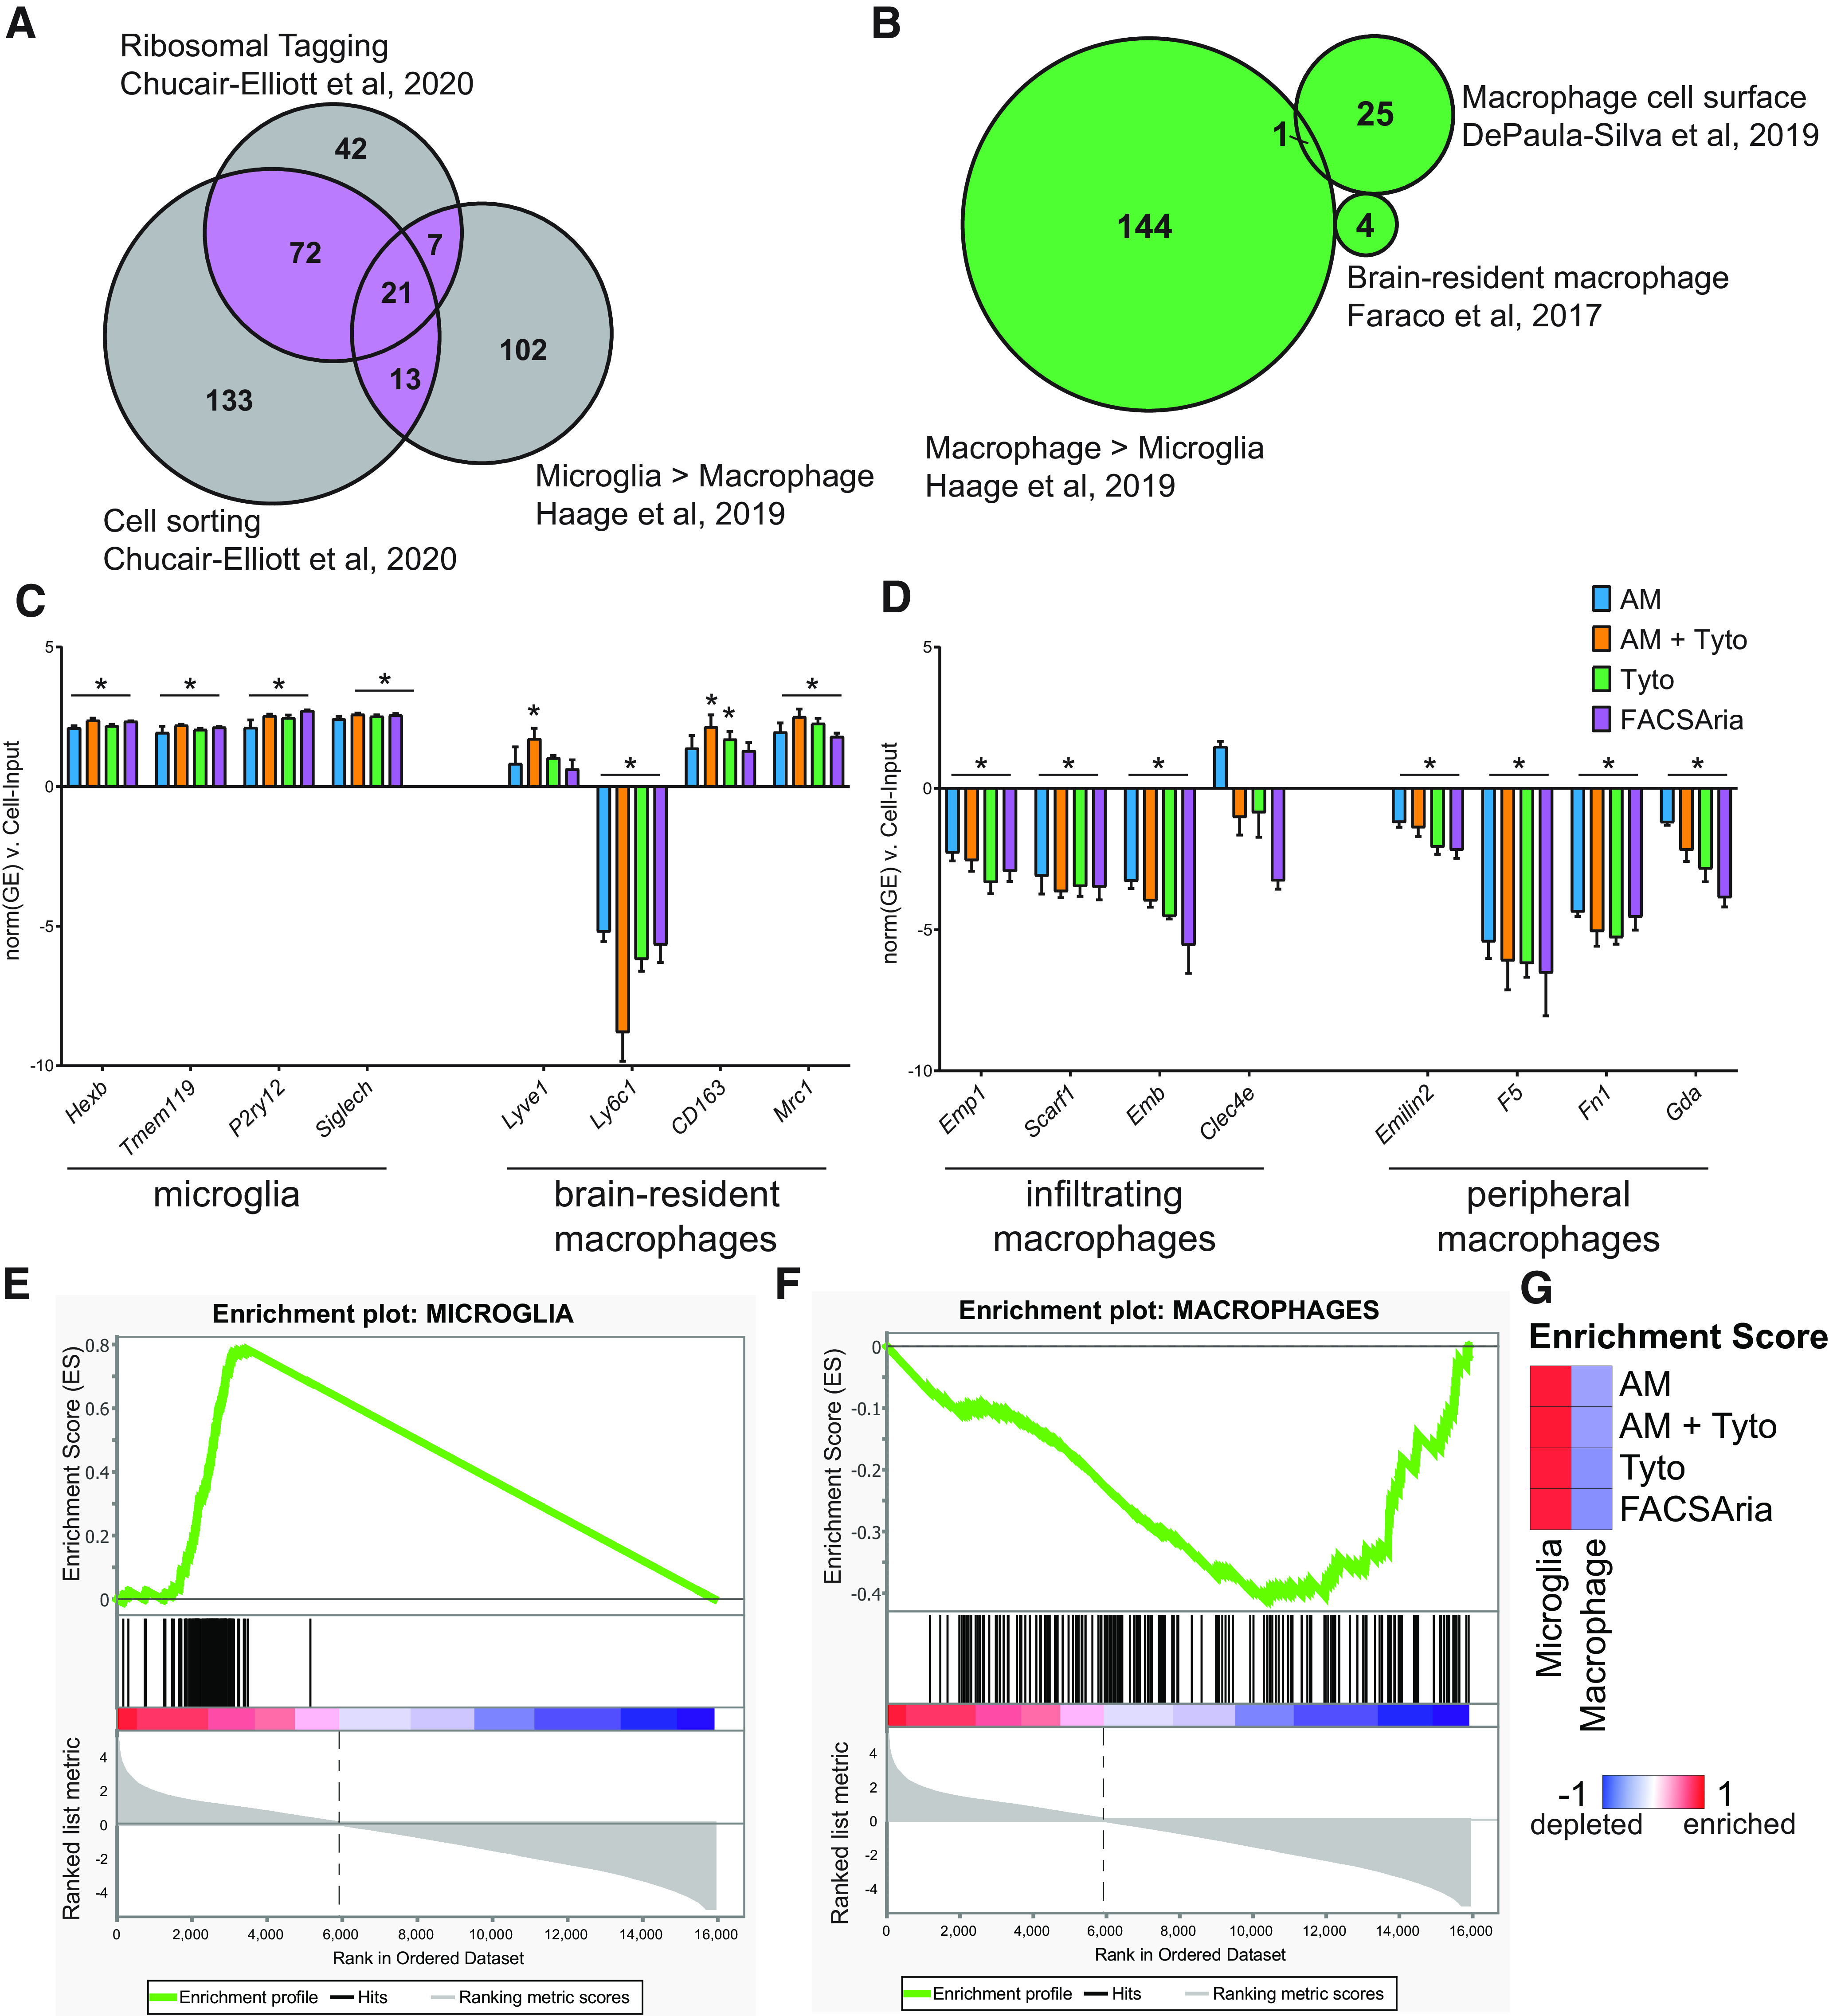
Assessment of expression of non-microglial macrophage markers in sorted cells from Cx3cr1-NuTRAP brains. Gene marker lists and source data for Figure 3 are provided in Extended Data Figure 3-1. ***A***, Previously curated microglial marker gene lists from cell sorting (Haage et al., 2019; Chucair-Elliott et al., 2020) and ribosomal tagging (Chucair-Elliott et al., 2020) approaches were compared for overlap. Microglial marker genes observed in at least two of the studies (113 genes, purple overlap) were used for further analysis (Extended Data Fig. 3-1). ***B***, Previously curated non-microglial macrophage marker gene lists from peripheral monocytes/macrophages (Haage et al., 2019), non-microglia brain resident macrophages (Faraco et al., 2017), and infiltrating macrophages (DePaula-Silva et al., 2019) were compared. The union of all macrophage markers (174 genes, green) was used for further analysis (Extended Data Fig. 3-1). ***C***, RNA-Seq gene expression of brain-resident macrophage marker genes from (1) microglia (*Hexb*, *Tmem119*, *P2ry12*, *Siglech*); and (2) non-microglia macrophages (*Lyve1*, *Ly6c1*, *CD163*, *Mrc1*) from each sorting method (AutoMACS, AutoMACS to Tyto, Tyto, and FACSAria) were compared with Cell-Input. ***D***, RNA-Seq gene expression of peripheral macrophage marker genes from (1) infiltrating macrophages (*Emp1*, *Scarf1*, *Emb*, *Clec4e*); and (2) peripheral macrophages/monocytes (*Emilin1*, *F5*, *Fn1*, *Gda*) from each sorting method (AutoMACS, AutoMACS to Tyto, Tyto, and FACSAria) were compared with Cell-Input (one-way ANOVA, Tukey’s *post hoc* test, *p < 0.05). All bars represent the mean normalized gene expression ± SEM. ***E***, GSEA of the 113 microglial marker genes identified in ***A*** comparing all sort positive fractions (AutoMACS, AutoMACS to Tyto, Tyto, and FACSAria) to Cell-Input. ***F***, GSEA of the 174 macrophage marker genes identified in Figure 3*B* comparing all sort positive fractions (AutoMACS, AutoMACS to Tyto, Tyto, and FACSAria) to Cell-Input. ***G***, GSEA enrichment scores compared with Cell-Input for each of the sorting methods for the microglial marker genes identified in ***A*** and macrophage marker genes identified in ***B***.

10.1523/ENEURO.0348-21.2022.f3-1 Extended Data Figure 3-1 Figure 3 source data. Download Figure 3-1, XLS file.

To increase the specificity of microglial transgenic labeling approaches, recent models such as the Hexb-cre/ERT2 (Masuda et al., 2020a), Tmem119-cre/ERT2 (Kaiser and Feng, 2019), and P2ry12-cre/ERT2 (McKinsey et al., 2020) are more specific to microglia and do not label other CAMs. Siglec-H has also been demonstrated as a discriminating mark on microglia that is absent in CAMs (Konishi et al., 2017). 

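*Tmem119* (Entrez gene 231633, mm10 chromosome 5, 113793729 to 113800352) was counted at 558 ± 91.8 CPM (SD, n = 4) in Cell-Input and at 2903 ± 835 CPM (SD, n = 4) in autoMACS-Input, a log2 fold change of 2.38 (standard error 0.173, adjusted p = 1.91e-10 from edgeR's quasi-likelihood test). Its log2 fold change was 2.63 in autoMACS to Tyto-Input, 2.48 in Tyto-Input, and 2.55 in FACSAria-Input. limma on the authors' normalized log2 values moved the autoMACS value of *Tmem119* the most, to 1.96. *P2ry12* (70839, chromosome 3, 59216271 to 59262831) rose by 2.56, 2.94, 2.87, and 3.08 on the log2 scale in the same order of sorts, and replicate 3 of autoMACS-Input lay apart from the other replicates at 1337 CPM. *Siglech* (233274, chromosome 7, 55768178 to 55778833) rose by 2.74, 2.94, 2.87, and 2.90. In the F test between the 4 sorts the adjusted p was 0.709 for *Tmem119*, 0.253 for *P2ry12*, and 0.613 for *Siglech*. The widest log2 range between sorts of these 3 genes was 0.52, for *P2ry12*.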

All of these microglial-specific marker genes (*Hexb*, *Tmem119*, *P2ry12*, and *Siglech*) were enriched in the sort fractions when compared with Cell-Input (Fig. 3*C*; Extended Data Fig. 3-1); however, there were no differences in expression between the various sort methods. Next, we examined four marker genes of CAMs (*Lyve1*, *Ly6c1*, *CD163*, and *Mrc1*; Faraco et al., 2017) that are not expressed by microglia. 

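*Lyve1* (114332, mm10 chromosome 7, 110850607 to 110862953) was low in Cell-Input, at 20.7 ± 10.0 CPM (SD, n = 4). Its log2 fold change against Cell-Input was 1.17 in autoMACS-Input (adjusted p = 0.0177, edgeR), 1.87 in autoMACS to Tyto-Input (adjusted p = 0.000969), 1.10 in Tyto-Input (adjusted p = 0.0186), and 0.78 in FACSAria-Input (adjusted p = 0.101). *Lyve1* was called higher in the first 3 of these groups. With DESeq2's size factors in place of TMM its log2 fold change fell below the threshold in autoMACS-Input (0.86) and Tyto-Input (0.78). *Cd163* (93671, chromosome 6, 124304651 to 124330527) was called higher in all 4 sorts, with log2 fold changes of 1.61, 2.33, 1.88, and 1.46 and a largest adjusted p of 0.00401. Replicate 1 of Cell-Input lay above the other replicates in *Cd163*, at 51.8 CPM. *Mrc1* (17533, chromosome 2, 14229414 to 14332023) was called higher in all 4 sorts, with log2 fold changes of 2.13, 2.66, 2.41, and 1.91 and a largest adjusted p of 1.43e-05. *Ly6c1* (17067, chromosome 15, 75044018 to 75048837) had a level of 170.8 ± 45.2 CPM (SD, n = 4) in Cell-Input, where replicate 1 lay below the others. It was called lower in all 4 sorts, with log2 fold changes of -4.59, -7.63, -5.44, and -4.74. The F test between the sorts gave an adjusted p of 0.334 for *Lyve1*, 0.465 for *Cd163*, 0.326 for *Mrc1*, and 0.0706 for *Ly6c1*.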

*Lyve1* was enriched in the autoMACS to Tyto sort fraction, *CD163* was enriched in the autoMACS to Tyto and Tyto sort fractions, and *Mrc1* was enriched in all sort fractions as compared with Cell-Input, whereas *Ly6c1* was depleted across all sort methods compared with Cell-Input. Based on this analysis, the sort fractions contain primarily microglia with a small proportion of CAMs present. Separation of microglia and CAMs can be achieved by adding more specific markers to the cell sorting criteria. For the purpose of this study, we will refer to the sort fraction as “microglia.” Overall, markers of infiltrating macrophages (*Emp1*, *Scarf1*, and *Emb*; DePaula-Silva et al., 2019) and peripheral macrophages/monocytes (*Emilin2*, *F5*, *Fn1*, *Gda*) were depleted in the sort fractions when compared with the Cell-Input (Fig. 3*D*; Extended Data Fig. 3-1).

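Of 4 markers of infiltrating macrophages, 3 were lower in every sort. Their values follow in the order autoMACS, autoMACS to Tyto, Tyto, and FACSAria. *Emp1* had log2 fold changes of -1.96, -2.16, -2.90, and -2.51, and *Scarf1* of -1.69, -2.47, -1.93, and -2.31. *Emb* had log2 fold changes of -2.72, -3.43, -4.09, and -3.85. In FACSAria-Input, replicate 1 carried 10.5 CPM of *Emb* and the other replicates at most 0.75 CPM. *Emilin2* fell by 0.88 on the log2 scale in autoMACS-Input (adjusted p = 0.0134, edgeR), short of the fold threshold, and by 1.05, 1.69, and 1.79 in the other sorts. With DESeq2's size factors, *Emilin2* passed the threshold in autoMACS-Input too, at -1.18. *F5* had log2 fold changes of -4.74, -5.26, -5.42, and -4.43, and *Fn1*, at 291.8 ± 37.1 CPM (SD, n = 4) in Cell-Input, of -4.05, -4.61, -4.86, and -3.98. *Gda* fell by 1.03, 1.89, 2.39, and 3.42, and the F test between the sorts gave it an adjusted p of 0.00865, with replicate 4 of Cell-Input above the other replicates. *Clec4e*, the other marker of infiltrating macrophages, was counted at 2.75 ± 0.66 CPM (SD, n = 4) or less in every group. It was called higher in autoMACS-Input (log2 fold change 2.02, adjusted p = 0.0441, edgeR), while its log2 fold change was -0.23 in autoMACS to Tyto-Input and 0.47 in Tyto-Input, neither of them called. The DESeq2 Wald test did not call *Clec4e* in autoMACS-Input (log2 fold change 1.745, adjusted p = 0.114), while DESeq2's size factors and limma kept the call. FACSAria-Input held at most 2 counts of *Clec4e* per library, which is at the floor of 3 counts.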

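The microglial and macrophage marker lists of Figure 3 were ranked against Cell-Input with the GSEA running-sum statistic on the signal-to-noise ratio of linear TMM-normalized CPM. The first held 113 genes, and 170 of the 174 genes of the second were tested. With the 16 sorted libraries pooled, the enrichment score of the microglial list was 0.957. The exact permutation test over all 4845 splits of the 20 libraries gave p = 0.000206, two-sided, the smallest p these splits allow. Some mice gave libraries of more than 1 sort, and the splits treat these libraries as independent. The macrophage list had an enrichment score of -0.385, with an exact permutation p = 0.331, two-sided. The median log2 fold change of the 170 macrophage genes was -0.22 (adjusted p = 1.90e-07, fry test), with 75 genes higher and 95 lower.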

GSEA of the 113 microglial-specific genes identified in Figure 3*A* and the 174 macrophage marker genes identified in Figure 3*B* revealed overall enrichment of microglial marker genes (Fig. 3*E*) and depletion of macrophage marker genes (Fig. 3*F*) when comparing the combined sort fractions from all methods to the Cell-Input. GSEA enrichment scores were similar between the different sort methods (Fig. 3*G*; Extended Data Fig. 3-1). 

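For each sort alone, the enrichment score of the microglial list was 0.887 for autoMACS and 0.952 for FACSAria (exact permutation p = 0.0286 each, two-sided, 70 splits). It was 0.953 for autoMACS to Tyto (exact permutation p = 0.0286, 35 splits) and 0.945 for Tyto (exact permutation p = 0.00794, 126 splits). Each of these p-values is the smallest its design allows. The macrophage list scored -0.295 (exact permutation p = 0.457), -0.349 (exact permutation p = 0.429), -0.370 (exact permutation p = 0.262), and -0.390 (exact permutation p = 0.229) for autoMACS, autoMACS to Tyto, Tyto, and FACSAria. Restricting the ranking to genes with at least 10 counts in every sample moved the autoMACS score the most, to -0.475 (exact permutation p = 0.0286). By the fry test, which compares the genes of a list with no change, the macrophage genes had medians of -0.0092, -0.31, -0.44, and -0.76 on the log2 scale, and the adjusted p ranged from 7.94e-06 to 0.0384. In autoMACS-Input, 85 of the macrophage genes were higher and 85 were lower than in Cell-Input.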

Based on the flow cytometric and transcriptomic data, all sort methods have high levels of microglial purity and low levels of CAM and monocyte contamination.

### Comparison of TRAP-isolated microglial translatome from tissue homogenate, cell suspension, and various microglial sort methods

A schematic of the experimental design is represented in Figure 4*A* Cx3cr1-NuTRAP brains were hemisected and processed in halves for whole-tissue homogenization or enzymatic and mechanical dissociation to create single-cell suspensions. Single-cell suspensions were then sorted using one of four methods: (1) CD11b magnetic-bead based isolation (autoMACS); (2) cartridge-based FACS on CD11b^+^CD45^+^eGFP^+^ (MACSQuant Tyto); (3) cytometer-based FACS on CD11b^+^CD45^+^eGFP^+^ (FACSAria); or (4) autoMACS debulking of cells before cartridge-based FACS (autoMACS to MACSQuant Tyto), as before. 

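The translatome data of Figures 4 and 5 came from 4 Tissue-TRAP, 4 Cell-TRAP, 4 autoMACS-TRAP, 3 autoMACS to Tyto-TRAP, 5 Tyto-TRAP, and 4 FACSAria-TRAP libraries. TRAP pulls down the eGFP-tagged ribosomes of *Cx3cr1*-expressing cells with the RNA bound to them. The Tissue-TRAP and Cell-TRAP libraries came from the same 4 mice, and no tissue library was made from the mice used for sorting. Cell-TRAP and the sorted groups share no mouse either, so their comparison also holds any difference between mice. The authors deposited the expected counts of these libraries in the same table as the Input libraries. Total counts ranged from 12435687 to 16185756 (median 13696448) in Tissue-TRAP, from 12214821 to 17220508 (median 15041725) in Cell-TRAP, and from 18319392 to 20168116 (median 18701754) in autoMACS-TRAP. They ranged from 11795698 to 16910494 (median 16254023) in autoMACS to Tyto-TRAP, from 14788255 to 19737376 (median 16679237) in Tyto-TRAP, and from 13528743 to 16710026 (median 16250733) in FACSAria-TRAP. All 24 libraries entered one edgeR fit on 14953 genes, with the filter, normalization, and thresholds used for the Input libraries. Sort-TRAP stands for the mean of the 4 sorted groups, each with the same weight.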

Tissue homogenate (Tissue-TRAP), mixed-cell suspension (Cell-TRAP), and sorted microglia (Sort-TRAP) were then subjected to TRAP pull-down of microglial-specific translating RNA for creation of RNA-Seq libraries. RNA yield and quality by sort method, in addition to basic sequencing metrics are given in Extended Data Figure 4-1. Gene body coverage plots by experimental group are shown in Extended Data Figure 4-2. All sort methods showed similar coverage across the gene body.

**Figure 4.**
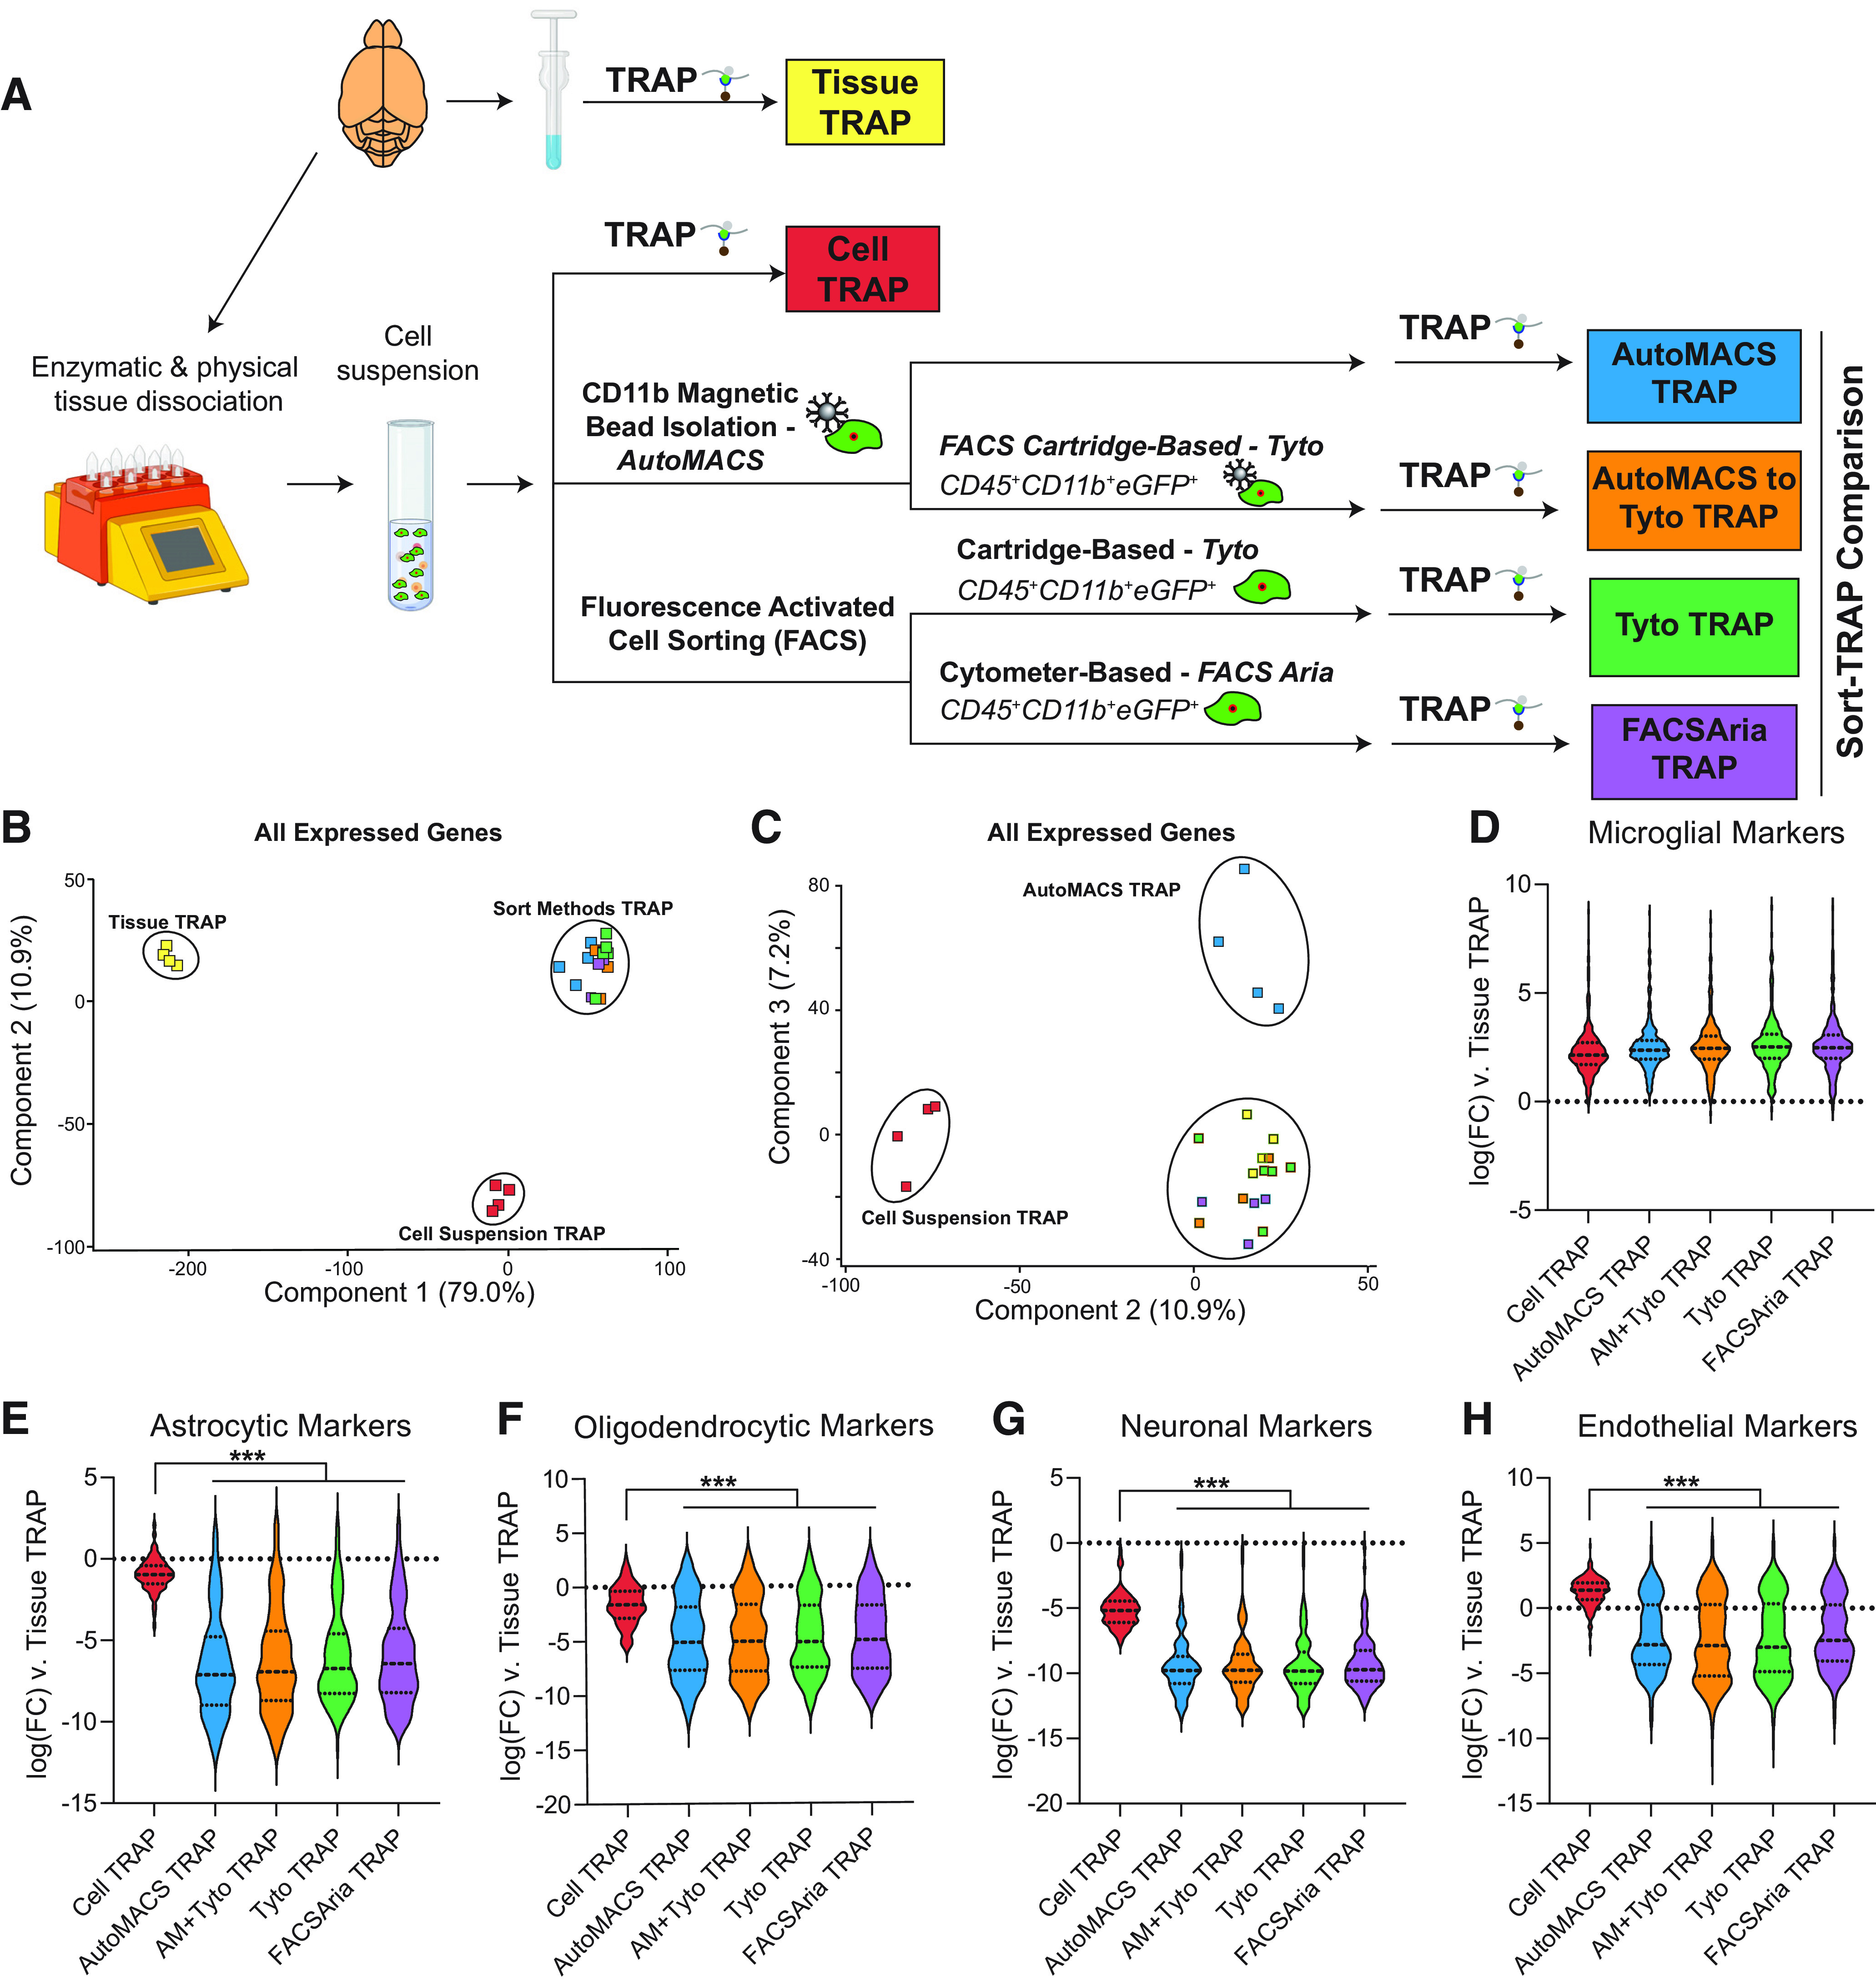
Comparison of TRAP-isolated microglial translatome from tissue homogenate, cell suspension, and various microglial cell sorting methods. ***A***, Schematic of the experimental design. Cx3cr1-NuTRAP brains were hemisected and processed in halves for whole-tissue homogenization or enzymatic and mechanical dissociation to create a single-cell suspension. Single-cell suspensions were then sorted using MACS-based and/or FACS-based isolation of microglia. Tissue homogenate, mixed-cell suspension, and microglia sorted by each of the four depicted methods were subjected to TRAP to isolate microglial-specific ribosomally-bound RNA for creation of RNA-Seq libraries. Gene body coverage plots showed no 3′ bias in any groups (Extended Data Fig. 4-2). ***B***, PCA of all expressed genes (>5 read counts in all samples from at least one group) separates Tissue-TRAP from all other groups in the first component (79% explained variance) and Cell Suspension-TRAP from all other groups in the second component (10.9% explained variance). ***C***, Third component of PCA on all expressed genes separated autoMACS-TRAP from all other groups (7.2% explained variance). Each of the sort strategies had similar levels of (***D***) enrichment of microglial transcripts and depletion of (***E***) astrocytic, (***F***) oligodendrocytic, (***G***) neuronal, and (***H***) endothelial transcripts when compared with Tissue-TRAP. All of the sort methods showed stronger depletion of (***E***) astrocytic, (***F***) oligodendrocytic, (***G***) neuronal, and (***H***) endothelial transcripts when compared with Cell-TRAP (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001; Extended Data Fig. 4-1). Created with BioRender.com.

10.1523/ENEURO.0348-21.2022.f4-1 Extended Data Figure 4-1 Figure 4 sequencing metrics and source data. Download Figure 4-1, XLS file.

10.1523/ENEURO.0348-21.2022.f4-2 Extended Data Figure 4-2 Gene body coverage plots by sort fraction for sequencing libraries described in Figure 4. Download Figure 4-2, EPS file.

PCA of all expressed genes showed separation of Tissue-TRAP from all other groups in the first component with 79% of the explained variance and separation of Cell-TRAP from all other groups with 11% of the explained variance (Fig. 4*B*). 

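PCA of log2(CPM + 1) of the 14953 genes gave 86.5% of the variance on PC1 and 7.66% on PC2. On PC1, Tissue-TRAP lay at -218.6 ± 2.54 (SD, n = 4) and Cell-TRAP at -35.9 ± 7.94 (SD, n = 4), and the 4 sorted groups had means from 61.7 to 65.7. On PC2, Cell-TRAP lay at -68.1 ± 1.79 (SD, n = 4), Tissue-TRAP at 24.2 ± 1.61 (SD, n = 4), and the sorted groups had means from 7.68 to 14.2. With genes scaled to unit variance, PC1 held 65.6% and PC2 8.56%, the largest move on PC1 of the alternatives tried.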

The autoMACS-TRAP group separated from the other groups in the third component with 7% of the explained variance (Fig. 4*C*). 

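PC3 held 1.16% of the variance, and 5.97% with genes scaled to unit variance. autoMACS-TRAP lay at 23.0 ± 8.28 on it (SD, n = 4), from 16.0 to 34.3. The highest library of any other group, in Cell-TRAP, lay at 5.66, and the other sorted groups had means of -8.41 for autoMACS to Tyto-TRAP, -5.04 for Tyto-TRAP, and -11.1 for FACSAria-TRAP.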

Based on this unbiased dimensionality reduction, it appears that the MACS-based and FACS-based sorted cells have similar translatome profiles. Each of the four Sort-TRAP methods showed similar levels of enrichment of microglial marker genes (Fig. 4*D*; Extended Data Fig. 4-1). 

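The mean log2(CPM + 1) of the 282 microglial markers was 5.50 ± 0.11 (SD, n = 4) in Tissue-TRAP, 8.14 ± 0.04 (SD, n = 4) in Cell-TRAP, and between 8.39 and 8.44 in the 4 sorted groups. Their median log2 fold change against Tissue-TRAP was 2.57 in Cell-TRAP (adjusted p = 1.84e-23, fry test) and 2.91 in Sort-TRAP (adjusted p = 4.64e-25, fry test). By sort it was 2.85 for autoMACS-TRAP, 2.89 for autoMACS to Tyto-TRAP, 2.96 for Tyto-TRAP, and 2.92 for FACSAria-TRAP. Genes with at least 10 counts in every sample gave the lowest median for Cell-TRAP, 2.19. Against Cell-TRAP, the median of Sort-TRAP was 0.27 (adjusted p = 2.42e-08), with 247 markers higher, 35 lower, and 2 called. With the 4 mice that gave both libraries as blocks in a paired fit of Cell-TRAP and Tissue-TRAP, the median was 2.52 (adjusted p = 1.14e-05). The correlation across genes of the deviations from the group means was 0.115 within a mouse and -0.04 between mice.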

Depletion of astrocytic, oligodendrocytic, neuronal, and endothelial marker genes (Fig. 4*E–H*; Extended Data Fig. 4-1) was greater in Sort-TRAP methods as compared with Cell-TRAP (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001). This shows that the extra enrichment step of sorting microglia followed by TRAP-isolation of translating microglial RNA, leads to more pure microglial RNA than Tissue-TRAP or Cell-TRAP alone.

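Against Cell-TRAP, the median log2 fold change in Sort-TRAP was -5.97 for the astrocytic list, -4.03 for the oligodendrocytic list, -5.68 for the neuronal list, and -4.02 for the endothelial list. The adjusted p of these 4 fry tests was at most 2.77e-12, and 128 of 138 astrocytic, 135 of 191 oligodendrocytic, 93 of 97 neuronal, and 171 of 233 endothelial genes were called lower. Against Tissue-TRAP, Sort-TRAP had medians of -6.55, -5.22, -10.5, and -2.35 for the same lists. For the endothelial list by sort, the median was -2.38 in autoMACS-TRAP (adjusted p = 0.0374), -2.45 in autoMACS to Tyto-TRAP (adjusted p = 0.163), -2.54 in Tyto-TRAP (adjusted p = 0.0141), and -1.86 in FACSAria-TRAP (adjusted p = 0.402). Cell-TRAP itself had medians of -0.51 (adjusted p = 0.00035) for the astrocytic, -1.10 (adjusted p = 1.27e-08) for the oligodendrocytic, and -4.69 (adjusted p = 1.40e-16) for the neuronal list against Tissue-TRAP. Its endothelial median was 1.81 (adjusted p = 3.52e-11), with 218 of 233 genes higher in Cell-TRAP than in Tissue-TRAP. As the mean log2(CPM + 1), the endothelial list reached 3.13 ± 0.105 (SD, n = 4) in Tissue-TRAP, 4.58 ± 0.06 (SD, n = 4) in Cell-TRAP, and between 2.24 and 2.44 in the sorted groups. In the paired fit with the mice as blocks, the Cell-TRAP medians were -0.58, -1.19, -4.80, and 1.74, with a largest adjusted p of 0.00315. The endothelial median of Sort-TRAP against Tissue-TRAP was the one to change direction under an alternative, reaching 0.55 when only genes with at least 10 counts in every sample were kept. That filter removes the markers with few counts after sorting, so the change of direction follows at least in part from the filter.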

In recent years, several studies have suggested that cell-isolation methods cause *ex vivo* activational effects in microglia (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020). In this section, our goal was to determine whether different sorting techniques result in different levels of *ex vivo* activation. We used Tissue-TRAP as an “unactivated” microglial reference group, since the Tissue-TRAP method does not rely on the creation of a cell suspension or cell sorting techniques. There were 8076 DEGs between the translatomes when Cell- and Sort-TRAP methods were compared with the Tissue-TRAP reference (one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2). 

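In the re-computed fit 8126 genes were called in Cell-TRAP against Tissue-TRAP (3751 higher, 4375 lower). For the sorts the counts were 9126 for autoMACS-TRAP (3770 higher, 5356 lower), 9422 for autoMACS to Tyto-TRAP (3883 higher, 5539 lower), 9458 for Tyto-TRAP (3891 higher, 5567 lower), and 9422 for FACSAria-TRAP (3936 higher, 5486 lower). Their union held 10461 genes. With the 4 shared mice as blocks, the paired fit called 8075 genes in Cell-TRAP (3515 higher, 4560 lower), and 7858 of them were also called without the block. Keeping genes with at least 10 counts in every sample moved the counts the most, to 4381 in Cell-TRAP and between 4556 and 4902 in the sorts.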

Upset plot of the 8076 DEGs shows the majority of the DEGs (7800/8076 = 97%) are in common between all groups (Cell-/Sort-TRAP vs Tissue-TRAP; Fig. 5*A*; Extended Data Fig. 5-1). 

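Of the 10461 genes, 7283 (69.6%) were called in Cell-TRAP and in all 4 Sort-TRAP groups, and 669 were called in 1 group only.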

Hierarchical clustering of all 8076 DEGs shows distinct clustering of Tissue-TRAP from all other groups. Cell-TRAP also clusters separately from the Sort-TRAP groups (Fig. 5*B*; Extended Data Fig. 5-1). Comparison of DEGs from each group (Cell- and Sort-TRAP) versus Tissue-TRAP, revealed 5337 common DEGs (67%) that were depleted and 2329 common DEGs (29%) that were enriched in all groups (Cell- and Sort-TRAP) compared with Tissue-TRAP. 

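Counted the same way, 4074 genes (38.9%) were lower and 3032 (29.0%) were higher in all 5 groups than in Tissue-TRAP. DESeq2's size factors moved the median log2 fold change of all genes by between -0.33 and -0.36, and the counts became 4808 lower and 2241 higher.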

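The other 3355 genes (32.1%) were not changed in the same direction in Cell-TRAP and all 4 Sort-TRAP groups, and 232 genes were called in opposite directions. As for the Input libraries, each group was called on its own, unlike in the paper's procedure. Between the sorts themselves, the F test called 624 genes, 4.17% of those tested, and 394 with only the sorted groups in the fit. autoMACS to Tyto-TRAP differed from autoMACS-TRAP in 354 genes (254 higher, 100 lower). The paired fit of these groups, with the 3 mice that gave both libraries as blocks, called 257 genes, 183 of them shared. The correlation across genes of the deviations from the group means was 0.12 within a mouse and -0.06 between mice. Tyto-TRAP and FACSAria-TRAP differed in 14 genes, all lower in Tyto-TRAP, among them *Alb* (log2 fold change -2.50, adjusted p = 0.0958, edgeR). Under an FDR of 0.05 that count was 0, with 1317 genes at an unadjusted p under 0.05. With the 3 shared mice as blocks the count was 14, of which 5 were shared, and the correlation across genes was 0.13 within a mouse and -0.06 between mice.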

There were only 352 discordant DEGs (4%) between the different sort methods as compared with Cell-Input (Fig. 5*C*). These data, together with cell-type enrichments from Figure 4*D–H*, suggests that the act of creating a cell suspension is the largest contributor to differences seen between Tissue-TRAP and Sort-TRAP methods.

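Sort-TRAP differed from Cell-TRAP in 3651 genes, of which 125 were higher and 3526 were lower. Among the higher genes was *Adamts16* (log2 fold change 1.81, adjusted p = 2.92e-07, edgeR). From the genes common to all groups and the cell-type enrichments of Figure 4D-H, the paper proposes that making the cell suspension contributes the most to the differences between Tissue-TRAP and the Sort-TRAP methods.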

**Figure 5.**
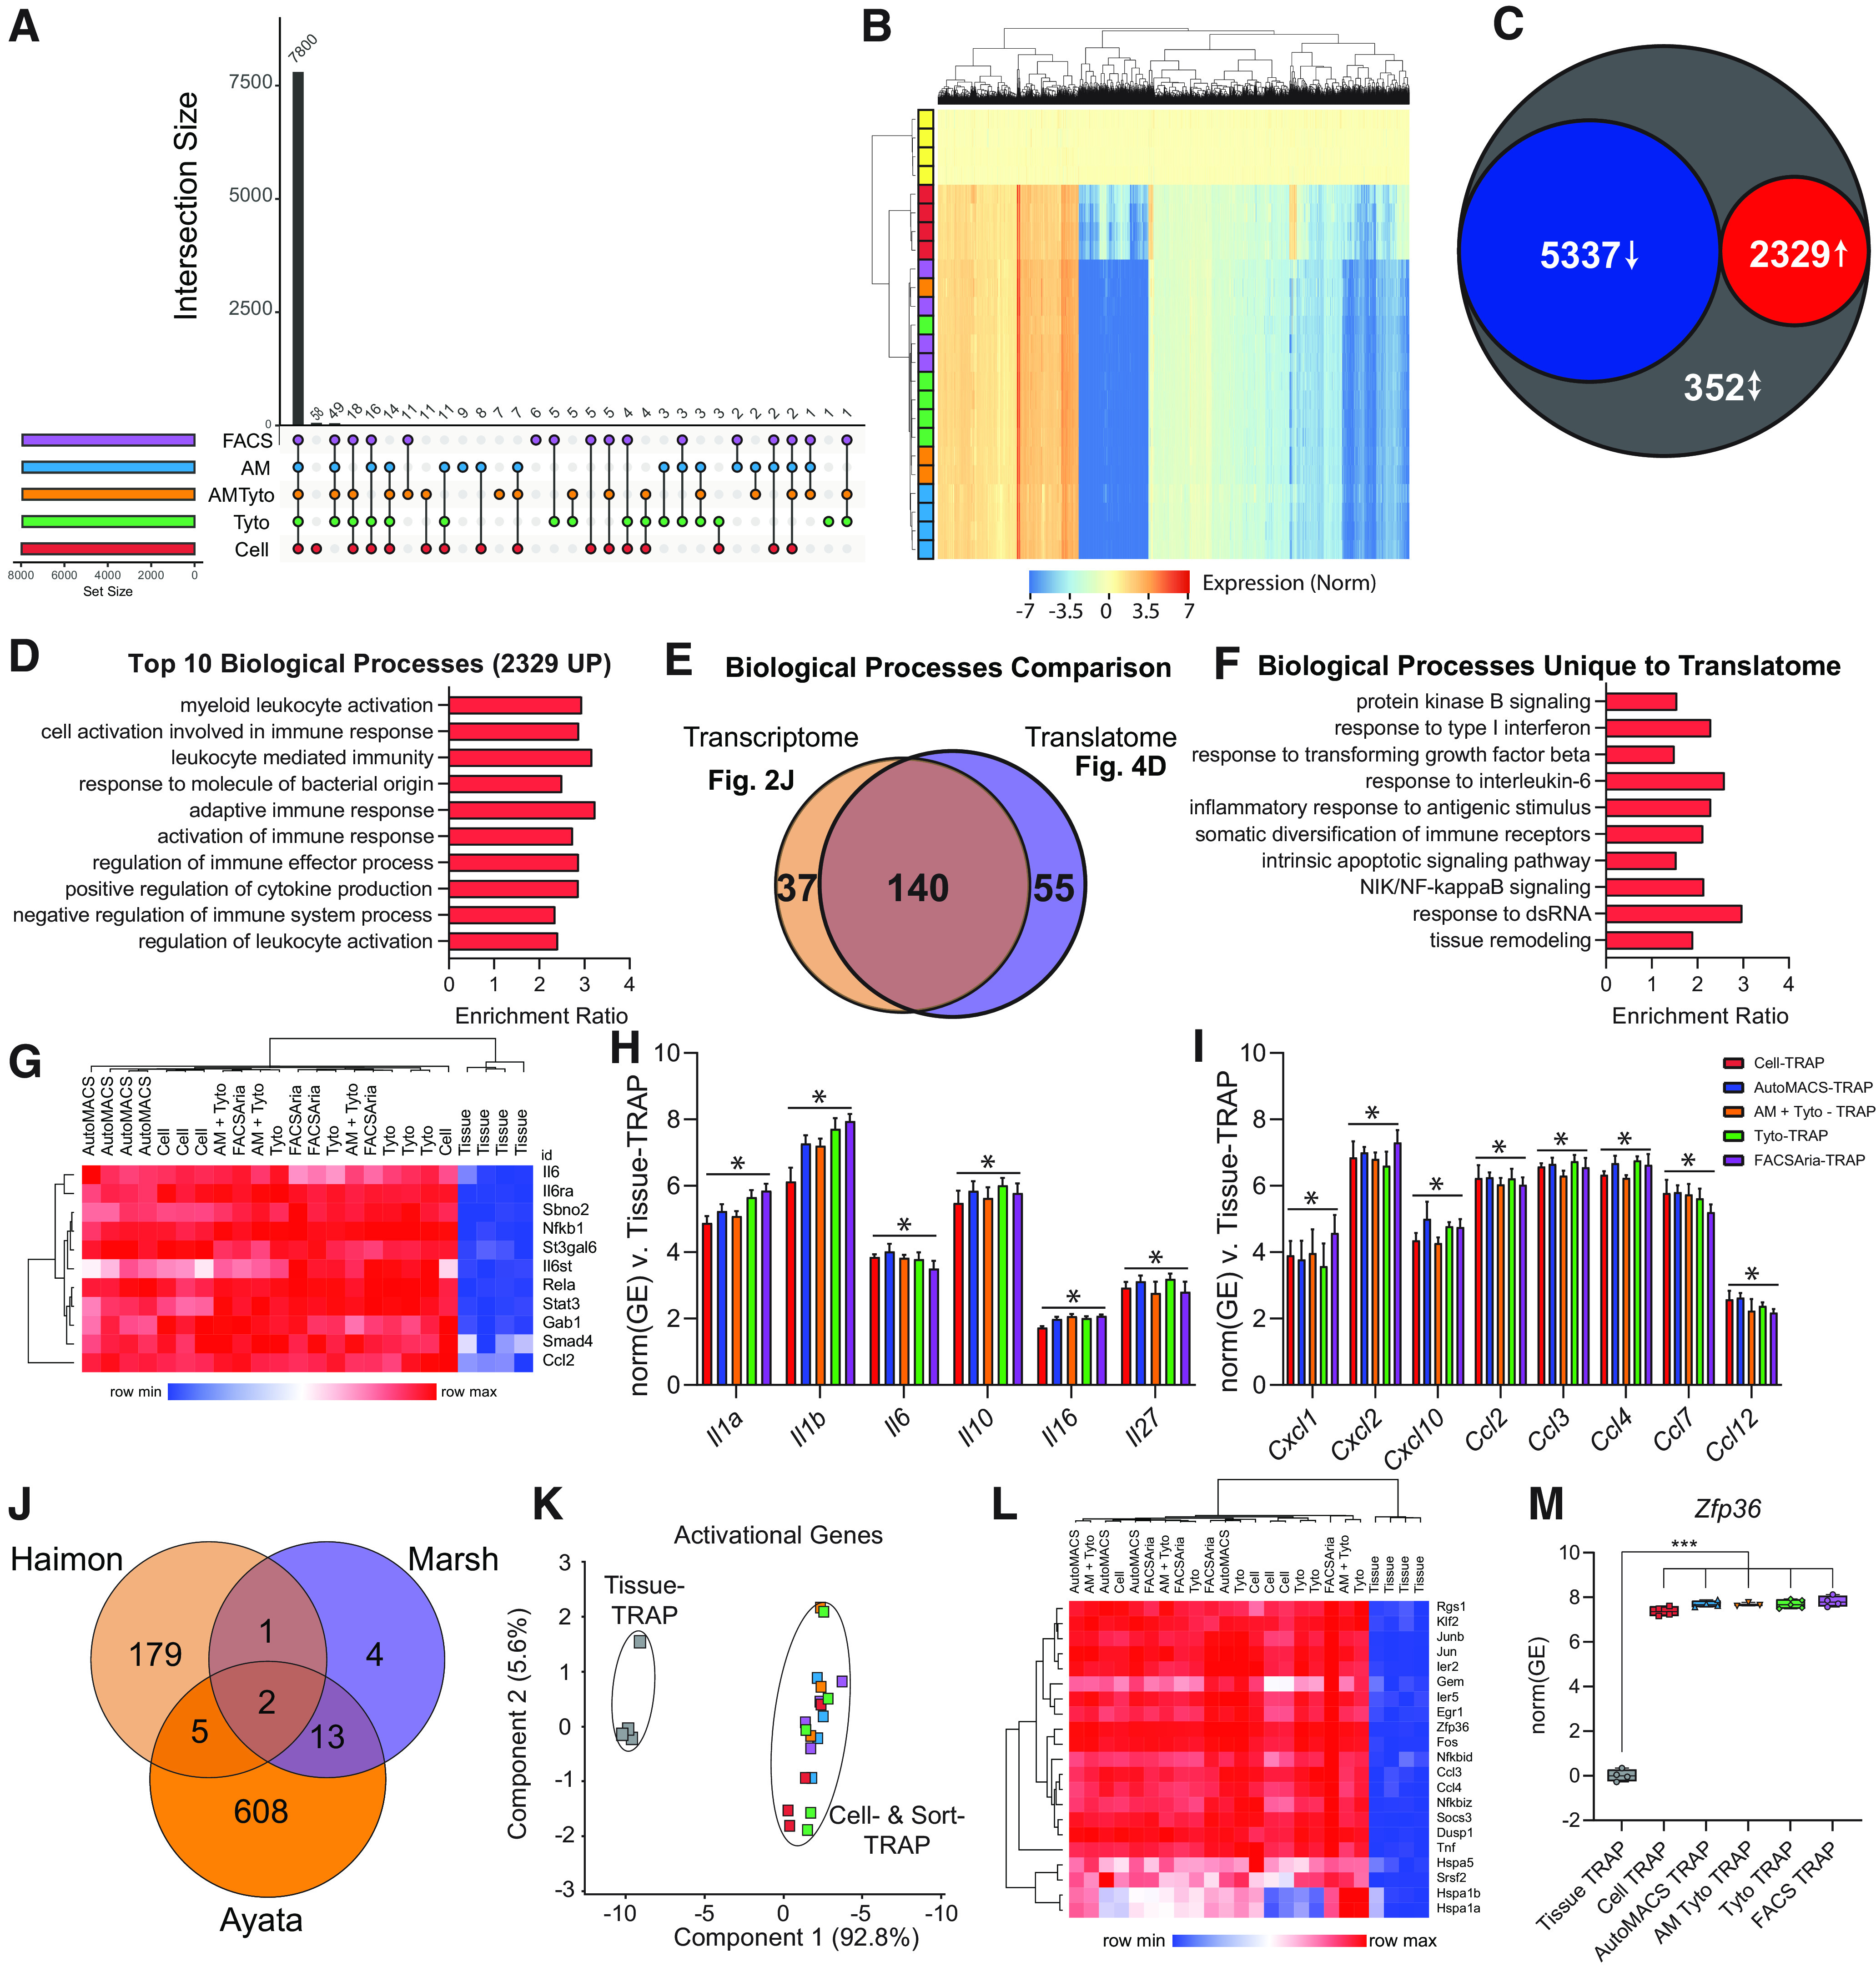
Cell isolation and sorting techniques alter TRAP-isolated microglial translatome compared with whole-tissue TRAP. RNA-Seq libraries were made from each of the groups represented in Figure 3*A* to compare the TRAP-isolated microglial translatomes between whole-tissue-TRAP and each of the cell isolation and sorting methods. All source data for Figure 5 are provided in Extended Data Figure 5-1. ***A***, Upset plot of DEGs for all groups versus Tissue-TRAP (one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2). ***B***, Hierarchical clustering of DEGs shows separation of tissue TRAP from all other groups. Cell-TRAP also clusters separately from all Sort-TRAP groups. ***C***, Comparison of DEGs from each group (Cell- and Sort-TRAP) versus Tissue-TRAP revealed 5337 common DEGs (67%) that were depleted and 2329 common DEGs (29%) that were enriched in all groups (Cell- and Sort-TRAP) compared with Tissue-TRAP. There were only 352 discordant DEGs (4%) between the different sort methods as compared with Cell-Input. ***D***, Top 10 biological processes overrepresented in the 2329 genes upregulated in Cell-TRAP and Sort-TRAP compared with Tissue-TRAP (Gene Ontology ORA, hypergeometric test, BHMTC FDR <0.05). ***E***, Comparison of upregulated transcriptomic pathways (Fig. 2*J*; Extended Data Fig. 2-1) and upregulated translatome pathways (***D***; Extended Data Fig. 5-1) reveal 55 biological processes that are upregulated in the translatome only. ***F***, Selection of 10 biological processes that are uniquely upregulated in the translatome (from the 55 identified in Fig. 4*E*). ***G***, Heatmap of genes involved in “Response to Interleukin-6 (GO:0070741)” biological process. ***H***, Cytokines (*Il1a*, *Il1b*, *Il6*, *Il10*, *Il16*, *Il27*) that are upregulated in the Cell- and Sort-TRAP groups compared with Tissue-TRAP (one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2). ***I***, Chemokines (*Cxcl1*, *Cxcl2*, *Cxcl10*, *Ccl2*, *Ccl3*, *Ccl4*, *Ccl7*, *Ccl12*) that are upregulated in the Cell- and Sort-TRAP groups compared with Tissue-TRAP (one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2). ***J***, Intersection of activational genes identified in three previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020) identified 21 *ex vivo* activational transcripts represented in at least two of the studies. ***K***, PCA of 21 *ex vivo* activational genes shows clear separation of Tissue-TRAP from all other groups in the first component (92.8% explained variance). ***L***, Heatmap of 21 activational genes shows high levels of *ex vivo* activational transcripts across Cell- and Sort-TRAP methods compared with Tissue-TRAP. ***M***, *Zfp36* is enriched in Cell-TRAP and Sort-TRAP compared with Tissue TRAP (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001).

10.1523/ENEURO.0348-21.2022.f5-1 Extended Data Figure 5-1 Figure 5 source data. Download Figure 5-1, XLS file.

Next, we identified overrepresented pathways among the upregulated genes compared with Tissue-TRAP. The top 10 biological processes of the 2329 genes upregulated in comparison to Tissue-TRAP were microglial-related pathways, including myeloid leukocyte activation, cell activation involved in immune response, and leukocyte-mediated immunity (Fig. 5*D*; Extended Data Fig. 5-1). Comparing the biological processes identified in the transcriptomic analysis (Fig. 2*J*; Extended Data Fig. 2-1) and the translatomic analysis (Fig. 5*D*; Extended Data Fig. 5-1) revealed 55 biological processes that were only upregulated in the translatome (Fig. 5*E*). Several of the biological processes uniquely upregulated in the translatome comparisons were involved in microglial activation pathways, including response to Type I interferon (IFN), response to transforming growth factor β (TGFB), response to interleukin-6 (IL-6), and NIK/NF-κB signaling (NFKB; Fig. 5*F*). IL-6 is a proinflammatory cytokine extensively studied in brain aging and disease (Ye and Johnson, 1999; Singh-Manoux et al., 2014; Borovcanin et al., 2017). Microglia have higher IL-6 receptor (IL-6R) expression than any other cell type. As such, microglia are highly responsive to IL-6 and transition into a “primed” state when exposed to high levels of IL-6. Hierarchical clustering of the “Response to IL-6” pathway genes showed overall higher levels of expression in Cell- and Sort-TRAP groups (Fig. 5*G*; Extended Data Fig. 5-1). 

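The 11 genes of the pathway had a median log2 fold change against Tissue-TRAP of 2.39 in Cell-TRAP (adjusted p = 2.97e-22, fry test) and 2.58 in Sort-TRAP (adjusted p = 1.84e-23, fry test). Their mean log2(CPM + 1) was 4.49 ± 0.08 (SD, n = 4) in Tissue-TRAP, 7.12 ± 0.07 (SD, n = 4) in Cell-TRAP, and between 7.12 and 7.25 in the sorted groups. With the mice as blocks in the paired fit, the Cell-TRAP median was 2.33 (adjusted p = 1.35e-06, fry test). The paper found this pathway over-represented among genes raised against Tissue-TRAP in these same libraries. The rise of the list over Tissue-TRAP is thus partly fixed by that choice, and its p-values are not separate evidence. *Il6* (16193, mm10 chromosome 5, 30013161 to 30019968) was counted at 0.43 ± 0.20 CPM (SD, n = 4) in Tissue-TRAP, or 6 to 12 counts per library. It reached 7.10 ± 1.06 CPM (SD, n = 4) in Cell-TRAP, a log2 fold change of 4.03 (adjusted p = 2.07e-10, edgeR). *Il6st* had a log2 fold change of 2.38 in Cell-TRAP and 3.10 in Sort-TRAP, with replicate 2 of Tissue-TRAP below the other replicates.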

The Cell-TRAP did not cluster separately from the Sort-TRAP groups, providing further evidence that the *ex vivo* activational signature is a function of cell preparation.

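Between Sort-TRAP and Cell-TRAP, the median log2 fold change of the 11 genes was -0.01, with 5 genes higher, 6 lower, and none called. The fry test, which scales each gene by its variability, put the list higher in Sort-TRAP (adjusted p = 0.0177). The sign of this median depended on the filter: with genes of at least 10 counts in every sample it was 0.06 (adjusted p = 0.454), and with DESeq2's size factors the adjusted p was 0.103. *Il6* differed by -0.02 on the log2 scale (adjusted p = 0.945, edgeR), and *Il6st* by 0.72 (adjusted p = 0.000472, edgeR), short of the fold threshold.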

Next, we looked at gene expression of common cytokines (Fig. 5*H*; Extended Data Fig. 5-1) and chemokines (Fig. 5*I*; Extended Data Fig. 5-1) across Tissue-, Cell-, and Sort- TRAP groups. We observed higher levels of cytokine and chemokine transcripts across all Cell- and Sort-TRAP groups when compared with Tissue-TRAP (one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2). 

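The 6 cytokine genes had a median log2 fold change against Tissue-TRAP of 4.69 in Cell-TRAP (adjusted p = 3.10e-14, fry test) and 4.98 in Sort-TRAP (adjusted p = 5.16e-16). For the 8 chemokine genes the medians were 6.33 in Cell-TRAP (adjusted p = 1.07e-10) and 6.35 in Sort-TRAP (adjusted p = 1.03e-11). In the paired fit of Cell-TRAP and Tissue-TRAP, with mice as blocks, they were 4.61 (adjusted p = 4.01e-05, fry test) for the cytokines and 6.23 (adjusted p = 0.000137, fry test) for the chemokines. The legend of Figure 5 gives these genes as cytokines and chemokines upregulated against Tissue-TRAP in these same libraries. A rise over Tissue-TRAP is thus partly fixed by the choice of genes, and its p-values are not separate evidence. Sort-TRAP exceeded Cell-TRAP by a median of 0.30 in the cytokines (adjusted p = 0.000671, 5 of 6 genes higher). When these libraries were regrouped, 6 of 50 splits, the real one included, gave a median as large. The median is thus not told apart from those of other groupings. In the chemokines the median was 0.00027 (adjusted p = 0.904), and its sign changed to -0.02 with DESeq2's size factors. *Il1b* rose from 0.38 CPM in Tissue-TRAP to 35.2 ± 23.3 CPM (SD, n = 4) in Cell-TRAP, a log2 fold change of 6.49 (adjusted p = 8.08e-10, edgeR). It was 1.32 higher on the log2 scale in Sort-TRAP than in Cell-TRAP (adjusted p = 0.000796). *Ccl3* had a log2 fold change of 6.72 in Cell-TRAP (adjusted p = 3.03e-15, edgeR), with 269.1 ± 34.2 CPM there against 2.5 ± 1.0 CPM in Tissue-TRAP (SD, n = 4). Replicate 2 of FACSAria-TRAP lay above the other replicates of its group in *Ccl3*, at 463.9 CPM. *Il1a* and *Ccl2* rose by 5.34 and 7.10 in Cell-TRAP, where replicate 1 lay above the other replicates in both genes and replicate 4 of Tissue-TRAP held 2 counts of *Ccl2*.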

In an effort to cross-validate our finding with previous studies, we intersected *ex vivo* microglial activational gene lists from three previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020) and identified 21 *ex vivo* activational transcripts represented in at least two of the studies (Fig. 5*J*; Extended Data Fig. 5-1). 

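PC1 of the 21 ex vivo activational genes held 96.4% of the variance of log2(CPM + 1) over the 24 TRAP libraries of the sort comparison, and PC2 held 2.48%. Tissue-TRAP lay at -20.6 ± 0.60 on PC1 (SD, n = 4), Cell-TRAP at 2.90 ± 1.34 (SD, n = 4), and the sorted groups had means of 4.42 for autoMACS, 4.12 for autoMACS to Tyto, 4.29 for Tyto, and 4.79 for FACSAria. The highest Tissue-TRAP library lay at -20.0 and the lowest other library at 1.76. Scaling the genes to unit variance gave PC1 93.4%.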

PCA of the TRAP data from the present study on the 21 *ex vivo* activational genes shows clear separation of Tissue-TRAP from all other groups in the first component (92.8% explained variance; Fig. 5*K*). Again, suggesting that the *ex vivo* signature is a function of cell preparation. Hierarchical clustering of the 21 activational genes, shows similar patterning as in the “Response to IL-6” pathway with higher levels of expression across Cell- and Sort-TRAP groups compared with Tissue-TRAP (Fig. 5*L*; Extended Data Fig. 5-1). 

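The mean log2(CPM + 1) of the 21 genes was 3.92 ± 0.16 (SD, n = 4) in Tissue-TRAP and 8.67 ± 0.34 (SD, n = 4) in Cell-TRAP. It was 9.06 ± 0.115 (SD, n = 4) in autoMACS-TRAP, 9.04 ± 0.13 (SD, n = 3) in autoMACS to Tyto-TRAP, 9.01 ± 0.25 (SD, n = 5) in Tyto-TRAP, and 9.14 ± 0.39 (SD, n = 4) in FACSAria-TRAP. The median log2 fold change against Tissue-TRAP was 5.51 in Cell-TRAP (adjusted p = 3.98e-15, fry test, 20 genes called higher) and 5.80 in Sort-TRAP (adjusted p = 2.26e-16, fry test, 21 genes called higher). In Cell-TRAP, *Srsf2* was the gene not called, with a log2 fold change of 0.98. With the mice as blocks, the paired fit gave a Cell-TRAP median of 5.44 (adjusted p = 1.30e-05). The lowest Cell-TRAP median among the alternatives was 5.01, from genes with at least 10 counts in every sample. Sort-TRAP exceeded Cell-TRAP by a median of 0.32 (adjusted p = 0.0159, fry test), with 19 genes higher and 2 lower. The 2 sides come from different mice, so a shift of this size cannot be assigned to sorting. The genes called in that comparison were *Hspa1a* (log2 fold change 1.39, adjusted p = 0.0305, edgeR) and *Hspa1b* (log2 fold change 1.34, adjusted p = 0.0634, edgeR). With 1 replicate left out, *Hspa1a* lost its call without replicate 3 of Cell-TRAP (adjusted p = 0.106, edgeR). *Hspa1b* lost its call without replicate 2, 3, or 4 of Cell-TRAP or replicate 1 of autoMACS to Tyto-TRAP (adjusted p = 0.114 to 0.178, edgeR). Each gene kept its call in the other such fits. These 2 genes are near-identical paralogs, between which short reads are hard to assign, and replicate 1 of Tissue-TRAP lay above the other replicates in *Hspa1a*.

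**Figure D2:**
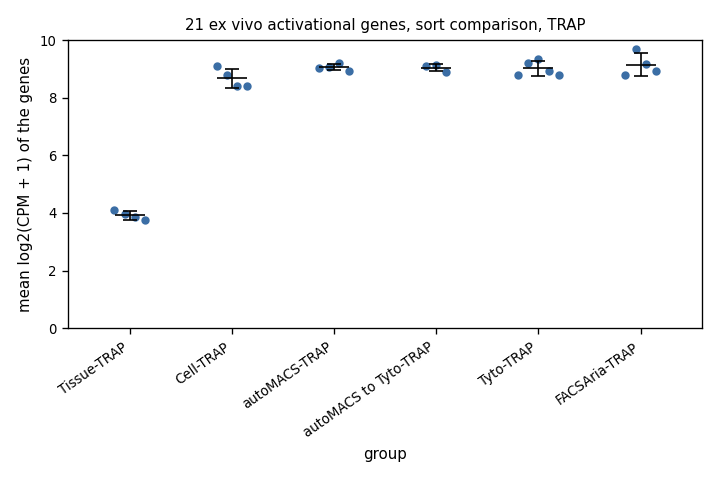
Mean log2(CPM + 1) of the 21 ex vivo activational genes (vertical axis) in Tissue-TRAP, Cell-TRAP, and the 4 Sort-TRAP groups (horizontal axis). Points are libraries, and bars are the mean and SD of a group. The Tissue-TRAP libraries lie between 3.74 and 4.11, and the Cell-TRAP libraries between 8.40 and 9.10.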

*Zfp36* was one of the *ex vivo* activational genes identified in all three previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020). Zinc finger protein 36 (*Zfp36*) encodes for the protein tristetraprolin (TTP), which is involved in regulating immune responses through mRNA destabilizing and alternative splicing (Tu et al., 2019). 

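*Zfp36* (22695) lies on mm10 chromosome 7 from 28376784 to 28379228. Its level was 12.7 ± 2.23 CPM (SD, n = 4) in Tissue-TRAP, 2815 ± 385 CPM (SD, n = 4) in Cell-TRAP, and 3625 ± 434 CPM (SD, n = 16) in Sort-TRAP. The log2 fold change against Tissue-TRAP was 7.79 in Cell-TRAP (standard error 0.165, adjusted p = 1.08e-21, edgeR) and 8.16 in Sort-TRAP (standard error 0.162, adjusted p = 6.68e-24, edgeR). limma on the authors' normalized log2 values moved the Cell-TRAP value of *Zfp36* the most, to 7.36. Sort-TRAP exceeded Cell-TRAP by 0.36 on the log2 scale (standard error 0.0976, adjusted p = 0.00287, edgeR), short of the fold threshold. These libraries come from different mice, so the sort and the mice are not separated here.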

*Zfp36* is enriched in Cell- and Sort-TRAP compared with Tissue TRAP (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001; Fig. 5*M*; Extended Data Fig. 5-1).

In summary, these data suggest that *ex vivo* microglial activation is primarily occurring during cell preparation and is sustained through microglial isolation by various sort methods but there were no major differences between the different sort methods.

### Comparison of cellularity and microglial yield between different cell preparation methods

Since *ex vivo* activation appears to be an artifact of cell preparation, three different methods were compared for changes in cellularity within the cell preparation. The experimental design is displayed in Figure 6*A*. Tissue-Input, generated by immediately Dounce homogenizing tissue in TRAP lysis buffer, was used as a comparator to the three methods of cell preparation. The first cell preparation method was a mechanical dissociation conducted entirely at 4°C followed by a 40% Percoll gradient to removed undissociated tissue and myelin debris (Dounce-Input). The second cell preparation method used a papain-based enzyme mixture which requires a brief (30 min) incubation at 37°C followed by myelin debris removal [Cell-Input (−) Inhibitors] which was the method of cell preparation used in Figures 1-5. The third cell preparation method used the same papain-based enzyme mixture, this time supplemented with transcriptional and translation inhibitors (Marsh et al., 2020; Wu et al., 2017) with incubation at 37°C followed by myelin debris removal [Cell-Input (+) Inhibitors]. Cells from each of the three methods were pelleted and lysed with TRAP lysis buffer before RNA extraction and assessment of the transcriptome. RNA yield and quality by sort method, in addition to basic sequencing metrics are given in Extended Data Figure 6-1. The average RNA yield was higher in the Tissue-Input (5.8 μg/half brain) than the Cell-Input (+/−) Inhibitors (360 ng/half brain) and Dounce-Input (35 ng/half brain; one-way ANOVA, Tukey’s *post hoc* test, *p* < 0.05). The average RNA integrity number (RIN) was lowest in the Dounce-Input (3.4) when compared with the Tissue-Input (7.8) and Cell-Input (+/−) Inhibitors (7.3). In addition, use of an entire Cx3cr1-NuTRAP brain was needed for RNA isolation from the Dounce-Input group, whereas half a brain was used for all other methods. Gene body coverage plots by experimental group are shown in Extended Data Figure 6-2. The Tissue-Input and Dounce-Input groups showed more 3′ bias in their gene body coverage than the Cell-Input (+/−) Inhibitor groups.

**Figure 6.**
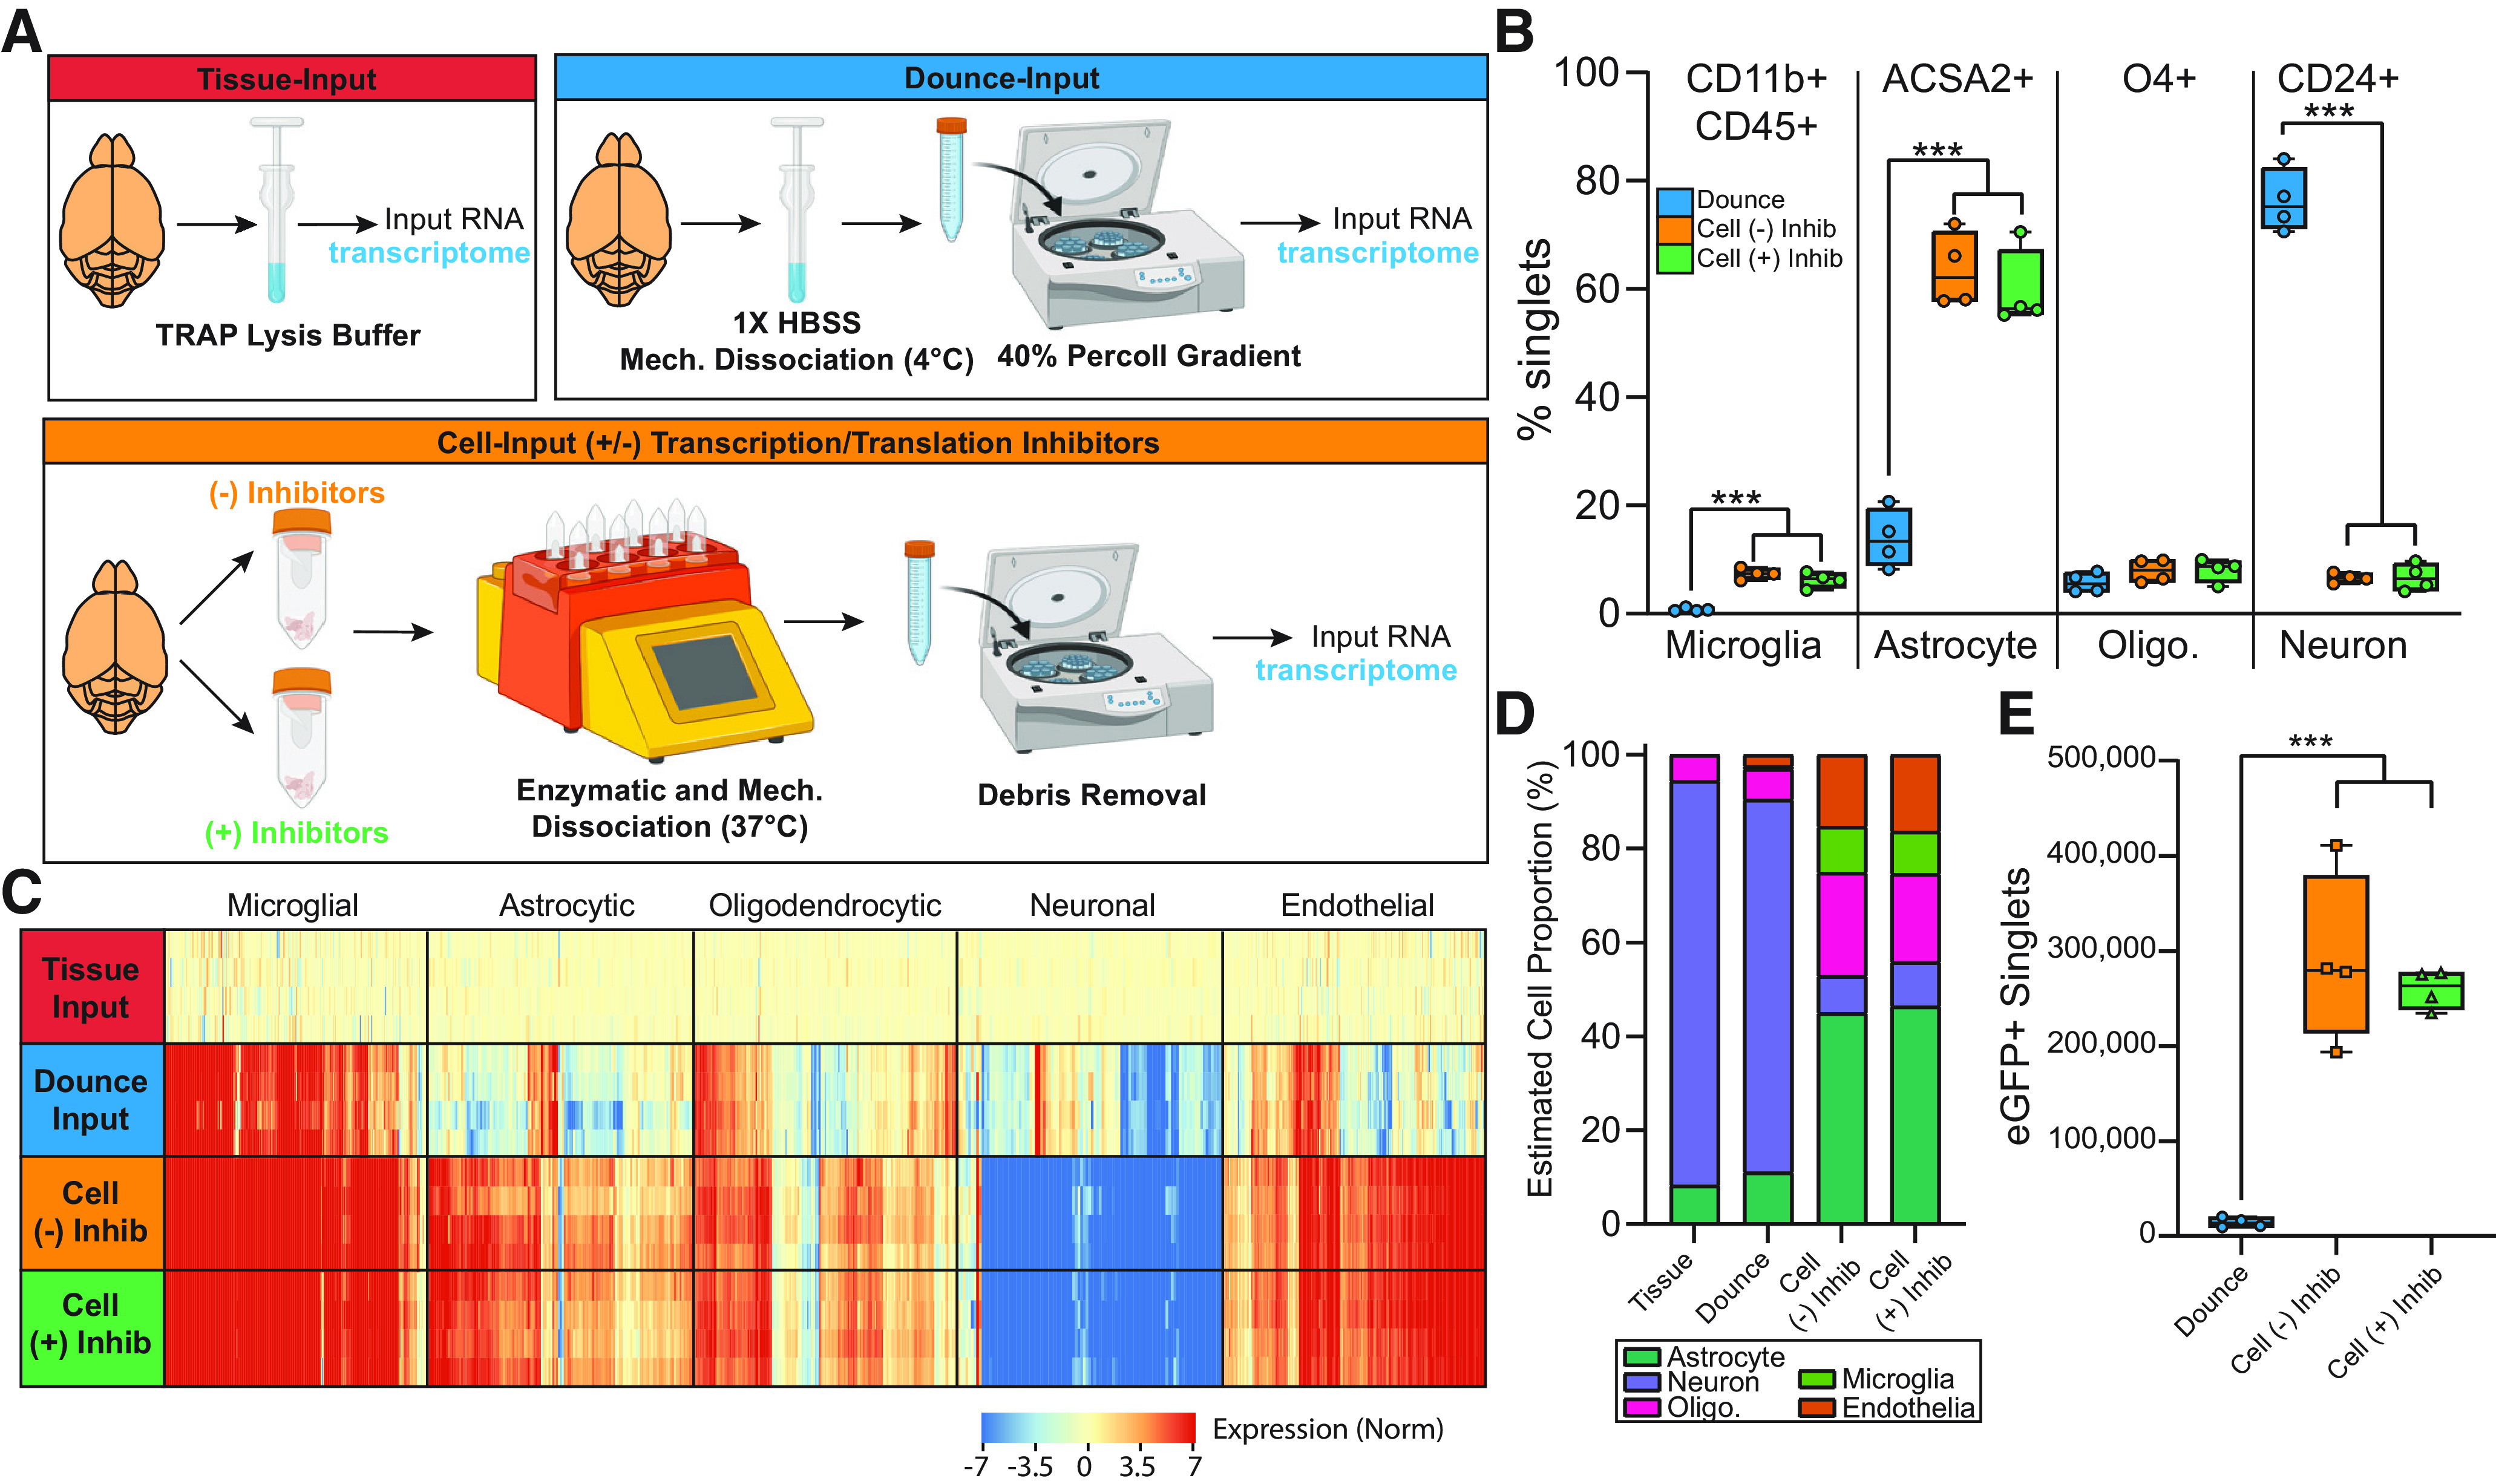
Changes in cellularity based on cell preparation method. Cx3cr1-NuTRAP brains were hemisected and single-cell suspensions were generated by three different methods. Cell preparations were compared via flow cytometry and transcriptomic analyses. The three cell preparation methods were also compared with whole tissue using transcriptomic analysis. Basic sequencing metrics and all source data for Figure 6 are provided in Extended Data Figure 6-1. Gene body coverage plots showed greater 3′ bias in the Tissue- and Dounce-Input groups than the Cell-Input (+/−) Inhibitors groups (Extended Data Fig. 6-2). ***A***, Schematic of experimental design presented in this figure. ***B***, Flow cytometry on cell type-specific markers for microglia (CD11b^+^CD45^+^), astrocytes (ACSA2^+^), oligodendrocytes (O4^+^), and neurons (CD24^+^) for each of the cell preparation methods (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001). Representative gating strategies for flow cytometry are provided in Extended Data Figure 6-3. ***C***, Heatmap of cell type-specific markers for microglia, astrocytes, oligodendrocytes, neurons, and endothelial cells. ***D***, CIBERSORTx cellularity estimates based on whole-transcriptome RNA-Seq from whole brain tissue and each of the cell preparation techniques. ***E***, Comparison of the number of eGFP^+^ singlets in each half brain for each of the cell preparation methods (one-way ANOVA, Tukey’s *post hoc* test, ***p < 0.001). There was no overall difference in cell viability between different cell preparation methods. eGFP^+^ cells had slightly higher viability in the Cell-Input (+/−) Inhibitors than the Dounce-Input method (Extended Data Fig. 6-4). Boxplots represent median, Q1, Q3, minimum, and maximum of each dataset. Created with BioRender.com.

10.1523/ENEURO.0348-21.2022.f6-1 Extended Data Figure 6-1 Figure 6 sequencing metrics and source data. Download Figure 6-1, XLS file.

10.1523/ENEURO.0348-21.2022.f6-2 Extended Data Figure 6-2 Gene body coverage plots by sort fraction for sequencing libraries described in Figure 6. Download Figure 6-2, EPS file.

10.1523/ENEURO.0348-21.2022.f6-3 Extended Data Figure 6-3 Gating strategy for assessment of cellularity. Download Figure 6-3, EPS file.

To assess the relative cellularity between each of the cell preparation methods, flow cytometry was conducted on each of the cell preparations, using markers for microglia (CD11b^+^CD45^+^ or eGFP^+^), astrocytes (ACSA2^+^), oligodendrocytes (O4^+^), and neurons (CD24^+^). After gating on cells and singlets (as in Extended Data Fig. 6-3) the percent singlets positive for each of the cell markers were compared between methods. There was a higher percentage of neurons and lower percentage of microglia and astrocytes in the Dounce-Input samples as compared with the Cell-Input (+/−) Inhibitors (Fig. 6*B*). There was no overall difference in cell viability between the three cell preparation methods examined. However, there was higher viability among eGFP^+^ singlets in the Cell-Input (+/−) Inhibitors as compared with the Dounce-Input. Inclusion of transcription and translation inhibitors during enzymatic and mechanical dissociation did not alter cell viability (Extended Data Fig. 6-4).

Stranded RNA-Seq libraries were constructed from each of the groups displayed in Figure 6*A*. 

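Figure 6 used 4 Tissue-Input, 4 Dounce-Input, 4 Cell-Input (−) Inhibitors, and 4 Cell-Input (+) Inhibitors libraries. Both Cell-Input groups came from the same 4 mice. The Tissue-Input libraries came from the 4 mice used for tissue in the sort comparison, and the Dounce-Input libraries from 4 further mice. The Dounce libraries are missing from an earlier table of this experiment that the authors also deposited, so their batch and their condition cannot be told apart. Total expected counts ranged from 8617626 to 10411984 (median 9547530) in Tissue-Input and from 5107604 to 9751826 (median 7799309) in Dounce-Input. They ranged from 8875555 to 10189396 (median 9899343) in Cell-Input (−) Inhibitors and from 10510018 to 11262747 (median 10750518) in Cell-Input (+) Inhibitors. The 16 libraries entered one edgeR fit on 15753 genes, with the steps used for the sort comparison.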

Heatmaps of microglial, astrocyte, oligodendrocytic, neuronal, and endothelial cell marker lists for each of the cell preparation methods were normalized to Tissue-Input. All three cell preparation methods appear to be enriched for microglial transcripts as compared with Tissue-Input, with the strongest enrichment in the Cell-Input (+/−) Inhibitors. 

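The mean log2(CPM + 1) of the microglial markers was 2.83 ± 0.03 (SD, n = 4) in Tissue-Input and 4.72 ± 0.18 (SD, n = 4) in Dounce-Input. It was 6.24 ± 0.21 (SD, n = 4) in Cell-Input (−) Inhibitors and 6.05 ± 0.22 (SD, n = 4) in Cell-Input (+) Inhibitors, where replicate 2 lay above the other replicates. Against Tissue-Input, their median log2 fold change was 2.40 in Dounce-Input (adjusted p = 4.32e-08, fry test, 269 of 282 genes higher). In Cell-Input (−) Inhibitors it was 4.02 (adjusted p = 6.74e-10), and in Cell-Input (+) Inhibitors 3.99 (adjusted p = 6.74e-10). Dounce-Input lay below Cell-Input (−) Inhibitors by a median of -1.55 (adjusted p = 2.53e-07). The Cell-Input groups with and without inhibitors differed by a median of 0.06 (adjusted p = 0.372), although 21 of the 282 markers were called lower with inhibitors. Genes with at least 10 counts in every sample gave the lowest Dounce-Input median, 2.18. Across all 15753 genes, 7900 were called in Dounce-Input against Tissue-Input (4528 higher, 3372 lower), 7043 in Cell-Input (−) Inhibitors (4033 higher, 3010 lower), and 7187 in Cell-Input (+) Inhibitors (4012 higher, 3175 lower). Dounce-Input differed from Cell-Input (−) Inhibitors in 8952 genes. The inhibitors changed 49 genes, all lower, and 50 genes in the paired fit with the 4 mice as blocks, of which 47 were shared. The correlation across genes of the deviations from the group means was 0.04 within a mouse and -0.01 between mice.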

The Cell-Input (+/−) Inhibitors also appear to have greater enrichment of astrocytic and endothelial markers and depletion of neuronal transcripts when compared with Tissue- and Dounce-Input (Fig. 6*C*; Extended Data Fig. 6-1). 

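Astrocytic markers had a median log2 fold change against Tissue-Input of 1.29 in Cell-Input (−) Inhibitors (adjusted p = 1.48e-05, fry test), 1.24 in Cell-Input (+) Inhibitors, and -0.39 in Dounce-Input (adjusted p = 0.233). Endothelial markers had medians of 3.00 and 3.07 in the Cell-Input groups (adjusted p = 6.74e-10 each) and 0.08 in Dounce-Input (adjusted p = 0.125). Neuronal markers had medians of -3.48 (adjusted p = 6.99e-10) and -3.47 in the Cell-Input groups and -0.89 in Dounce-Input (adjusted p = 0.000559). Oligodendrocytic markers had medians of 1.27 (adjusted p = 3.26e-07), 1.34 (adjusted p = 9.94e-08), and 0.45 (adjusted p = 0.000249). Set directly against Cell-Input (−) Inhibitors, Dounce-Input had medians of -1.73 for astrocytic, -2.71 for endothelial, and 2.503 for neuronal markers. For the 5 lists the effect of the inhibitors had an adjusted p between 0.258 and 0.913. The endothelial median of Dounce-Input was the one to pass the test under an alternative, at 0.29 (adjusted p = 0.0202) with genes of at least 10 counts in every sample. The paper gives the differences of microglial, astrocytic, endothelial, and neuronal markers as what appears in the heatmap of Figure 6C. From flow cytometry and CIBERSORTx, neither of them analysed here, it proposes that enzymatic and mechanical dissociation depletes neurons from the preparation.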

CIBERSORTx, or digital cytometry, estimates cell-type abundance from bulk transcriptomics. Using publicly available cell-type specific data from mouse brain (Zhang et al., 2014; GSE52564) as a digital cytometry reference matrix, we estimated the cellularity from each of the four groups (Zhang et al., 2014). Based on this analysis, there was no difference in the cellularity between the Tissue-Input and Dounce-Input or between the Cell-Input (−) Inhibitors and the Cell-Input (+) Inhibitors. However, there were more astrocytic, oligodendrocytic, microglial, and endothelial transcripts in the Cell-Input (+/−) Inhibitors than the Tissue- and Dounce-Input. Further, there were less neuronal transcripts in the Cell-Input (+/−) Inhibitors than the Tissue- and Dounce-Input (two-way ANOVA, Tukey’s *post hoc* test; Fig. 6*D*; Extended Data Fig. 6-1). These CIBERSORTx results are consistent with the flow cytometric data displayed in Figure 6*B* and suggest that the enzymatic and mechanical dissociation conducted at partially elevated temperatures depletes neurons from the cell preparation.

Lastly, we compared the cell yield per half brain between the various cell preparation techniques. The average total cell count was slightly higher in the Dounce-Input (∼3.7 × 10^6^ cells/half brain) when compared with Cell-Input (+/−) Inhibitors (∼1.7 × 10^6^ cells/half brain; Extended Data Fig. 6-1). However, because of the increased proportion of microglia in the Cell-Input (+/−) Inhibitors compared with the Dounce-Input, there were ∼20 times more eGFP^+^ microglia in the Cell-Input (+/−) Inhibitors compared with the Dounce-Input (Fig. 6*E*; Extended Data Fig. 6-1). Thus, the enzymatic and mechanical dissociation conducted at partially elevated temperatures will minimize the need for pooling samples when using small tissue sections for microglial sorting applications.

### Effect of different cell preparation techniques on *ex vivo* activational profiles following cell preparation

Recent studies have suggested that inclusion of transcriptional and/or translational inhibitors during cell preparation can prevent *ex vivo* activational confounds in microglia (Marsh et al., 2020) and other neuronal cell types (Wu et al., 2017). Additionally, *ex vivo* artifacts can be prevented by mechanical dissociation conducted entirely at low temperatures (Marsh et al., 2020). To compare the relative levels of *ex vivo* activation between various cell preparation methods, we TRAP-isolated RNA from Tissue, Dounce, and Cell (+/−) Inhibitor cell preparations as shown in Figure 7*A*. Stranded RNA-Seq libraries were constructed from TRAP-isolated translating RNA from each of the four groups. 

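The TRAP comparison of Figure 7 used 4 libraries each of Tissue-TRAP, Dounce-TRAP, Cell-TRAP (−) Inhibitors, and Cell-TRAP (+) Inhibitors, from the mice of Figure 6. The inhibitors were actinomycin D and triptolide, which block transcription, and anisomycin, which blocks translation. Total expected counts in the authors' deposited table ranged from 8701726 to 11141511 (median 9999894) in Tissue-TRAP. Dounce-TRAP had the lowest totals, from 2471448 to 4724538 (median 3403594). They ranged from 12876223 to 14650287 (median 13581616) in Cell-TRAP (−) Inhibitors and from 11415144 to 12620580 (median 12158945) in Cell-TRAP (+) Inhibitors. The edgeR fit covered 14723 genes in these 16 libraries.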

RNA yield and quality by sort method, in addition to basic sequencing metrics, are given in Extended Data Figure 7-1. Gene body coverage plots by experimental group are shown in Extended Data Figure 7-2. The Tissue-TRAP and Dounce-TRAP groups showed more 3′ bias in their gene body coverage than the Cell-TRAP (+/−) Inhibitor groups.

**Figure 7.**
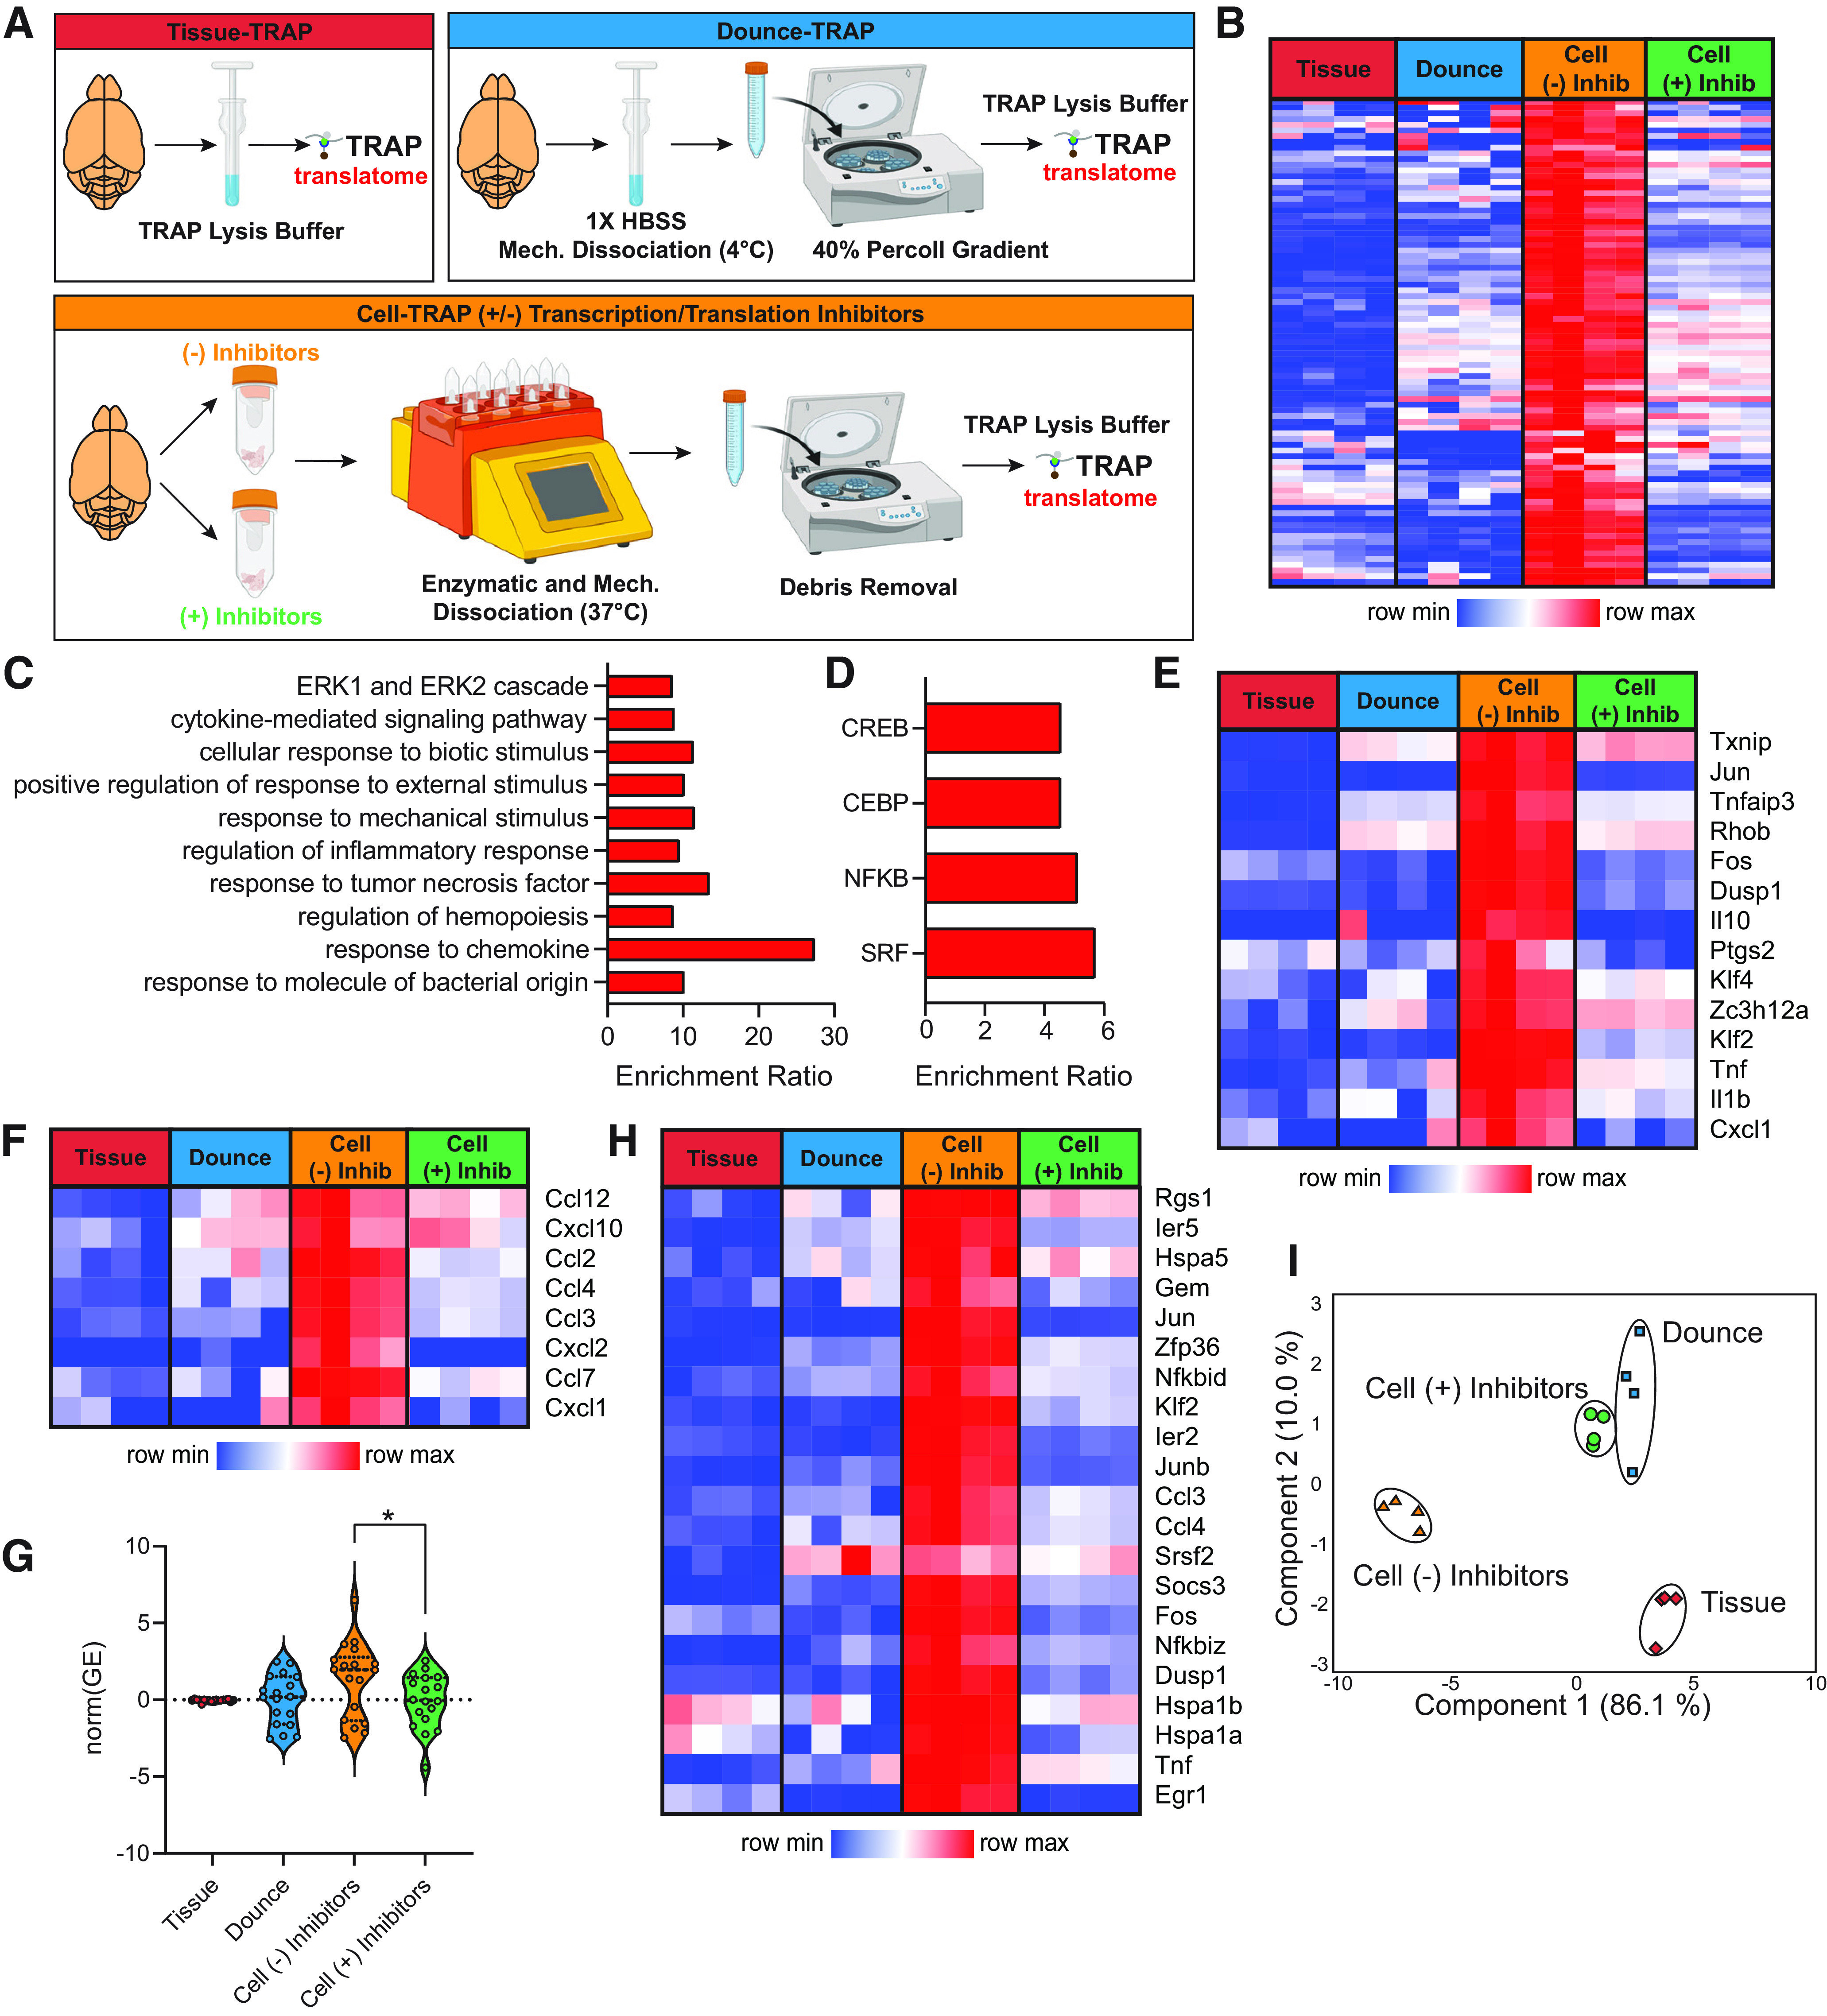
*Ex vivo* activational profiles by cell preparation method. Basic sequencing metrics and all source data for Figure 7 are provided in Extended Data Figure 7-1. Gene body coverage plots showed greater 3′ bias in the Tissue- and Dounce-TRAP groups than the Cell-TRAP (+/−) Inhibitors groups (Extended Data Fig. 7-2). ***A***, Schematic of experimental design presented in this figure. ***B***, Differentially expressed genes were called between Tissue-TRAP, Dounce-TRAP, and Cell-TRAP (+/− Inhibitors) groups (Extended Data Figs. 7-1, 7-3). A subset of genes was activated with cell preparation [Up in Cell-TRAP (−) Inhibitors vs Tissue-TRAP] and were decreased with the addition of inhibitors [Down in Cell-TRAP (+) Inhibitors versus Cell-TRAP (−) Inhibitors; one-way ANOVA, BHMTC, SNK FDR < 0.1, |FC|>2]. These genes were classified as *ex vivo* activational transcripts prevented by the addition of inhibitors and are given in the heatmap. ***C***, Top 10 biological processes overrepresentation in the *ex vivo* activational genes prevented by the addition of inhibitors (hypergeometic test, BHMTC, FDR < 0.05). ***D***, Transcription factors overrepresented in the *ex vivo* activational transcripts prevented by the addition of inhibitors (hypergeometic test, BHMTC, FDR < 0.05). ***E***, Heatmap of select response to oxidative stress pathway genes. ***F***, Heatmap of common chemokines. ***G***, Violin plots of senescent cell marker expression (one-way ANOVA, Tukey’s *post hoc* test, *p < 0.05). ***H***, Heatmap of 21 *ex vivo* activational genes identified in at least two previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020). ***I***, PCA of 21 *ex vivo* activational genes identified in at least two previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020).

10.1523/ENEURO.0348-21.2022.f7-1 Extended Data Figure 7-1 Figure 7 sequencing metrics and source data. Download Figure 7-1, XLS file.

10.1523/ENEURO.0348-21.2022.f7-2 Extended Data Figure 7-2 Gene body coverage plots by sort fraction for sequencing libraries described in Figure 7. Download Figure 7-2, EPS file.

10.1523/ENEURO.0348-21.2022.f7-3 Extended Data Figure 7-3 Hierarchical clustering of differentially expressed genes between Tissue-TRAP, Dounce-TRAP, Cell-TRAP (−) Inhibitors, and Cell-TRAP (+) Inhibitors. Download Figure 7-3, EPS file.

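The F test across Tissue-TRAP, Dounce-TRAP, Cell-TRAP (−) Inhibitors, and Cell-TRAP (+) Inhibitors called 9976 genes, 67.8% of those tested, when a fold change above 2 between any 2 groups was required. With genes of at least 10 counts in every sample, which moved it the most, the count was 6318. Against Tissue-TRAP, 7407 genes were called in Dounce-TRAP (3414 higher, 3993 lower), 7826 in Cell-TRAP (−) Inhibitors (3286 higher, 4540 lower), and 7776 in Cell-TRAP (+) Inhibitors (3183 higher, 4593 lower). Dounce-TRAP differed from Cell-TRAP (−) Inhibitors in 4228 genes (3047 higher, 1181 lower).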

There were 4475 differentially expressed genes between Tissue-TRAP, Dounce-TRAP, Cell-TRAP (−) Inhibitors, and Cell-TRAP (+) Inhibitors (one-way ANOVA, |FC|>2, BHMTC, FDR < 0.1; Extended Data Figs. 7-1, 7-3). Many of these transcripts differ between all cell preparation methods and the Tissue-TRAP, suggesting the differences may result from slight differences in the purity of TRAP-isolated RNA. 

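The inhibitors changed 94 genes between Cell-TRAP (+) Inhibitors and Cell-TRAP (−) Inhibitors, 93 of them lower and 1 higher. A paired fit with the 4 mice as blocks called 150 genes (135 lower, 15 higher), and 89 of these were shared. The correlation across genes of the deviations from the group means was 0.29 within a mouse and -0.10 between mice.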

There were 85 DEGs that had higher expression in the Cell-TRAP (−) Inhibitors compared with Tissue-TRAP and lower expression in Cell-TRAP (+) Inhibitors compared with Cell-TRAP (−) Inhibitors. These 85 transcripts are *ex vivo* activational transcripts that are prevented by the inclusion of transcriptional and translational inhibitors during enzymatic and mechanical dissociation at partially elevated temperatures. 

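In the re-computed calls, 84 genes were higher in Cell-TRAP (−) Inhibitors than in Tissue-TRAP and lower in Cell-TRAP (+) Inhibitors than in Cell-TRAP (−) Inhibitors. Their number was 59 with genes of at least 10 counts in every sample, 90 with replicate 4 of Cell-TRAP (−) Inhibitors left out, and 91 with only these 3 groups in the fit. In the earlier table of the same libraries, an alternative chosen after seeing the data, it was 92. The median log2 fold change of the 84 genes was 3.79 in Cell-TRAP (−) Inhibitors and 1.24 in Cell-TRAP (+) Inhibitors, both against Tissue-TRAP. Among them were 19 of the 21 ex vivo activational genes. Since the 84 genes were chosen for falling with the inhibitors, that fall is not a separate result.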

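The 84 genes were chosen for being high in the libraries of Cell-TRAP (−) Inhibitors, so a lower value of another group against these libraries is partly fixed by the choice. Dounce-TRAP itself was not used to choose them. Their median log2 fold change in Dounce-TRAP was -2.91 against Cell-TRAP (−) Inhibitors and 1.19 against Tissue-TRAP. Against Cell-TRAP (−) Inhibitors, 82 of the 84 genes were lower in Dounce-TRAP, 72 of them past the thresholds. Compared with Tissue-TRAP, 44 of the 84 genes were called higher in Dounce-TRAP and 42 in Cell-TRAP (+) Inhibitors. The 84 genes were also chosen for being lower in these Tissue-TRAP libraries than in Cell-TRAP (−) Inhibitors. A higher value of another group against Tissue-TRAP is thus partly fixed by the choice too.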

A heatmap of these 85 prevented *ex vivo* activational transcripts showed both the Dounce-TRAP and Cell-TRAP (+) Inhibitors were successful at preventing the induction of *ex vivo* artifacts (Fig. 7*B*; Extended Data Fig. 7-1). The top 10 GO biological processes overrepresented in the 85 prevented *ex vivo* transcripts include ERK1 and ERK2 cascade, cytokine-mediated signaling, cellular response to biotic stimulus, positive regulation of response to external stimulus, response to mechanical stimulus, regulation of inflammatory response, response to tumor necrosis factor, regulation of hemopoiesis, response to chemokine, and response to molecule of bacterial origin (Fig. 7*C*; Extended Data Fig. 7-1). In addition, CREB, CEBP, NFKB, and SRF are overrepresented transcription factors in the 85 prevented *ex vivo* transcripts (Fig. 7*D*; Extended Data Fig. 7-1). Overall, pathway analyses of the 85 prevented *ex vivo* transcripts suggest that mechanical dissociation conducted entirely at chilled temperatures or inclusion of transcription and translation inhibitors during enzymatic and mechanical dissociation at elevated temperatures are successful methods at preventing upregulation of *ex vivo* responsive pathways during cell preparation.

In order to study *in vivo* pathophysiological microglial responses, it is necessary to reduce the *ex vivo* confounds of cell preparation. For example, with aging and disease microglia increase production of inflammatory cytokines, chemokines, and reactive oxygen species (Von Bernhardi et al., 2015). Response to oxidative stress and reactive oxygen species were also identified as pathways significantly overrepresented in the 85 prevented *ex vivo* activational transcripts. 

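The 14 genes of the oxidative stress response had a mean log2(CPM + 1) of 3.52 ± 0.16 (SD, n = 4) in Tissue-TRAP, 4.07 ± 0.13 (SD, n = 4) in Dounce-TRAP, 7.87 ± 0.39 (SD, n = 4) in Cell-TRAP (−) Inhibitors, and 4.62 ± 0.04 (SD, n = 4) in Cell-TRAP (+) Inhibitors. Their median log2 fold change was 5.26 in Cell-TRAP (−) Inhibitors against Tissue-TRAP (adjusted p = 1.53e-10, fry test). Against Cell-TRAP (−) Inhibitors, all 14 were called lower in Dounce-TRAP (median -3.22, adjusted p = 1.02e-09, fry test) and in Cell-TRAP (+) Inhibitors (median -3.67, adjusted p = 2.80e-09, fry test). The paper found this pathway over-represented among its transcripts raised by preparation and lowered by inhibitors in these same libraries. Comparisons with Cell-TRAP (−) Inhibitors or Tissue-TRAP are thus partly fixed by that choice, and their p-values are not separate evidence. Against Tissue-TRAP the median was 1.79 in Cell-TRAP (+) Inhibitors (adjusted p = 5.33e-07) and 1.01 in Dounce-TRAP (adjusted p = 5.18e-05). With only Dounce-TRAP and Tissue-TRAP in the fit its size was 0.21, and 9 of 35 splits of these libraries gave one as large. By the mean of the 14 genes, every Dounce-TRAP library lay above every Tissue-TRAP library, so the 2 measures differ on how far these groups are apart. The median of Dounce-TRAP against Tissue-TRAP was 0.29 with genes of at least 10 counts in every sample. The 8 chemokine genes had medians against Tissue-TRAP of 6.21 in Cell-TRAP (−) Inhibitors (adjusted p = 9.07e-08), 1.81 in Dounce-TRAP (adjusted p = 0.000569), and 2.05 in Cell-TRAP (+) Inhibitors (adjusted p = 0.000105). They were lower than in Cell-TRAP (−) Inhibitors by a median of -4.50 in Dounce-TRAP (adjusted p = 3.49e-06, 8 called) and -4.26 in Cell-TRAP (+) Inhibitors (adjusted p = 3.49e-06, 6 called). With the mice as blocks, the paired fit of the groups with and without inhibitors gave -3.70 for the oxidative stress genes (adjusted p = 0.000338) and -4.20 for the chemokines (adjusted p = 0.000872). *Cxcl10* was lower in Cell-TRAP (+) Inhibitors by a log2 fold change of -1.63 (adjusted p = 0.354, edgeR), and *Ccl12* by -0.93 (adjusted p = 0.0626, edgeR), neither called. *Cxcl10* was spread in Cell-TRAP (−) Inhibitors, at 16.5 ± 14.1 CPM (SD, n = 4), and replicate 1 of Dounce-TRAP held 8 counts of it, below the other replicates.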

Induction of the response to oxidative stress pathway (Fig. 7*E*; Extended Data Fig. 7-1) and generation of common chemokines (Fig. 7*F*; Extended Data Fig. 7-1) were prevented in the Dounce-TRAP and Cell-TRAP (+) Inhibitors as compared with the Cell-TRAP (−) Inhibitors group.

Another active area of research in glial biology is that of cellular senescence, characterized by cell-cycle arrest and secretion of proinflammatory cytokines and chemokines (Hou et al., 2021; Hu et al., 2021). Cell preparation method altered expression of cellular senescence-related genes identified from a previously published study (Aird et al., 2016). Inclusion of transcription and translation inhibitors during cell preparation reduced the induction of these senescence-associated genes (Fig. 7*G*; Extended Data Fig. 7-1).

Heatmap of the 21 *ex vivo* activational transcripts identified in at least two of the three examined previous studies (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020) from Figure 5*J* shows prevention of *ex vivo* activation with the addition of transcriptional and translational inhibitors or mechanical dissociation conducted entirely at low temperatures (Fig. 7*H*; Extended Data Fig. 7-1). 

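The mean log2(CPM + 1) of the 21 genes was 4.05 ± 0.18 (SD, n = 4) in Tissue-TRAP, 4.37 ± 0.10 (SD, n = 4) in Dounce-TRAP, 9.08 ± 0.37 (SD, n = 4) in Cell-TRAP (−) Inhibitors, and 5.02 ± 0.115 (SD, n = 4) in Cell-TRAP (+) Inhibitors. Against Tissue-TRAP, their median log2 fold change was 5.59 in Cell-TRAP (−) Inhibitors (adjusted p = 1.53e-10, fry test, 20 called higher). It was 0.93 in Dounce-TRAP (adjusted p = 0.00149, 9 called higher, 3 lower) and 0.91 in Cell-TRAP (+) Inhibitors (adjusted p = 5.27e-06, 10 called higher, 2 lower). Genes with at least 10 counts in every sample moved these medians the most, to 5.23 in Cell-TRAP (−) Inhibitors and 0.60 in Dounce-TRAP. Against Cell-TRAP (−) Inhibitors, 19 genes were called lower in each group, with medians of -5.06 in Dounce-TRAP (adjusted p = 4.19e-10) and -4.35 in Cell-TRAP (+) Inhibitors (adjusted p = 6.35e-10). In the paired fit with the mice as blocks, the latter was -4.27 (adjusted p = 0.000252).

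**Figure D3:**
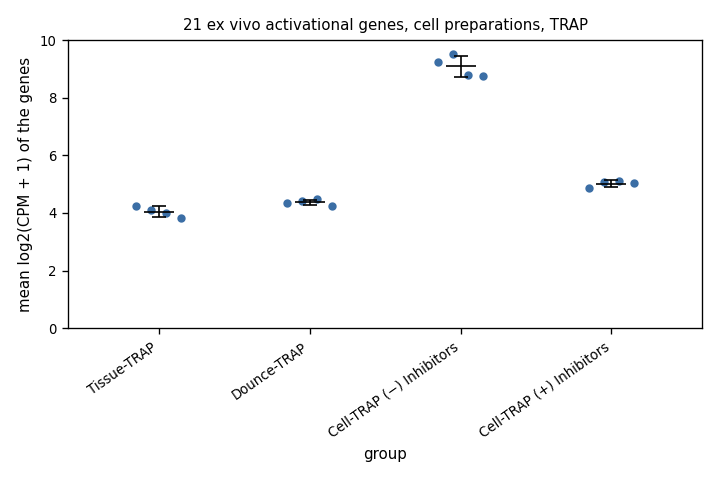
Mean log2(CPM + 1) of the 21 ex vivo activational genes (vertical axis) in the 4 TRAP groups of the cell preparation comparison (horizontal axis). Points are libraries, and bars are the mean and SD of a group. Cell-TRAP (−) Inhibitors lies between 8.75 and 9.53, and the other libraries lie between 3.82 and 5.09.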

PCA of the 21 *ex vivo* activational transcripts identified shows strong separation of Cell-TRAP (−) Inhibitors from all other groups in the first component (86.1% explained variance) and clustering of Dounce-TRAP and Cell-TRAP (+) Inhibitors together (Fig. 7*I*).

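PC1 of the 21 genes held 90.4% of the variance over the 16 libraries and PC2 held 6.26%. Cell-TRAP (−) Inhibitors lay at -16.9 ± 1.76 on PC1 (SD, n = 4), Dounce-TRAP at 6.43 ± 0.55 (SD, n = 4), Cell-TRAP (+) Inhibitors at 3.13 ± 0.54 (SD, n = 4), and Tissue-TRAP at 7.32 ± 0.78 (SD, n = 4). On PC2, Dounce-TRAP lay at -2.12 ± 1.89 (SD, n = 4) and Cell-TRAP (+) Inhibitors at -2.07 ± 0.83 (SD, n = 4), with Tissue-TRAP at 3.77 ± 1.00 (SD, n = 4). PC1 held 85.6% with the genes scaled to unit variance, which moved it the most.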

In summary, the addition of transcriptional and translational inhibitors during enzymatic and mechanical dissociation of brain tissue or mechanical dissociation conducted entirely at low temperatures can prevent *ex vivo* activational artifacts in microglia.

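Single genes of the list differed in how far they returned to the level of Tissue-TRAP. *Zfp36* was counted at 14.2 ± 2.18 CPM (SD, n = 4) in Tissue-TRAP, 3668 ± 730 CPM (SD, n = 4) in Cell-TRAP (−) Inhibitors, 142.5 ± 20.6 CPM (SD, n = 4) in Cell-TRAP (+) Inhibitors, and 70.5 ± 14.5 CPM (SD, n = 4) in Dounce-TRAP. It was lower by -4.69 on the log2 scale in Cell-TRAP (+) Inhibitors (adjusted p = 4.45e-12, edgeR) and by -5.70 in Dounce-TRAP (adjusted p = 4.11e-13, edgeR) than in Cell-TRAP (−) Inhibitors. *Zfp36* was still called higher in Dounce-TRAP than in Tissue-TRAP, with a log2 fold change of 2.31 (adjusted p = 1.20e-09, edgeR). It was also called higher in Cell-TRAP (+) Inhibitors than in Tissue-TRAP, with a log2 fold change of 3.33. Replicate 2 of Cell-TRAP (+) Inhibitors lay above the other replicates of its group in *Zfp36*, at 173.2 CPM. *Fos* (14281, mm10 chromosome 12, 85473901 to 85477270) was counted at 4720 ± 1368 CPM (SD, n = 4) in Cell-TRAP (−) Inhibitors. Its log2 fold change against that group was -7.95 in Cell-TRAP (+) Inhibitors (adjusted p = 5.01e-11, edgeR) and -9.13 in Dounce-TRAP (adjusted p = 1.25e-11, edgeR). *Fos* was called lower in Dounce-TRAP than in Tissue-TRAP, with a log2 fold change of -1.82 (adjusted p = 0.000202, edgeR). *Jun* (16476, chromosome 4, 95049036 to 95052222) returned to 79.5 ± 7.33 CPM (SD, n = 4) in Dounce-TRAP, against 82.5 ± 14.8 CPM (SD, n = 4) in Tissue-TRAP, a log2 fold change of -0.05 (adjusted p = 0.752, edgeR). *Hspa5* was called higher in Cell-TRAP (−) Inhibitors than in Tissue-TRAP (log2 fold change 1.05). Its change with inhibitors was -0.45 (adjusted p = 0.0184, edgeR), short of the fold threshold. *Srsf2* was called in none of these comparisons, and replicate 3 of Dounce-TRAP lay above the other replicates in it. From the 85 transcripts of its own analysis, the oxidative stress and chemokine genes, and the 21 genes, the paper concludes that inhibitors during dissociation, or mechanical dissociation at low temperature, can prevent ex vivo activation.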

## Discussion

Microglia have emerged as key players in brain disease, including age-related neuroinflammation and neurodegeneration (Colonna and Butovsky, 2017; Lana et al., 2021). As a minority cell population in the brain, in depth microglial molecular and biochemical analyses benefit from enrichment strategies to provide cell-specific data (Okaty et al., 2011). While *in vitro* cell culture models are useful for mechanistic studies, they fail to recapitulate the complexity of the nervous system milieu. As such, models and methods to “debulk” microglia from brain tissue have become a focus in the field (Chucair-Elliott et al., 2020; McKinsey et al., 2020). The most common methods for isolating microglia include enzymatic and/or mechanical dissociation of brain tissue followed by immunolabeling with magnetic beads for MACS (Bordt et al., 2020) or fluorescent-conjugated antibodies for FACS-based enrichment (Bohlen et al., 2019). As these methods continue to evolve, quantitative comparisons of cell preparation and sort strategies are needed to aid decision-making of what approaches to use in specific studies. As well, there are legitimate concerns that these isolation approaches introduce artifacts, especially in glial cell populations which by nature are sensitive to changes in their microenvironment (Wu et al., 2017). Determining the degree of *ex vivo* activational artifacts, and how they may vary between isolation approaches, has been challenging because the field lacked a resting cell type-specific reference (absent of *ex vivo* activational confounds related to enzymatic/mechanical dissociation) as a comparator.

To address this barrier to progress, we used a ribosomal-tagging model (NuTRAP) in combination with a microglial-specific cre (Cx3cr1-cre/ERT2) to generate a microglial signature without the confounds of cell isolation. We then compared relative microglial enrichment and *ex vivo* activational artifacts between multiple MACS-based and FACS-based cell isolation techniques. All sort methods were successful in isolating highly pure microglia, as evidenced by flow cytometric and transcriptomic analyses. Our MACS-FACS comparison is in line with previous findings on yield and speed (Pan and Wan, 2020). Magnetic bead-based isolation produced nearly as pure of a microglial population as FACS-based approaches. The advantages of the magnetic bead isolation include the rapid isolation (<1 h), multiplexing 6 samples at a time, and least amount of instrumentation. The limitation of magnetic bead-based approaches is the single dimension of labeling as compared with FACS.

Cartridge-based FACS is a new iteration of FACS and produced nearly equivalent cell purities as traditional cytometry-based FACS but with greater cell yield. Given the higher cell yield, cartridge-based FACS may be beneficial for applications requiring large amounts of starting material, including ChIP-seq, HiC-based techniques, proteomics, and primary microglial cultures. Another advantage of this cartridge-based approach is the self-contained nature of the system that does not produce aerosols thus not requiring biosafety containment (Roberts et al., 2021). Cytometry-based FACS produced the purest cell population and has the highest capabilities for dimensions of labeling. However, this approach is also the slowest and had the lowest cellular yield. A strict comparison of FACS methods relies on details of the gating strategies used and these can likely be tuned to emphasize highest purity or cell yield. Cytometer-based FACS easily incorporates various staining controls, which allows for detailed refinement of gating without additional cost. For cartridge-based FACS, separate cartridges are needed for staining controls, increasing the cost. Additionally, the cartridge-FACS does not have traditional forward scatter detection, but instead utilizes back scatter, making it difficult to gate cell populations from debris. Validation of cartridge-FACS sorted cells should be performed on a traditional cytometer as a control.

Combining MACS with cartridge-based FACS, to initially de-bulk microglia and then further purify, did not result in higher purity of microglia and the presence of the magnetic beads shifted signals in the FACS. Taken together, these data demonstrate that all of these approaches are valid for microglial isolation from brain and return highly pure cell populations that are suitable for molecular and biochemical analyses.

An unexpected finding of the analyses was the shift in cellularity caused by the cell suspension preparation. Neuronal cells and transcriptomic signals were depleted during cell preparation with enzymatic methods. While this has the effect of aiding microglial isolation by diminishing the majority neuronal cell population, this has profound effects on neuronal cell isolation studies. Mechanical dissociation at low temperature retained a much higher proportion of neuronal cells. Outside of these studies, others have also observed that alternative cell preparation methods cause less neuronal cell loss (Saxena et al., 2012). We did not test alternate cell preparation approaches such as these for their differential effects on microglial *ex vivo* activation and it remains possible that these different methods, through causing less cell death, could lead to less microglial activation. The large neuronal loss during cell preparation may contribute to microglia activation *ex vivo* given that low temperature mechanical dissociation demonstrated lower activational signal, though this is only an association.

Using TRAP isolation of the microglial translatome as a baseline measure of microglia, induction of *ex vivo* activational pathways occurred during enzymatic and mechanical cell preparation and was sustained during microglial isolation, independent of sort method. Compared with previous studies of these activational artifacts (Ayata et al., 2018; Haimon et al., 2018; Marsh et al., 2020) we found a common set of activational markers centered on immediate early genes. This unified set of markers can be used in future studies as markers of artifactual microglial cell activation. More broadly the use of ribosomal tagging methodologies to provide a comparator for optimizing cell preparation could be applied to any relevant organ.

The use of transcriptional and translational inhibitors (Marsh et al., 2020; Wu et al., 2017) during the cell preparation was investigated in the context of acutely isolating cells for immediate use in downstream molecular and biochemical analyses. Addition of transcriptional and translational inhibitors blocked much of the *ex vivo* activational artifacts without otherwise changing the cell phenotype. Whether this is a valid approach for cells that will subsequently be cultured was not assessed. Nonetheless, as studies also delve into microglial heterogeneity at the single-cell level (Stratoulias et al., 2019; Masuda et al., 2020b) inclusion of inhibitors in the preparation and enrichment of microglia can reduce artifacts in these single-cell studies as well (Marsh et al., 2020). Application of transcriptional and translational inhibitors in the context of specific CNS pathologies should be validated on a case-by-case basis, potentially using the same approaches presented here. As an alternative to enzymatic and mechanical dissociation, mechanical dissociation conducted entirely at 4°C also avoids *ex vivo* activation of microglia. However, the cell/RNA yields and RNA integrity associated with mechanical dissociation was much lower than that obtained with enzymatic and mechanical dissociation.

Collectively, our data demonstrate that a variety of microglial isolation methods can be used with equivalent results and tuned to the needs of the specific study. In addition, activational artifacts occur during cell preparation and can be prevented by inclusion of specific inhibitors early in the cell preparation protocol or by avoiding high temperatures. The different cell sorting methods did not show additional activational effects or differences between methods, indicating that concerns over artifacts should not drive isolation method selection. Addition of transcriptional and translational inhibitors during cell preparation reduces *ex vivo* artifacts and is an easily implementable approach to avoid potential confounds.

## References

[B1] Aird KM, Iwasaki O, Kossenkov AV, Tanizawa H, Fatkhutdinov N, Bitler BG, Le L, Alicea G, Yang TL, Johnson FB, Noma KI, Zhang R (2016) HMGB2 orchestrates the chromatin landscape of senescence-associated secretory phenotype gene loci. J Cell Biol 215:325–334. 10.1083/jcb.201608026 27799366PMC5100296

[B2] Avignone E, Lepleux M, Angibaud J, Nägerl UV (2015) Altered morphological dynamics of activated microglia after induction of status epilepticus. J Neuroinflammation 12:202. 10.1186/s12974-015-0421-6 26538404PMC4634193

[B3] Ayata P, Badimon A, Strasburger HJ, Duff MK, Montgomery SE, Loh YHE, Ebert A, Pimenova AA, Ramirez BR, Chan AT, Sullivan JM, Purushothaman I, Scarpa JR, Goate AM, Busslinger M, Shen L, Losic B, Schaefer A (2018) Epigenetic regulation of brain region-specific microglia clearance activity. Nat Neurosci 21:1049–1060. 10.1038/s41593-018-0192-3 30038282PMC6090564

[B4] Bohlen CJ, Bennett FC, Bennett ML (2019) Isolation and culture of microglia. Curr Protoc Immunol 125:e70. 10.1002/cpim.70 30414379PMC6510657

[B5] Bordt EA, Block CL, Petrozziello T, Sadri-Vakili G, Smith CJ, Edlow AG, Bilbo SD (2020) Isolation of microglia from mouse or human tissue. STAR Protoc 1:100035.3278303010.1016/j.xpro.2020.100035PMC7416840

[B6] Borovcanin MM, Jovanovic I, Radosavljevic G, Pantic J, Minic Janicijevic S, Arsenijevic N, Lukic ML (2017) Interleukin-6 in schizophrenia—is there a therapeutic relevance? Front Psychiatry 8:221. 10.3389/fpsyt.2017.0022129163240PMC5681495

[B7] Butovsky O, Weiner HL (2018) Microglial signatures and their role in health and disease. Nat Rev Neurosci 19:622–635. 10.1038/s41583-018-0057-5 30206328PMC7255106

[B8] Cahoy JD, Emery B, Kaushal A, Foo LC, Zamanian JL, Christopherson KS, Xing Y, Lubischer JL, Krieg PA, Krupenko SA, Thompson WJ, Barres BA (2008) A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J Neurosci 28:264–278. 10.1523/JNEUROSCI.4178-07.2008 18171944PMC6671143

[B60] Chucair-Elliott AJ, Ocanas SR, Stanford DR, Hadad N, Wronowski W, Otalora L, Stout MB, Freeman WM (2019) Tamoxifen induction of Cre recombinase does not cause long-lasting or sexually divergent responses in the CNS epigenome or transcriptome: implications for the design of aging studies. Geroscience 41:691–708.3149314710.1007/s11357-019-00090-2PMC6885072

[B9] Chucair-Elliott AJ, Ocañas SR, Stanford DR, Ansere VA, Buettner KB, Porter H, Eliason NL, Reid JJ, Sharpe AL, Stout MB, Beckstead MJ, Miller BF, Richardson A, Freeman WM (2020) Inducible cell-specific mouse models for paired epigenetic and transcriptomic studies of microglia and astroglia. Commun Biol 3:693. 10.1038/s42003-020-01418-x 33214681PMC7678837

[B10] Colonna M, Butovsky O (2017) Microglia function in the central nervous system during health and neurodegeneration. Annu Rev Immunol 35:441–468. 10.1146/annurev-immunol-051116-052358 28226226PMC8167938

[B11] Cuadros MA, Navascués J (1998) The origin and differentiation of microglial cells during development. Prog Neurobiol 56:173–189. 10.1016/s0301-0082(98)00035-5 9760700

[B12] DePaula-Silva AB, Gorbea C, Doty DJ, Libbey JE, Sanchez JMS, Hanak TJ, Cazalla D, Fujinami RS (2019) Differential transcriptional profiles identify microglial- and macrophage-specific gene markers expressed during virus-induced neuroinflammation. J Neuroinflammation 16:152. 10.1186/s12974-019-1545-x 31325960PMC6642742

[B13] Dubbelaar ML, Kracht L, Eggen BJL, Boddeke EWGM (2018) The kaleidoscope of microglial phenotypes. Front Immunol 9:1753–1753. 10.3389/fimmu.2018.01753 30108586PMC6079257

[B14] Faraco G, Park L, Anrather J, Iadecola C (2017) Brain perivascular macrophages: characterization and functional roles in health and disease. J Mol Med (Berl) 95:1143–1152. 10.1007/s00109-017-1573-x 28782084PMC5812456

[B15] Gallant S, Gilkeson G (2006) ETS transcription factors and regulation of immunity. Arch Immunol Ther Exp (Warsz) 54:149–163. 10.1007/s00005-006-0017-z 16652219

[B16] Haage V, Semtner M, Vidal RO, Hernandez DP, Pong WW, Chen Z, Hambardzumyan D, Magrini V, Ly A, Walker J, Mardis E, Mertins P, Sauer S, Kettenmann H, Gutmann DH (2019) Comprehensive gene expression meta-analysis identifies signature genes that distinguish microglia from peripheral monocytes/macrophages in health and glioma. Acta Neuropathol Commun 7:20. 10.1186/s40478-019-0665-y 30764877PMC6376799

[B17] Haimon Z, Volaski A, Orthgiess J, Boura-Halfon S, Varol D, Shemer A, Yona S, Zuckerman B, David E, Chappell-Maor L, Bechmann I, Gericke M, Ulitsky I, Jung S (2018) Re-evaluating microglia expression profiles using RiboTag and cell isolation strategies. Nat Immunol 19:636–644. 10.1038/s41590-018-0110-6 29777220PMC5986066

[B18] Hammond TR, Dufort C, Dissing-Olesen L, Giera S, Young A, Wysoker A, Walker AJ, Gergits F, Segel M, Nemesh J, Marsh SE, Saunders A, Macosko E, Ginhoux F, Chen J, Franklin RJM, Piao X, McCarroll SA, Stevens B (2019) Single-cell RNA sequencing of microglia throughout the mouse lifespan and in the injured brain reveals complex cell-state changes. Immunity 50:253–271.e6. 10.1016/j.immuni.2018.11.004 30471926PMC6655561

[B19] Han J, Fan Y, Zhou K, Blomgren K, Harris RA (2021) Uncovering sex differences of rodent microglia. J Neuroinflammation 18:74. 10.1186/s12974-021-02124-z 33731174PMC7972194

[B20] Hickman SE, Kingery ND, Ohsumi TK, Borowsky ML, Wang LC, Means TK, El Khoury J (2013) The microglial sensome revealed by direct RNA sequencing. Nat Neurosci 16:1896–1905. 10.1038/nn.3554 24162652PMC3840123

[B21] Holt LM, Olsen ML (2016) Novel applications of magnetic cell sorting to analyze cell-type specific gene and protein expression in the central nervous system. PLoS One 11:e0150290. 10.1371/journal.pone.0150290 26919701PMC4769085

[B22] Hou Y, Wei Y, Lautrup S, Yang B, Wang Y, Cordonnier S, Mattson MP, Croteau DL, Bohr VA (2021) NAD^+^ supplementation reduces neuroinflammation and cell senescence in a transgenic mouse model of Alzheimer’s disease via cGAS–STING. Proc Natl Acad Sci USA 118:e2011226118. 10.1073/pnas.201122611834497121PMC8449423

[B23] Hu Y, Fryatt GL, Ghorbani M, Obst J, Menassa DA, Martin-Estebane M, Muntslag TAO, Olmos-Alonso A, Guerrero-Carrasco M, Thomas D, Cragg MS, Gomez-Nicola D (2021) Replicative senescence dictates the emergence of disease-associated microglia and contributes to Aβ pathology. Cell Rep 35:109228. 10.1016/j.celrep.2021.109228 34107254PMC8206957

[B24] Hupe M, Li MX, Kneitz S, Davydova D, Yokota C, Kele J, Hot B, Stenman JM, Gessler M (2017) Gene expression profiles of brain endothelial cells during embryonic development at bulk and single-cell levels. Sci Signal 10:eaag2476. 10.1126/scisignal.aag247628698213

[B25] Iwanaszko M, Kimmel M (2015) NF-κB and IRF pathways: cross-regulation on target genes promoter level. BMC genomics 16:307–307. 10.1186/s12864-015-1511-7 25888367PMC4430024

[B26] Kaiser T, Feng G (2019) Tmem119-EGFP and Tmem119-CreERT2 transgenic mice for labeling and manipulating microglia. eNeuro 6:ENEURO.0448-18.2019. 10.1523/ENEURO.0448-18.2019PMC671220831371457

[B27] Konishi H, Kobayashi M, Kunisawa T, Imai K, Sayo A, Malissen B, Crocker PR, Sato K, Kiyama H (2017) Siglec-H is a microglia-specific marker that discriminates microglia from CNS-associated macrophages and CNS-infiltrating monocytes. Glia 65:1927–1943. 10.1002/glia.23204 28836308

[B28] Lana D, Ugolini F, Nosi D, Wenk GL, Giovannini MG (2021) The emerging role of the interplay among astrocytes, microglia, and neurons in the hippocampus in health and disease. Front Aging Neurosci 13:651973. 10.3389/fnagi.2021.651973 33889084PMC8055856

[B29] Liao Y, Wang J, Jaehnig EJ, Shi Z, Zhang B (2019) WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Res 47:W199–W205. 10.1093/nar/gkz401 31114916PMC6602449

[B30] Marsh SE, Kamath T, Walker AJ, Dissing-Olesen L, Hammond TR, Young AMH, Abdulraouf A, Nadaf N, Dufort C, Murphy S, Kozareva V, Vanderburg C, Hong S, Bulstrode H, Hutchinson PJ, Gaffney DJ, Franklin RJM, Macosko EZ, Stevens B (2020) Single cell sequencing reveals glial specific responses to tissue processing & enzymatic dissociation in mice and humans. bioRxiv. doi: 10.1101/2020.12.03.408542.

[B31] Marschallinger J, Iram T, Zardeneta M, Lee SE, Lehallier B, Haney MS, Pluvinage JV, Mathur V, Hahn O, Morgens DW, Kim J, Tevini J, Felder TK, Wolinski H, Bertozzi CR, Bassik MC, Aigner L, Wyss-Coray T (2020) Lipid-droplet-accumulating microglia represent a dysfunctional and proinflammatory state in the aging brain. Nat Neurosci 23:194–208. 10.1038/s41593-019-0566-1 31959936PMC7595134

[B32] Masuda T, Amann L, Sankowski R, Staszewski O, Lenz M, D Errico P, Snaidero N, Costa Jordão MJ, Böttcher C, Kierdorf K, Jung S, Priller J, Misgeld T, Vlachos A, Meyer-Luehmann M, Knobeloch KP, Prinz M (2020a) Novel Hexb-based tools for studying microglia in the CNS. Nat Immunol 21:802–815. 10.1038/s41590-020-0707-4 32541832

[B33] Masuda T, Sankowski R, Staszewski O, Prinz M (2020b) Microglia heterogeneity in the single-cell era. Cell Rep 30:1271–1281. 10.1016/j.celrep.2020.01.010 32023447

[B34] Matsuda S, Miura E, Matsuda K, Kakegawa W, Kohda K, Watanabe M, Yuzaki M (2008) Accumulation of AMPA receptors in autophagosomes in neuronal axons lacking adaptor protein AP-4. Neuron 57:730–745. 10.1016/j.neuron.2008.02.012 18341993

[B35] McKenzie AT, Wang M, Hauberg ME, Fullard JF, Kozlenkov A, Keenan A, Hurd YL, Dracheva S, Casaccia P, Roussos P, Zhang B (2018) Brain cell type specific gene expression and co-expression network architectures. Sci Rep 8:8868. 10.1038/s41598-018-27293-529892006PMC5995803

[B36] McKinsey GL, Lizama CO, Keown-Lang AE, Niu A, Santander N, Larpthaveesarp A, Chee E, Gonzalez FF, Arnold TD (2020) A new genetic strategy for targeting microglia in development and disease. Elife 9:e54590. 10.7554/eLife.5459032573436PMC7375817

[B37] Mootha VK, et al. (2003) PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet 34:267–273. 10.1038/ng1180 12808457

[B38] Nikodemova M, Watters JJ (2012) Efficient isolation of live microglia with preserved phenotypes from adult mouse brain. J Neuroinflammation 9:147. 10.1186/1742-2094-9-147 22742584PMC3418565

[B39] Okaty BW, Sugino K, Nelson SB (2011) Cell type-specific transcriptomics in the brain. J Neurosci 31:6939–6943. 10.1523/JNEUROSCI.0626-11.2011 21562254PMC3142746

[B40] Pan J, Wan J (2020) Methodological comparison of FACS and MACS isolation of enriched microglia and astrocytes from mouse brain. J Immunol Methods 486:112834. 10.1016/j.jim.2020.112834 32810482

[B41] Prinz M, Jung S, Priller J (2019) Microglia biology: one century of evolving concepts. Cell 179:292–311. 10.1016/j.cell.2019.08.053 31585077

[B42] Provenzano F, Pérez MJ, Deleidi M (2021) Redefining microglial identity in health and disease at single-cell resolution. Trends Mol Med 27:47–59. 10.1016/j.molmed.2020.09.001 33008729

[B43] Reichard A, Asosingh K (2019) Best practices for preparing a single cell suspension from solid tissues for flow cytometry. Cytometry A 95:219–226. 10.1002/cyto.a.23690 30523671PMC6375754

[B44] Roberts MR, Anderson R, Carmody W, Bosio CM (2021) Validation and application of a benchtop cell sorter in a biosafety level 3 containment setting. Appl Biosaf 26:205–209. 10.1089/apb.20.0065PMC913433736034097

[B45] Rock RB, Gekker G, Hu S, Sheng WS, Cheeran M, Lokensgard JR, Peterson PK (2004) Role of microglia in central nervous system infections. Clin Microbiol Rev 17:942–964. 10.1128/CMR.17.4.942-964.2004 15489356PMC523558

[B46] Roh HC, Tsai LT, Lyubetskaya A, Tenen D, Kumari M, Rosen ED (2017) Simultaneous transcriptional and epigenomic profiling from specific cell types within heterogeneous tissues in vivo. Cell Rep 18:1048–1061. 10.1016/j.celrep.2016.12.087 28122230PMC5291126

[B47] Salter MW, Stevens B (2017) Microglia emerge as central players in brain disease. Nat Med 23:1018–1027. 10.1038/nm.4397 28886007

[B48] Saxena A, Wagatsuma A, Noro Y, Kuji T, Asaka-Oba A, Watahiki A, Gurnot C, Fagiolini M, Hensch TK, Carninci P (2012) Trehalose-enhanced isolation of neuronal sub-types from adult mouse brain. Biotechniques 52:381–385. 10.2144/0000113878 22668417PMC3696583

[B49] Sierra A, Abiega O, Shahraz A, Neumann H (2013) Janus-faced microglia: beneficial and detrimental consequences of microglial phagocytosis. Front Cell Neurosci 7:6. 10.3389/fncel.2013.00006 23386811PMC3558702

[B50] Singh-Manoux A, Dugravot A, Brunner E, Kumari M, Shipley M, Elbaz A, Kivimaki M (2014) Interleukin-6 and C-reactive protein as predictors of cognitive decline in late midlife. Neurology 83:486–493. 10.1212/WNL.0000000000000665 24991031PMC4141998

[B51] Stratoulias V, Venero JL, Tremblay ME, Joseph B (2019) Microglial subtypes: diversity within the microglial community. EMBO J 38:e101997. 10.15252/embj.2019101997 31373067PMC6717890

[B52] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102:15545–15550. 10.1073/pnas.0506580102 16199517PMC1239896

[B53] Tu Y, Wu X, Yu F, Dang J, Wang J, Wei Y, Cai Z, Zhou Z, Liao W, Li L, Zhang Y (2019) Tristetraprolin specifically regulates the expression and alternative splicing of immune response genes in HeLa cells. BMC Immunol 20:13. 10.1186/s12865-019-0292-1 31046669PMC6498542

[B54] Von Bernhardi R, Eugenín-von Bernhardi L, Eugenín J (2015) Microglial cell dysregulation in brain aging and neurodegeneration. Front Aging Neurosci 7:124. 10.3389/fnagi.2015.00124 26257642PMC4507468

[B55] Wu YE, Pan L, Zuo Y, Li X, Hong W (2017) Detecting activated cell populations using single-cell RNA-seq. Neuron 96:313–329.e6. 10.1016/j.neuron.2017.09.026 29024657

[B56] Ye SM, Johnson RW (1999) Increased interleukin-6 expression by microglia from brain of aged mice. J Neuroimmunol 93:139–148. 10.1016/s0165-5728(98)00217-3 10378877

[B57] Yeh H, Ikezu T (2019) Transcriptional and epigenetic regulation of microglia in health and disease. Trends Mol Med 25:96–111. 10.1016/j.molmed.2018.11.004 30578089PMC6377292

[B58] Yona S, Kim KW, Wolf Y, Mildner A, Varol D, Breker M, Strauss-Ayali D, Viukov S, Guilliams M, Misharin A, Hume DA, Perlman H, Malissen B, Zelzer E, Jung S (2013) Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity 38:79–91. 10.1016/j.immuni.2012.12.001 23273845PMC3908543

[B59] Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, Keeffe S, Phatnani HP, Guarnieri P, Caneda C, Ruderisch N, Deng S, Liddelow SA, Zhang C, Daneman R, Maniatis T, Barres BA, Wu JQ (2014) An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J Neurosci 34:11929–11947. 10.1523/JNEUROSCI.1860-14.2014 25186741PMC4152602

How the deposited data were processed for this re-analysis (not part of the article)

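The RNA-Seq libraries of the study fall into a sort comparison and a cell preparation comparison, both from brains of Cx3cr1-NuTRAP mice. The sort comparison has 48 libraries, which are the Input and TRAP fractions of tissue, of the cell suspension, and of cells from the 4 sort methods. Tissue, Cell, autoMACS, and FACSAria have 4 mice per group, autoMACS to Tyto has 3, and Tyto has 5. The cell preparation comparison has 32 libraries, which are the Input and TRAP fractions of tissue, of the Dounce preparation, and of cell suspensions made without and with transcription and translation inhibitors, from 4 mice per group. An earlier table holds the 24 libraries of the cell preparation comparison other than the Dounce libraries. Condition and fraction of each library were taken from the sample records and the library names, and mouse number, sex, and replicate from the supplement of the paper. The Tissue-Input libraries of the sort comparison are not listed there, so their mouse number comes from the library name and their sex and replicate from the same mouse in TRAP. Groups share mice where the same mouse number is given for both. In the sort comparison no mouse gave both a sorted and an unsorted library. The label of each library was checked against *Xist* and *Ddx3y*, which matched the recorded sex in every library.

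The authors sequenced stranded poly(A) libraries and processed the reads in Strand NGS. They trimmed adapters and bases of low quality, aligned the reads to the mm10 genome with the strand taken into account, removed duplicate reads, and quantified the reads per gene. The expected count values in the deposited tables are the authors' read counts per gene, which Strand NGS leaves mostly not whole. In the sort table 33.2% of the values are whole, in the cell preparation table 20.8%, and in the earlier table 11.4%. The log2 values in the deposited tables were made by the authors from these counts with DESeq2's size factors and then baselined, per gene, to the median of the Tissue-Input libraries. The tables list only genes with more than 5 reads in every sample of at least 1 group, which left 15919 genes in the sort table, 16000 in the cell preparation table, and 15535 in the earlier table. In each table 23 gene symbols had been turned into dates by a spreadsheet and were restored from their identifiers. Gene identifiers and coordinates come from the authors' tables, on mm10.

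The depth of a library is the sum of its expected counts over the listed genes. It ranged from 7129464 to 20168116 (median 15211942) in the sort comparison and from 2471448 to 14650287 (median 10179908) in the cell preparation comparison, where Dounce-TRAP was lowest (median 3403594). Genes counted only a few times carry little precision, so no fold change of a single gene is printed for a group whose libraries all held 3 counts or fewer of it. Such genes still enter the counts of genes and the medians of gene lists, where their fold changes depend on the prior counts of the model. Expected counts were rounded to whole numbers before the count models.

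The sets of libraries fitted were the Input and the TRAP fractions of each comparison. All groups of a set entered one fit, since the authors compare them in one analysis of variance, and the group was the only factor. Genes with more than 5 counts in every sample of at least 1 group of the set were kept. Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. A gene was called at a Benjamini-Hochberg FDR under 0.1 and a fold change above 2, in either direction, the thresholds the authors give. For the F tests across several groups, the largest fold change between any 2 of the groups had to be above 2. Each standard error is the size of the log2 fold change divided by the square root of its F statistic. Pooled contrasts give every sort the same weight. Some mice gave libraries of more than 1 sort, and these contrasts and the F tests across the sorts treat such libraries as independent. The Tissue and Cell libraries of the sort comparison were also fitted together, to compare TRAP with Input and to test the interaction of preparation and fraction.

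Gene lists were copied from the paper and its supplement. They hold 282 microglial, 138 astrocytic, 194 oligodendrocytic, 97 neuronal, and 235 endothelial markers, 113 microglial and 174 macrophage genes of Figure 3, 11 genes of the response to IL-6, 6 cytokines, 8 chemokines, 14 genes of the response to oxidative stress, and 21 ex vivo activational genes. A list was summarized by the median log2 fold change of its tested genes. It was tested with the fry test of limma 3.58.1 on the counts of the fit, two-sided, and the p-values were adjusted over the lists and contrasts of a fit, with a threshold of 0.05. Enrichment scores follow the weighted running sum of GSEA on the signal-to-noise ratio of linear TMM-normalized CPM. Their p-values are exact, from all splits of the libraries into groups of the same sizes, and two-sided. PCA used log2(CPM + 1), centred per gene and not scaled.

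The genes named singly were chosen by a rule set in advance. They are the genes the paper names or draws singly, the members of the IL-6, cytokine, chemokine, oxidative stress, and 21-gene lists, *Xist* and *Ddx3y* for sex, *Cx3cr1* for the reporter, and up to 3 of the largest rises and falls per contrast. These last had to pass the thresholds, not overlap between the groups, and reach 10 CPM in the higher group. Not every gene of the rule is printed.

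Where 2 groups share mice, the contrast was repeated with the mouse as a block, with only those 2 groups and the mice that gave both libraries. The pairing was checked by correlating, across genes, the deviations of a mouse's libraries from their group means, within a mouse and between mice. Because of the centring, the value between mice follows nearly from the value within a mouse and adds no information.

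The alternatives were an FDR under 0.05, DESeq2's size factors in edgeR, no low-count filter, genes with at least 10 counts in every sample, limma on the authors' log2 values, the Wald or likelihood ratio test of DESeq2 1.42.0, only the compared groups in the fit, the block, and leaving out each replicate in turn. For PCA they were scaling to unit variance, log2(CPM + 0.1), the authors' log2 values, and DESeq2's size factors. For gene lists they included only genes with a mean of at least 10 counts. These choices were made before the data were examined, and not every alternative was run for every result. Added after seeing the data were the block for the cell-type marker lists in Cell-TRAP against Tissue-TRAP, and the earlier table without the Dounce libraries.

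The steps were tested on simulated data built on the gene levels, dispersions, and library sizes of the study, with 4 libraries per changed group. The simulated changes were 4-fold, as many rises as falls, and placed in a single group. edgeR recovered 174 of 199 genes simulated with a change, with 9 false calls among 13996 genes. DESeq2 recovered 180 with 21 false calls, and limma 171 with 5. For the interaction, edgeR recovered 183 of 200 genes with 3 false calls. In the study itself 52.4% of the tested genes were called in autoMACS-Input against Cell-Input, with 3048 higher and 4849 lower. The simulation does not show how the steps perform under so wide and uneven a change.

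Flow cytometry, cell yields, RNA quality, over-represented pathways and transcription factors, and digital cytometry were not analysed here, because the processed RNA-Seq tables do not hold what they need. Reads were not aligned again. No library was left out. The results of some single genes are not reported here.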

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

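The test of other cell types in replicate 3 of autoMACS-Input was chosen only after the result was seen. The thresholds, the comparisons, and the alternatives named in the processing summary were set before the data were examined.

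In 281 groups of 4 or 5 libraries, the replicate farthest from the others was tested with Dixon's ratio, which is its gap to the nearest replicate divided by the range of the group. At the 95% critical value about 1 in 20 groups lies apart by chance, which comes to 14.1 groups, and 22 did. Library totals gave 0 of 18, gene lists 6 (5.25 expected), and single genes 16 of 158 (7.9 expected). The genes and lists share their libraries, so these groups are not independent. No biological explanation was tested for a single library that lies apart, because the design gives each mouse of a group the same condition.

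Among the gene lists, the ratio was 0.834 for the astrocytic markers in Cell-Input, where replicate 1 was lowest. It was 0.844 for the oligodendrocytic markers in FACSAria-Input (replicate 1 highest) and 0.846 for the neuronal markers in autoMACS-Input (replicate 3 highest). The cytokine genes gave 0.832 in Cell-TRAP (replicate 1 highest) and 0.845 in FACSAria-TRAP (replicate 2 highest). The microglial markers gave 0.919 in Cell-Input (+) Inhibitors, where replicate 2 was highest. For the lists of FACSAria-Input, Cell-Input, and the TRAP groups no technical explanation was tested.

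Among single genes of the Input libraries, the ratio was 0.853 for *P2ry12* in autoMACS-Input (replicate 3 lowest), 0.85 for *Ly6c1* in Cell-Input (replicate 1 lowest), and 0.834 for *Cd163* in Cell-Input (replicate 1 highest). *Emb* gave 0.899 in Cell-Input (replicate 2 lowest) and 0.974 in FACSAria-Input (replicate 1 highest), and *Gda* gave 0.85 in Cell-Input (replicate 4 highest). Replicate 1 of FACSAria-Input was also the highest in the oligodendrocytic markers, and replicate 1 of Cell-Input the lowest in the astrocytic markers. Whether these have a common origin was not tested.

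In the TRAP libraries of the sort comparison, the ratio was 0.951 for *Il6st* in Tissue-TRAP (replicate 2 lowest), 0.866 for *Ccl2* in Tissue-TRAP (replicate 4 lowest, with 2 counts), and 0.874 for *Hspa1a* in Tissue-TRAP (replicate 1 highest). In Cell-TRAP, replicate 1 was the highest in *Ccl2* (0.875) and *Il1a* (0.934). *Ccl3* gave 0.916 in FACSAria-TRAP (replicate 2 highest), and *Srsf2* gave 0.945 in autoMACS-TRAP (replicate 4 highest). In the cell preparation comparison, *Zfp36* gave 0.885 in Cell-TRAP (+) Inhibitors (replicate 2 highest), *Cxcl10* gave 0.931 in Dounce-TRAP (replicate 1 lowest, with 8 counts), and *Srsf2* gave 0.845 in Dounce-TRAP (replicate 3 highest). Replicate 1 of Cell-TRAP lay apart in *Ccl2*, in *Il1a*, and in the cytokine list that holds *Il1a*, so these are not independent findings.

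Replicate 3 of autoMACS-Input was lowest in *P2ry12* and highest in the neuronal markers, and it has the smallest total of its group. RNA of other cell types was tested as an explanation, by asking whether replicate 3 lay above the other replicates by more than their range. It did in 2 of 4 marker lists of other cell types, the neuronal (gap 0.30 against a range of 0.05) and the astrocytic (gap 0.20 against 0.16), but not in the oligodendrocytic (0.12 against 0.18) or the endothelial (0.03 against 0.33). The neuronal list is among the results that set this library apart, so only the astrocytic list adds to them. Library depth was tested by thinning the group to the total of replicate 3. This left 97.07% of its gap in the microglial markers (0.244 at full depth, 0.237 thinned), so depth does not account for the gap in these markers. Depth was not tested in this way for the neuronal markers or for *P2ry12* alone. RNA that stays in the nucleus was tested with 8 noncoding nuclear RNAs, written down before this test and tested because *Xist* was high in this library. Their median log2 ratio to the other replicates was 2.11, at percentile 100 of 10000 random lists of matched expression. A higher share of nuclear RNA in this library is therefore a candidate explanation, and whether it also holds more RNA of other cell types is not settled.

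The effect of cell preparation differed between the TRAP and Input fractions of the same mice. The interaction of preparation and fraction was past the thresholds in 5902 genes (814 higher, 5088 lower in TRAP), and in 5883 genes with the mouse as a replicate block. limma on the authors' log2 values moved its median over all genes by -0.34 and gave 320 higher and 6133 lower genes. The deviations of a mouse's Cell-TRAP and Cell-Input libraries correlated at 0.37 within a mouse and -0.12 between mice. The pairing of the mice leaves 8 splits, and only the real one, 1 of the 8, gave as many genes. The 21 ex vivo activational genes rose more in TRAP than in Input, by a median of 1.29 on the log2 scale (adjusted p = 9.51e-05, fry test of limma, 19 of 21 genes), and only the real split, 1 of 8, gave a median as large. A different share of microglial RNA in each fraction was tested as an explanation. The 113 microglial genes moved the opposite way, with a median of -1.52, and the 2 medians were 2.80 apart. Genes confined to microglia do not show how far other cells mask the 21 genes in Input, so this test does not rule the share out. TRAP of the suspension raised the 21 genes by a median of 2.17 and TRAP of the tissue by 0.26. With 8 splits no share can fall under 0.05 whatever the data, so the splits cannot decide on chance, and the largest median of another split was 0.387. No biological explanation is put forward.

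The paper's text reports no genes that differ between Cell-Input and Tissue-Input in the sort comparison, or between TRAP and Input. Its methods do name an analysis of variance in which the TRAP fraction is a factor. Cell-Input differed from Tissue-Input in 7187 genes (4030 higher, 3157 lower), and in 7205 with the mouse as a replicate block, for which the correlation was -0.03 within a mouse and 0.0095 between mice. In tissue, TRAP differed from Input in 1913 genes (1405 higher, 508 lower), and in 1829 with the block, where the correlation was 0.18 within a mouse and -0.06 between mice. In the cell suspension it differed in 7486 genes (2323 higher, 5163 lower), and in 7201 with the block. In each of these 3 comparisons only the real split, 1 of 8, gave as many genes, and with 8 splits the share cannot fall under 0.05. These differences hold the change in the mix of cell types that preparation and TRAP bring about, for which the tests are given with the other observations.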

How the results depend on the processing

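No test in this part was chosen only after the result was seen. The earlier table of the cell preparation libraries, and the mouse as a block for the cell-type markers in Cell-TRAP against Tissue-TRAP, were chosen as alternatives after seeing the data. The chemokine genes of the cell preparation comparison were not run with at least 10 counts in every sample, which leaves 5 results of gene lists without a value there.

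Of 34 counts of genes, 4 stayed within 1.5 times their value under each alternative run for them, which were Dounce-Input against Tissue-Input, Dounce-Input against Cell-Input (−) Inhibitors, Cell-Input against Tissue-Input in the sort comparison, and the 84 genes raised by preparation and lowered by inhibitors. The mouse as a block was not run for the 84 genes, and it gave 135 lower genes for the inhibitors in TRAP (93 without). limma on the authors' log2 values changed none of the 34, and the earlier table none of 7. Of 93 results of gene lists, 86 kept their direction and their side of the threshold under each alternative run for them, and the mouse as a block changed 0 of 12. Of 8 enrichment scores, 4 did so, and of 124 results for single genes, 100.

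Genes with at least 10 counts in every sample changed 29 of 34 counts. That filter also removes genes from testing, leaving 10332 of 15076 in the Input libraries and 10239 of 14953 in the TRAP libraries of the sort comparison. Against Cell-Input it gave 3432 genes for autoMACS (7897 above), 3364 for autoMACS to Tyto (7788), 3415 for Tyto (7929), and 3452 for FACSAria (7854), with 2780 changed the same way in all 4 (6722). Between sorted Input groups it gave 85 for autoMACS to Tyto against autoMACS (152), 0 for Tyto against FACSAria (35, with 368 at an unadjusted p under 0.05), and 263 in the F test (805). Against Tissue-TRAP it gave 4381 for Cell-TRAP (8126), 4556 for autoMACS (9126), 4902 for autoMACS to Tyto (9422), 4877 for Tyto (9458), and 4890 for FACSAria (9422), with 3725 changed the same way in all (7106). For Sort-TRAP against Cell-TRAP it gave 440 (3651), for autoMACS to Tyto-TRAP against autoMACS-TRAP 96 (354), for Tyto-TRAP against FACSAria-TRAP 0 (14, with 789 at an unadjusted p under 0.05), and for the F test 173 (624).

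In the cell preparation comparison that filter gave 4565 genes for Cell-Input (−) Inhibitors (7043), 4617 for Cell-Input (+) Inhibitors (7187), and 32 between them (49). In TRAP it gave 4675 for Dounce-TRAP (7407), 4770 for Cell-TRAP (−) Inhibitors (7826), 4624 for Cell-TRAP (+) Inhibitors (7776), 1892 for Dounce-TRAP against Cell-TRAP (−) Inhibitors (4228), and 6318 in the F test (9976). TRAP against Input gave 1108 in tissue (1913) and 4732 in the cell suspension (7486), and the interaction 3778 (5902).

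An FDR under 0.05 changed 6 counts, to 53 for autoMACS to Tyto-Input against autoMACS-Input, 17 for Tyto-Input against FACSAria-Input, 434 in the F test of the sorted Input groups, 204 for autoMACS to Tyto-TRAP against autoMACS-TRAP, 0 for Tyto-TRAP against FACSAria-TRAP (1317 at an unadjusted p under 0.05), and 406 in the F test of the sorted TRAP groups. The DESeq2 Wald or likelihood ratio test changed 5, to 488, 112, and 1363 in Input, and to 136 for Tyto-TRAP against FACSAria-TRAP and 1149 in the F test of TRAP. With only the compared groups in the fit, autoMACS to Tyto-Input against autoMACS-Input gave 0 (1164 at an unadjusted p under 0.05), Tyto-Input against FACSAria-Input 0 (876), and the same pairs in TRAP 229 and 46. The F tests refitted in that way gave 484 in Input (805) and 394 in TRAP (624), and the 84 genes became 91. The replicate block gave 0 for Tyto-Input against FACSAria-Input (791 at an unadjusted p under 0.05) and 150 for the inhibitors in TRAP (94 without the block). Tyto-TRAP against FACSAria-TRAP gave 0 with DESeq2's size factors (1319 at an unadjusted p under 0.05) and 0 without a low-count filter (1387). The cause was not tested.

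Leaving out 1 replicate at a time, autoMACS to Tyto-Input against autoMACS-Input ranged from 7 to 497 genes over 7 fits and Tyto-Input against FACSAria-Input from 0 to 182 over 9 fits (886 to 1160 at an unadjusted p under 0.05). autoMACS to Tyto-TRAP against autoMACS-TRAP ranged from 183 to 382, and Tyto-TRAP against FACSAria-TRAP from 0 to 13 (1048 to 1385 at an unadjusted p under 0.05). The other 30 counts stayed within 1.5 times, among them the 84 genes (73 to 90) and Cell-TRAP against Tissue-TRAP (8027 to 8164).

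Scaling sets where 0 lies. DESeq2's size factors moved the median log2 fold change of all genes by -0.294 to -0.328 against Cell-Input and by -0.331 to -0.365 against Tissue-TRAP. The share of called genes that were higher fell with it, from 38.6% to 29.4% for autoMACS-Input (2219 higher, 5319 lower), from 37.4% to 27.2% for autoMACS to Tyto-Input (2030 and 5428), from 37.7% to 27.5% for Tyto-Input (2073 and 5453), and from 37.5% to 27.4% for FACSAria-Input (2045 and 5431). In TRAP it fell from 46.2% to 35% for Cell-TRAP (2811 and 5210) and from 41.3% to 31.2% for autoMACS-TRAP (2751 and 6057), with 3009 and 6170 for autoMACS to Tyto-TRAP, 2981 and 6203 for Tyto-TRAP, and 3026 and 6156 for FACSAria-TRAP. limma on the authors' log2 values moved these medians by -0.391 to -0.461. It gave 1930 higher and 5606 lower genes for autoMACS-Input, 1797 and 5686 for autoMACS to Tyto-Input, 1861 and 5663 for Tyto-Input, and 1874 and 5721 for FACSAria-Input, and in TRAP 2575 and 5512 for Cell-TRAP, 2570 and 6289 for autoMACS, 2736 and 6472 for autoMACS to Tyto, 2741 and 6434 for Tyto, and 2796 and 6409 for FACSAria. It moved Dounce-TRAP against Cell-TRAP (−) Inhibitors by -0.12, where the share higher fell from 72.1% to 58.6%, and TRAP against Input in the cell suspension by -0.41, where it fell from 31% to 18.5%. Size factors moved the cell preparation comparisons by -0.06 at most.

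Among gene lists, DESeq2's size factors turned the median of the chemokine genes in Sort-TRAP against Cell-TRAP from 0.000274 to -0.0211 (adjusted p = 0.961 by the fry test of limma, 0.67 to 0.961 over the alternatives). They left the IL-6 genes in that contrast at -0.0262 with an adjusted p of 0.103 (0.0181 to 0.454 over the alternatives). Genes with at least 10 counts in every sample turned the endothelial markers in Sort-TRAP against Tissue-TRAP from -2.35 to 0.55 (adjusted p = 1.51e-08, 1.49e-09 to 8.43e-06 over the alternatives). They also turned the IL-6 genes in Sort-TRAP against Cell-TRAP to 0.0644, the chemokine genes there to -0.16, and the 21 genes in Tissue-TRAP against Tissue-Input to -0.0134 (adjusted p = 0.557, 0.0253 to 0.557 over the alternatives). Under the same filter the endothelial markers in Dounce-Input against Tissue-Input passed the test, at 0.29 (adjusted p = 0.0202, 0.0202 to 0.25 over the alternatives). In the sort comparison 106 of the 233 endothelial markers pass that filter, those counted in every library including the sorted ones. The filter thus removes markers that sorting depletes, and the change of direction in Sort-TRAP follows at least in part from it. The cause of the other changes was not tested.

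With 1 replicate left out, the median of the 174 macrophage genes in autoMACS-Input ranged from -0.11 to 0.0933, that of the IL-6 genes in Sort-TRAP against Cell-TRAP from -0.0218 to 0.16, and that of the chemokine genes there from -0.13 to 0.40. The 21 genes ranged from 0.25 to 0.43 there (adjusted p = 0.00357 to 0.0899) and from 0.16 to 0.36 in Tissue-TRAP against Tissue-Input. The endothelial markers in Dounce-Input against Tissue-Input ranged from -0.10 to 0.10. The differences of Cell-TRAP and Sort-TRAP from Tissue-TRAP in the IL-6, chemokine, and 21 genes kept their direction under each alternative run for them. For the IL-6 and chemokine lists that direction is partly fixed, since they were taken from results of these same libraries.

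Of the enrichment scores, genes with at least 10 counts in every sample took the macrophage score of autoMACS to -0.475 (exact permutation p = 0.0286, 0.0286 to 0.457 over the alternatives). Leaving out 1 replicate gave microglial scores from 0.853 to 0.960 for autoMACS, where the exact p rose to 0.0857 without replicate 1, 2, or 4 of autoMACS-Input, against a smallest possible 0.0286. It gave scores from 0.946 to 0.956 for autoMACS to Tyto, where the exact p cannot fall under 0.0667. The macrophage scores of FACSAria ranged from -0.422 to -0.381. Their exact permutation p, 0.229 with all libraries, fell to 0.0286 without replicate 1 of FACSAria-Input, the smallest possible. It was 0.0857 to 0.171 without any other replicate.

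In PCA, a share of variance counted as moved when it changed by more than the SD of the fits that left out 1 library. With genes scaled to unit variance it was 60.9% in the sorted Input libraries (85.6% unscaled), 65.6% in TRAP with 8.56% on PC2 and 5.97% on PC3 (86.5%, 7.66%, and 1.16%), and for the 21 genes 93.4% in the sort comparison (96.4%) and 85.6% in the cell preparation comparison (90.4%). With log2(CPM + 0.1) PC1 held 78.2% in Input, 83.7% in TRAP, and 87.9% for the 21 genes in the cell preparation comparison. On the authors' log2 values it held 79.9%, 85.1% (PC2 6.38%), and 87.6%. With DESeq2's size factors it held 87.7% in TRAP and 95.98% for the 21 genes of the sort comparison. Leaving out 1 library gave 82.8% to 89.1% in Input, 84.3% to 88.2% (PC2 6.15% to 8.94%, PC3 0.890% to 1.40%) in TRAP, and 95.5% to 96.9% and 87.9% to 91.9% for the 21 genes.

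Among single genes, limma on the authors' log2 values reversed *Clec4e* in Tyto-Input, to -0.18, and *Ccl3* in Sort-TRAP against Cell-TRAP, to -0.0268. Leaving out 1 replicate gave *Clec4e* -0.64 to 0.82 in Tyto-Input and -0.74 to 0.12 in autoMACS to Tyto-Input. In Sort-TRAP against Cell-TRAP it gave *Ccl2* -0.35 to 0.38, *Ccl3* -0.062 to 0.12, and *Il6* -0.11 to 0.0424. *Jun* ranged from -0.15 to 0.0708 in Dounce-TRAP against Tissue-TRAP, and *Srsf2* from -0.0094 to 0.17 in Dounce-TRAP against Cell-TRAP (−) Inhibitors. None of these 7 was past the thresholds at full data or with 1 replicate left out. DESeq2's size factors changed 5 gene results (4 weaker, 1 stronger), limma 8 (5 weaker, 1 stronger, the 2 above reversed), the Wald test 5 (4 weaker, 1 stronger), and leaving out 1 replicate 22 (11 weaker, 4 stronger, 7 reversed). The cause was not tested.

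Depth limits the genes at low counts. *Clec4e* was counted in autoMACS-Input at 21 to 46 and in FACSAria-Input at 0 to 2, and *Il6* in Tissue-TRAP of the sort comparison at 6 to 12, so folds from these groups rest on few reads. Dounce-TRAP had the lowest totals. When every TRAP library of that comparison was thinned to the smallest total, 13149 genes were tested, and the number raised by preparation and lowered by inhibitors was 77.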

Differences from the paper's values

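No test in this part was chosen only after the result was seen. Of 18 values in the paper's text that were also computed here, 4 differ, meaning that one value is more than 1.5 times the other. A log2 fold change differs when the gap exceeds the larger of the replicate SD and the paper's error, and an enrichment score, which has no error, when it differs at 3 digits.

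Genes not changed the same way in all 4 sorts against Cell-Input numbered 2333, against the paper's 297. They numbered 2347 at an FDR under 0.05, 2020 with DESeq2's size factors, 2635 without a low-count filter, 1347 with at least 10 counts in every sample, 1981 with limma on the authors' log2 values, and 2152 with the DESeq2 Wald test. None of the alternatives set before the data were examined closed the gap. The procedures are unlike, since the paper called genes by an analysis of variance and compared the sorts by a post hoc test. Here each sort was tested against Cell-Input with its own FDR and fold threshold. The paper's procedure was not among the alternatives, so the gap does not tell whether its count would be reproduced.

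Genes not changed the same way in Cell-TRAP and all 4 Sort-TRAP groups numbered 3355, against the paper's 352. In the same order the alternatives gave 3406, 3131, 3925, 1894, 3066, and 3212, and none of the alternatives set before the data were examined closed the gap. Here too the paper's analysis of variance with a post hoc test was not among them.

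PC3 of the TRAP libraries held 1.16% of the variance, against the paper's 7.2%. With genes centred and scaled to unit variance it held 5.97%, which does not differ by the criterion. With log2(CPM + 0.1) it held 1.22%, on the authors' log2 values 1.15%, and with DESeq2's size factors 1.09%, which do.

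Genes differing between the TRAP groups of the cell preparation comparison numbered 9976, against the paper's 4475. With at least 10 counts in every sample they numbered 6318, which does not differ by the criterion. At an FDR under 0.05 they numbered 9789, with DESeq2's size factors 9971, without a low-count filter 10675, with limma 10102, and with the DESeq2 likelihood ratio test 10060, which do. The filter of at least 10 counts brought this value closer, but under it 7 of 12 values in the text differ. Under each of the other alternatives run for these 12 values, 3 differ.

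The enrichment scores differ in all 8 cases, and none of the alternatives set before the data were examined closed a gap. For the microglial list they were 0.887 against the paper's 0.774 (autoMACS), 0.953 against the paper's 0.780 (autoMACS to Tyto), 0.945 against the paper's 0.768 (Tyto), and 0.952 against the paper's 0.760 (FACSAria). For the macrophage list they were -0.295 against the paper's -0.382, -0.349 against the paper's -0.390, -0.370 against the paper's -0.429, and -0.390 against the paper's -0.435. With DESeq2's size factors the macrophage scores were -0.338, -0.382, -0.409, and -0.422.

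Of 60 log2 fold changes of single genes in Figure 3C-D, 19 differ. The paper's values and their error, an SD, are computed from the per-library values in its supplement. DESeq2's size factors in edgeR left 6 of the 60 different, limma on the authors' log2 values 5, and the DESeq2 Wald test 6, and these 3 were the alternatives run for single genes.

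All 3 of these alternatives set before the data were examined closed the gap for the following values. *Tmem119* was 2.63 in autoMACS to Tyto (the paper's 2.20). *P2ry12* was 2.94 in autoMACS to Tyto (the paper's 2.54), 2.87 in Tyto (the paper's 2.47), and 3.08 in FACSAria (the paper's 2.69). *Siglech* was 2.74 in autoMACS (the paper's 2.41), 2.94 in autoMACS to Tyto (the paper's 2.59), 2.87 in Tyto (the paper's 2.51), and 2.90 in FACSAria (the paper's 2.55). *Scarf1* was -1.69 in autoMACS (the paper's -3.10) and -2.31 in FACSAria (the paper's -3.49). *Emb* was -3.43 in autoMACS to Tyto (the paper's -3.98) and -4.09 in Tyto (the paper's -4.53), and *Fn1* was -4.05 in autoMACS (the paper's -4.37).

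Other values were closed by some alternatives. limma closed *Tmem119* in Tyto (2.48 against the paper's 2.05, limma 2.08) and in FACSAria (2.55 against the paper's 2.13, limma 2.15), where size factors and the Wald test (2.16 and 2.24) did not. *Clec4e* in autoMACS was 2.02 against the paper's 1.48, closed with size factors (1.74) and the Wald test (1.75) but not with limma (2.20). *Clec4e* in Tyto was 0.47 against the paper's -0.86, closed with limma (-0.18) but not with size factors (0.17) or the Wald test (0.20). *Scarf1* was -2.47 in autoMACS to Tyto against the paper's -3.65 and -1.93 in Tyto against the paper's -3.47. None of the alternatives set before the data were examined closed these gaps, with -2.81, -2.96, and -2.81 in the first and -2.24, -2.32, and -2.25 in the second.

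Several statements of the paper differ in a gene or a direction. It gives *Lyve1* as enriched in autoMACS to Tyto alone, and here it was also called higher in autoMACS (1.17) and Tyto (1.10). Under DESeq2's size factors, limma, and the Wald test it was called in autoMACS to Tyto alone. It gives *Cd163* as enriched in autoMACS to Tyto and Tyto, and here it was called higher in autoMACS (1.61) and FACSAria (1.46) too, under each of the 3 alternatives as well. It gives *Emilin2* as depleted in the sort fractions, and here autoMACS (-0.88) was short of the fold threshold, which it passed under DESeq2's size factors (-1.18), limma (-1.24), and the Wald test (-1.18). The paper's text names *Emilin2* where a legend names *Emilin1*.

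The paper describes the depletion of the other cell types as greater in the Sort-TRAP groups than in Cell-TRAP, and here the endothelial markers in Cell-TRAP were not depleted against Tissue-TRAP but higher (median 1.81). In the set of genes that differ from Tissue-TRAP, the paper's common lower, common higher, and discordant genes do not add up to its total.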

Other observations

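The tests of nuclear RNA and of liver RNA were chosen only after *Xist* and the liver genes named below were seen to be high, and they use other genes. The other tests were not chosen after the result was seen. No biological explanation was tested for the patterns below.

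The libraries of each comparison were regrouped into other splits of the same group sizes, and each result was computed again with only the compared groups. For 14 counts of genes with 35 splits each, 8 with 100 random splits, 1 with 50, and 1 with 24, only the real split, 1 in each case, gave as many genes. These are every sort against Cell-Input or Tissue-TRAP, the F tests, the genes changed in all sorts, Sort-TRAP against Cell-TRAP, Tyto-TRAP against FACSAria-TRAP, the genes raised by preparation and lowered by inhibitors, and the comparisons of Dounce and of the cell suspensions with tissue and of Dounce with the suspension without inhibitors. Tyto-Input against FACSAria-Input gave 0 genes in the real split and so did the others, 24 of 24, where 876 genes in the real split had an unadjusted p under 0.05. Another 9 counts come from groups that share mice, which leave 8 splits and a share that cannot fall under 0.05. In 8 of these, such as the inhibitors against no inhibitors in Input and in TRAP, only the real split was as large. In autoMACS to Tyto-Input against autoMACS-Input the refit gave 0 genes in 8 of 8 splits, with 1164 in the real split at an unadjusted p under 0.05.

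For medians of gene lists, only the real split was as large in 44 of 48 results with 35 splits, in 15 of 18 with 50, and in 19 of 20 with 8. With 100 splits, 7 results had 1 or 2 splits as large. The exceptions were the endothelial markers in Dounce-Input against Tissue-Input (2 of 35 splits), the oxidative stress genes in Dounce-TRAP against Tissue-TRAP (9 of 35), and the macrophage genes in autoMACS-Input (27 of 35) and autoMACS to Tyto-Input (3 of 35). They also were the IL-6 genes (36 of 50), the cytokine genes (6 of 50), and the chemokine genes (48 of 50) in Sort-TRAP against Cell-TRAP, and the 21 genes in Tissue-TRAP against Tissue-Input (2 of 8). These medians are thus not told apart from those of other groupings of the same libraries. The oxidative stress genes differ by measure, since by their mean every Dounce-TRAP library lay above every Tissue-TRAP library and the fry test gave an adjusted p of 5.18e-05.

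Genes lower in Sort-TRAP than in Cell-TRAP were tested for RNA of other cell types in Cell-TRAP. Of the 3526 genes, TRAP of the cell suspension lowered 88.4% against its Input, compared with 12.8% of the genes not called, a ratio of 6.90. Of the 85 higher genes tested in both fits it lowered 25.9%. A candidate explanation is that Cell-TRAP still holds RNA of other cells that sorting removes.

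Genes lower in Cell-TRAP and every Sort-TRAP group than in Tissue-TRAP were tested for RNA of other cell types in Tissue-TRAP. TRAP of the tissue did not raise 98.8% of the 4074 lower genes above their Input, compared with 63.5% of the 2984 higher genes tested in both fits, a ratio of 1.56. The median log2 fold change of TRAP against Input was -0.21 for the former and 0.62 for the latter. TRAP of the tissue raised only 9.50% of 14515 genes, so most genes are not raised and the ratio comes mainly from the higher genes. This test therefore does not tell whether RNA of other cells in Tissue-TRAP contributes to the lower genes.

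Genes higher in Cell-TRAP (−) Inhibitors than in Tissue-TRAP and not lowered by the inhibitors were tested for a larger share of microglial RNA after cell preparation. Of the 3163 that were also tested for TRAP against Input, TRAP of the tissue raised 36.5%, compared with 9.50% of the 14515 genes tested, a ratio of 3.84, and with 31.0% of the genes lowered by the inhibitors. Purity may thus account for part of the differences between cell suspension and tissue that the inhibitors do not prevent. These tests do not show how large that part is.

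Dounce and the cell suspensions were compared for transcript length, which 93.98% of the genes in TRAP and 93.58% in Input have. In Input, Spearman's rho between length and the log2 fold change of Dounce-Input against Cell-Input (−) Inhibitors was 0.203, compared with -0.0404 for Cell-Input (−) Inhibitors against Tissue-Input. When the genes were ranked by length, the shortest group had a median of -0.67 and the longest 0.41. In TRAP, rho was 0.12 compared with 0.06, which is short of the 0.1 of difference that the test asks for. A length bias may therefore enter the Input differences of the Dounce preparation. Library depth was tested by thinning every TRAP library to the smallest total, 2471428. Dounce-TRAP then differed from Cell-TRAP (−) Inhibitors in 3533 genes (2680 higher, 853 lower) and in 4228 at full depth, with 3315 genes shared, so depth does not account for the difference. The Dounce libraries come from their own mice and are missing from the earlier table, so batch and condition cannot be told apart.

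*Xist* was high in the Input libraries of female Dounce samples. RNA that stays in the nucleus was tested with 9 other nuclear noncoding RNAs. Their median log2 fold change in Dounce-Input against Tissue-Input was 2.60, at percentile 100 of 10000 random lists. Among them *Neat1* rose by 5.47 and *Malat1* by 3.07. A larger share of nuclear RNA in Dounce-Input is a candidate explanation.

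*Alb*, *Ahsg*, *Serpina1b*, and *Serpina3k* were among the largest rises in sorted Input libraries. RNA of the liver was tested with 25 other liver genes. Their median log2 fold change against Cell-Input was 5.01 in FACSAria-Input, 4.93 in autoMACS to Tyto-Input, 2.95 in autoMACS-Input, and 2.21 in Tyto-Input, each at percentile 100 of the random lists. Summed over 29 liver genes, which include the 4 above, the libraries with the most were replicate 3 of FACSAria-Input (1110 CPM, of which *Alb* 585) and replicate 1 of autoMACS to Tyto-Input (866, of which *Alb* 487). Replicates 1 and 2 of autoMACS-Input, at 23.8 and 28.9, were close to Cell-Input (13 to 28.6). FACSAria-TRAP held 88.4 to 185 and replicate 4 of autoMACS to Tyto-TRAP 238, compared with 6.87 to 41.7 in Tissue-TRAP. Liver RNA, or a source with the same genes, may have entered some of the sorted libraries. Where 1 mouse gave both libraries, the sum went from 23.8 in autoMACS-Input to 866 in autoMACS to Tyto-Input in replicate 1, from 28.9 to 145 in replicate 2, and from 228 to 295 in replicate 4. In replicates 1 and 2 most of it was thus seen only in the library with the further sort, and in replicate 4 it was high in both libraries. The sample records do not tell whether both libraries of a mouse hold the same cells before and after that sort. These mice have no library of the unsorted suspension. Each mouse that gave both Tyto-Input and FACSAria-Input had the higher sum in FACSAria-Input. The sums were 1110 against 144 in mouse 69, 166 against 66.6 in mouse 945, and 171 against 43.8 in mouse 991. The mouse with the most in FACSAria-Input also had the most in Tyto-Input, so these pairs do not separate the sort from the mouse as a source.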
